# RACK7 Interacts with PRC2 Complex to Regulate Astrocyte Development

**DOI:** 10.1002/advs.202416350

**Published:** 2025-03-24

**Authors:** Fangfang Jiao, Tianxiang Tang, Bowen Wang, Shengfei He, Yue Zhang, Li Dong, Bo Xu, Ying Liu, Ping Zhu, Rui Guo

**Keywords:** Astrocyte development, H3K27me3, PRC2 complex, RACK7, Wnt signaling pathway, ZMYND8

## Abstract

Dysregulation of epigenetic mechanisms plays a crucial role in brain development and disease. Emerging largely evidence suggests that Receptor for Activated C‐kinase 7 (RACK7), an epigenetic reader protein, may play a role in brain development and neural developmental disease, but in vivo explorations are still lacking. Here, a *Rack7* conditional knock‐out mouse model is established and shows that *Rack7*‐deficient mice exhibit overt developmental defects associated with aberrant astrocyte development. Mechanistically, it is found that RACK7 interacts with the histone H3 lysine 27 (H3K27) methyltransferase, i.e., the Polycomb Repressive Complex 2 (PRC2) complex, to establish the genomic locations of Suppressor of Zeste 12 homolog (SUZ12) and H3K27 methylation. Deletion of *Rack7* in astrocytes leads to a remarkable decrease of H3K27me3 chromatin localization genome‐wide. Furthermore, RACK7 works together with H3K27me3 to prevent overactivation of the Wnt signaling pathway and other astrocyte differentiation genes are found. Collectively, this study provides new insights into the cellular and molecular mechanisms underlying brain development regulated by RACK7.

## 1 Introduction

Chromatin is composed of repeating units of nucleosomes, which includes a 147 bp segment of DNA and two copies each of four core histone proteins H2A, H2B, H3, and H4.^[^ ^1^ ^]^ Post‐translational modifications (PTMs) in histone are dynamically added or removed by enzymes that serve as “writer” or “eraser”, respectively, and are recognized by effector proteins serve as “reader”. Dysregulation of histone modifications plays an important role in various biological processes, including nervous system development and disease.^[^ ^2^, ^3^ ^]^ Advances in DNA sequencing technologies also led to the identification of genetic mutations in many chromatin regulators. For example, H3 lysine 27 trimethylation (H3K27me3) has been found to be associated with repressive transcription and function in early embryonic development.^[^ ^4^ ^]^ H3K27me3 is mediated by the PRC2 complex, whose catalytic component Enhancer of Zeste Homolog 2 (EZH2) has been found to regulate neuronal morphogenesis, synaptic plasticity, and cognitive behavior in mice through H3K27me3 modification.^[^ ^5^ ^]^ However, studies of dysregulation of PTMs in nervous system development are more focused on the roles of “writers” and “erasers”, much less on “readers”. Here, we provide new insight into the epigenetic mechanisms that regulate brain development, which is mediated by the chromatin reader *Rack7*.

RACK7, also known as ZMYND8 (Zinc finger MYND‐type containing 8) and PRKCBP1 (Protein Kinase C Binding Protein 1), is a chromatin‐binding protein involved in transcriptional regulation and histone/DNA recognition. RACK7 has been shown to read dual histone modifications, such as the H3.1K36 dimethylation and H4K16 acetylation (H3.1K36me2‐H4K16ac) and H3K4 monomethylation/H3K14 acetylation (H3K4me1‐H4K14ac).^[^ ^6^, ^7^ ^]^ Moreover, our previous study found that RACK7 recognizes H3.3G34R mutation which is detected in childhood pediatric patients, that was further validated by an Nuclear Magnetic Resonance (NMR) structure.^[^ ^8^, ^9^ ^]^ Functionally, RACK7 works as a transcriptional co‐repressor interacting with several repressor complexes. The MYND domain of RACK7 interacts with the Nucleosome Remodeling and Deacetylase Complex‌‌ (NuRD) , which participates in the DNA damage response and regulation of transcription.^[^ ^10^ ^]^ RACK7 also interacts with Lysine Demethylase 5C (KDM5C), a histone demethylase of H3K4me3, to suppress enhancer overactivation and contribute to breast cancer.^[^ ^11^ ^]^ Finally, RACK7 works with the H3K4 demethylase Lysine Demethylase 5D (KDM5D) and antagonizes the expression of metastasis‐linked genes in prostate cancer cells.^[^ ^7^ ^]^

In addition to a role in tumorigenesis, emerging evidence also suggests a function of RACK7 in nervous system development. In *Xenopus*, RACK7 interacts with REST corepressor 2 (RCOR2), which functions as a transcriptional repressor involved in the regulation of neural differentiation.^[^ ^12^ ^]^ RACK7 forms a homodimer that preferentially associates with the P‐TEFb complex to activate transcription of genes required for all‐trans retinoic acid (ATRA)‐mediated differentiation of neuronal precursor cells.^[^ ^13^ ^]^ Our previous study showed that RACK7 also represses genes associated with cell differentiation in the H3.3G34R‐containing pediatric glioblastoma cell line.^[^ ^8^ ^]^ Interestingly, *de‐novo* mutations of ZMYND family proteins, including RACK7,^[^ ^14^ ^]^ BS69 (aka Zinc finger MYND‐type containing 11, ZMYND11)^[^ ^15^ ^]^ and ZMYND5 (aka Deformed Epidermal Auto‐regulatory Factor 1, DEAF1),^[^ ^16^ ^]^ have been found in neurodevelopmental diseases, such as intellectual disability. These studies collectively suggest that RACK7 may have functions in central nervous (CNS) development. While much work on RACK7 has been done in cell lines, the in vivo function and the underly mechanisms for RACK7 are still uncertain.

In this study, we generated a *Rack7* conditional knockout (cKO) mouse model to interrogate the potential role of RACK7 in brain development and behavior, and to explore the underlying cellular and molecular mechanisms of RACK7 in this developmental process.

## 2 Results

### 2.1 Generation of a *Rack7* Conditional Knockout Mouse Model

Cortex and hippocampus both originate from the dorsal forebrain and are vital for regulating cognitive abilities, motor skills, memory, and emotional perception. To explore the function of *Rack7* in cortex and hippocampus development process and related behavior alterations, we deleted *Rack7* in these regions using a human glial fibrillary acid protein (GFAP) promoter‐driven Cre (hGFAP‐Cre), which is expressed at embryonic day (E) 13.5, and targeting multi‐potential neural stem cells which differentiated into parts of neuronal and glial cells (Figure S1a, Supporting Information).^[^ ^17^, ^18^ ^]^ Homozygous conditional deletion of *Rack7* (hGFAP‐cre:: *Rack7* ^fl/fl^, referred as cKO) was verified by PCR (compared with wildtype mice (hGFAP‐cre:: *Rack7* ^+/+^, referred to as WT) (Figure S1b, Supporting Information). Immunoblot analysis confirmed selective RACK7 protein loss specifically in the brain but not in other tissues (**Figure** **1**a). We found that *Rack7*‐cKO male and female mice exhibited smaller body size and reduced body weight (Figure 1b,c; *p* < 0.01, two‐way ANOVA). Consistently, *Rack7*‐cKO mice also showed reduced brain size (Figure 1d). However, no significant alterations in the body/brain weight and other phenotypes were observed in the neonatal cKO mice compared with their littermate WT. Moreover, Kaplan‐Meier survival analysis of 127 WT and 117 *Rack7*‐cKO mice showed increased death in cKO mice (*p* < 0.0001) with a medium survival at about postnatal day (P) 25 (Figure 1e). Meanwhile, we observed spontaneous seizures in *Rack7*‐cKO mice during a 47‐hour Electroencephalogram (EEG) recording period, which indicates altered brain function (Figure 1f).

**Figure 1:**
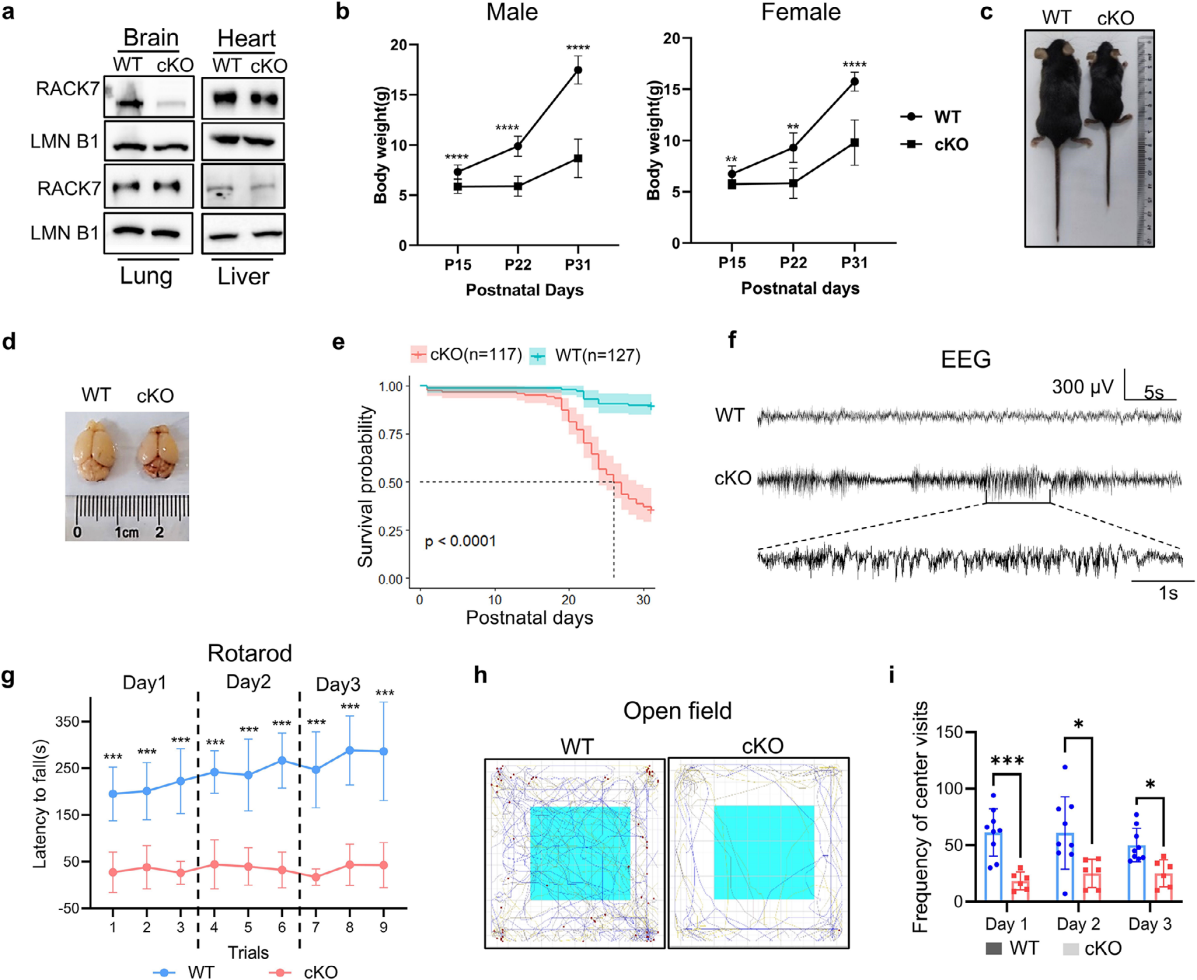
*Rack7*‐cKO mice exhibit developmental defects. a) Immunoblots of mouse tissues from wild‐type (WT) and *Rack7‐*cKO mice. b) Both male and female *Rack7*‐cKO mice exhibited lower body weights at postnatal days P15, P22 and P31, with more than 10 mice per group (number of animals (*n)* > 10). c) Body size comparison between WT and *Rack7*‐cKO mice. d) Brain size comparison between WT and *Rack7*‐cKO mice. e) Kaplan‐Meier survival curves of WT and *Rack7*‐cKO mice. f) *Rack7*‐cKO mice showed a higher incidence of spontaneous seizures compared to *Rack7*‐WT mice during a 47‐hour EEG recording period. g) Latency to fall from an accelerating rotarod in WT and *Rack7*‐cKO mice, WT, *n* = 13; cKO, *n* = 7. Nine trials were conducted over 3 consecutive days. h) Representative movement tracing from the open field test for WT (*n* = 9) and *Rack7*‐cKO (*n* = 6) mice. i) The frequency of center crosses in an open field arena over a 30‐minute trial on 3 consecutive days (WT, *n* = 9; cKO, *n* = 6). Data in b, g, i are presented as the mean ± SD, statistical significance was determined using two‐way ANOVA; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001, n.s. represents not significant.

Analysis of the surviving *Rack7*‐cKO mice (3‐4 weeks of age) found that they also exhibited altered behaviors before death, notably the motor coordination and motor learning of *Rack7*‐cKO mice based on the rotarod task assay. Specifically, cKO mice exhibited overtly shorter latencies to fall over 9 trials in three consecutive days, and the duration of cKO mice on the rotarod was not prolonged through learning, which suggested serious motor decay due to *Rack7* deletion (Figure 1g). To determine whether the motor coordination deficits observed in *Rack7*‐cKO mice were accompanied by alterations in their spontaneous locomotor activity, we employed an open‐field test (Figure 1h). *Rack7*‐cKO mice displayed similar activity levels as the WT mice in the open field (2‐way ANOVA) (Figure S1c, Supporting Information), but the *Rack7*‐cKO mice crossed the center of the open field less than WT, especially in the first day (2‐way ANOVA, Day 1 *p* < 0.001, Day 2 and 3 *p* < 0.05), suggesting that *Rack7*‐cKO mice may have an anxiety‐related phenotype (Figure 1i). Besides, we also assessed the learning and memory abilities of *Rack7*‐cKO mice using the Y‐maze. The number of spontaneous alternations was found to be comparable between *Rack7*‐cKO and WT mice (Figure S1d, Supporting Information). Furthermore, in novel object exploration, *Rack7*‐cKO mice did not exhibit a preference for the novel object and spent an equal amount of time with WT mice during both the habituation and exploration periods (Figure S1e, Supporting Information).

Collectively, our findings suggest that deletion *Rack7* in the mouse brain leads to developmental defects, consisting of growth retardation, motor coordination defects, anxiety‐related behaviors, and premature death. The developmental delay in *Rack7*‐cKO mice began to emerge between P7 and P14, to be significantly detectable around P14, and was further exacerbated throughout postnatal development. Notably, except for the death phenotype, most of the other phenotypes were observed in intellectual disability patients with de‐novo RACK7 variants.^[^ ^14^ ^]^

### 2.2 RACK7 Deletion is Primarily Observed in the Cerebral Cortex and Hippocampus

To determine whether loss of *Rack7* changed the overall brain architecture, we performed Nissl staining and found no gross abnormalities in the cytoarchitecture of the postnatal *Rack7*‐cKO brain (one month old), despite the reduced brain size (Figure S2a, Supporting Information). We further stained brain tissue sections for RACK7 and observed that RACK7 was absent mainly in the cerebral cortex (Ctx) and hippocampus (Hip) of the *Rack7*‐cKO mice, but not other brain regions such as the thalamus (Th) (Figure S2b, Supporting Information).

The hGFAP‐Cre promoter was activated as early as E13.5,^[^ ^17^ ^]^ while the developmental phenotypes caused by *Rack7* deletion appeared after birth. So, we first examined RACK7 deletion using immunofluorescence (IF) in E14.5 embryos. We found that RACK7 protein was predominantly absent in the pallium and pallial ventricular zones (VZs) of the *Rack7*‐cKO forebrain, which develops into the cerebral cortex and hippocampus postnatally. In contrast, no specific loss of RACK7 was detected in the subpallium, consisting with previous report^[^ ^18^ ^]^ (**Figure** **2**a).

**Figure 2:**
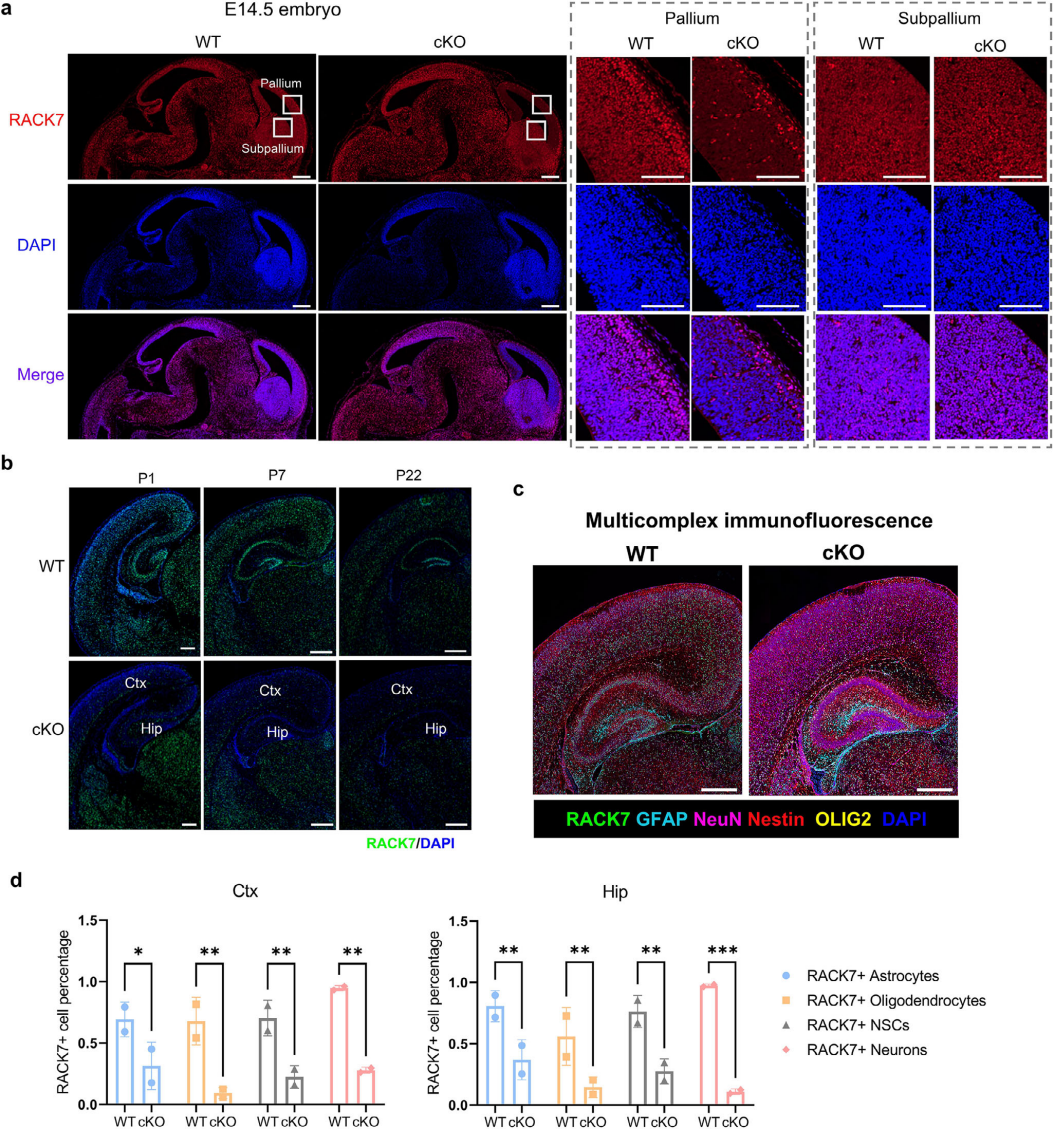
RACK7 deletion is primarily observed in the cerebral cortex and hippocampus. a) IF images against RACK7 in WT and *Rack7*‐cKO embryonic sections show RACK7 specifically deletion in the pallium of forebrain as early as E14.5. Scale bars = 200 µm. b) IF staining images of RACK7 in WT and *Rack7*‐cKO brain slides at P1, P7 and P22. Scale bars = 400 µm. c) mIF images in WT and *Rack7*‐cKO brain slides at P7. Antibodies against RACK7, NeuN, Nestin, GFAP, OLIG2 and DAPI. Scale bars = 400 µm. d) Quantitative analysis of the proportion of RACK7+ cells among various cell types in Ctx and Hip of WT and *Rack7*‐cKO brain slides at P7. Cell types in the brain were multicomplex IF stained with cell‐specific markers as shown in c). Data are presented as the mean ± SD, statistical significance was determined using two‐way ANOVA; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

We then performed IF staining for RACK7 in brain tissue sections isolated from *Rack7*‐cKO mice and their WT littermates at neonatal (P1), P7, and P21, which are crucial for postnatal neuronal and astrocyte development.^[^ ^19^ ^]^ The IF staining and subsequent analysis of *Rack7*‐cKO mice compared to wildtype controls revealed that the loss of RACK7 is predominantly observed in the Ctx and Hip regions across postnatal brain development (Figure 2b; Figure S2c, Supporting Information).

To investigate the loss of RACK7 protein across various brain cell types, we performed multicomplex immunofluorescence (mIF) staining for RACK7, NeuN (a marker for neurons), Nestin (a marker for neural stem cells, NSCs), GFAP (a marker for astrocytes), OLIG2 (a marker for oligodendrocytes) and DAPI (to stain all nuclei) in brain tissue sections from *Rack7‐*cKO mice and their WT littermates at P7 (Figure 2c; Figure S2d,e, Supporting Information). For the quantitative analysis of the mIF results, we selected two regions of interest (ROIs), including Ctx and Hip (Figure S2f, Supporting Information). In *Rack7*‐cKO mice, we consistently observed a loss of RACK7 in the Ctx and Hip (Figure S2g, Supporting Information). Notably, quantitative analysis revealed that RACK7 deletion occurred across different cell types in the Ctx and Hip (Figure 2d; Figure S3, Supporting Information).

These results demonstrate the specific loss of RACK7 protein in the cortical and hippocampal region, from the initial activation of Cre during embryonic stages to the period when the developmental defects manifestation.

### 2.3 Transcriptional Landscape Upon Rack7 Deletion at Embryonic Day 14.5

RACK7 has been identified as a transcriptional repressor, to obtain more precise insights into the consequences of RACK7 loss, we utilized high‐throughput single‐cell RNA sequencing to examine the transcriptional landscapes of *Rack7*‐cKO and wildtype brains. We first dissected E14.5 forebrain tissues from 3 WT and 3 *Rack7*‐cKO embryos and dissociated the tissues into single cells prior to processing them on the 10x Chromium platform (10x Genomics). After removing low‐quality cells and doublets, 10186 cells from WT and 8880 cells from *Rack7*‐cKO sample remained, respectively. We then combined cells from WT and *Rack7*‐cKO embryos for clustering analysis and obtained 24 distinct cell clusters (Figure S4a, Supporting Information). Based on the expression of known marker genes,^[^ ^20^, ^21^ ^]^ we annotated the major cell‐type in the pallium and pallial VZs of the forebrain (Figure S4b,c, Supporting Information), including the forebrain excitatory neuron (Ex_neuron) (*Neurod6*+),^[^ ^22^ ^]^ radial glial cell (RGC) (*Pax6*+), and neuronal intermediate progenitor (IP) (*Eomes*+). We further analyzed the cell numbers but observed no significant alteration in cell proportions upon *Rack*7 deletion (Figure S4d,e, Supporting Information).

As RACK7 protein is predominantly deleted in the pallium of forebrain (Figure 2a), we then compared transcriptional profiles within each of the main cortical cell types (Ex_neuron, IP, and RGC) between WT and *Rack7*‐cKO groups (with cutoff log_2_(Fold Change (FC)) > 0.25 and *p‐adjust* < 0.05). As a result, the total number of differentially expressed genes (DEGs) was found to be minimal (Figure S4f, Supporting Information). These results suggest that, despite the early expression of hGFAP‐Cre at E13.5 and the confirmed deletion of RACK7 in the *Rack7*‐cKO forebrain, RACK7 does not exert significant transcriptional repression at embryonic day E14.5.

### 2.4 Cell Type Transcriptional Changes in *Rack7*‐cKO Cerebral Cortex and Hippocampus

Given that the phenotype of *Rack7*‐cKO mice gradually intensifies postnatally, we aimed to investigate the transcriptional repression effects in postnatal mice. So, we extracted the cortical and hippocampal tissues where RACK7 protein is predominantly deleted (Figure 2a,b), from *Rack7*‐cKO and WT mice at P3 and P22 respectively, prior to processing with the 10X Genomics platform.

For P3 mice tissues, after removing low‐quality cells and doublets, our initial comparison of the transcriptomes from 6512 cells of wild‐type and 11188 cells of *Rack7*‐cKO mice revealed 30 distinct cell clusters (Figure S5a, Supporting Information). Based on their unique expression profiles, we annotated these clusters into three types of neurons, including excitatory neuron (Ex_neuron) (*Neurod2*+), inhibitory neuron (In_neuron) (*Gad2*+) and Cajal‐Retzius cell (CR) (*Nhlh2*+), two types of glial cells, including oligodendrocyte precursor cell (OPC) (*Pdgfra+*) and astrocyte (*Slc1a*3+), a proportion of postnatal neural stem cell (NSC) (*Ascl1*+ and *Egfr*+), microglia (*Cx3cr1*+) and other cell types, i.e., choroid plexus epithelial cell (Choroid_plexus) (*Folr*1+ and *Prlr*+), endothelial cell (Endothelial) (*Cldn5*+), meningeal fibroblast (Meningeal_FB) (*Col1a1*+ and *Col1a2*+), vascular cell (Vascular) (*Vtn*+), and blood cell (Blood) (*Hbb‐bs*+) (**Figure** **3**a,b; Figure S5b, Supporting Information).^[^ ^23^, ^24^, ^25^, ^26^, ^27^ ^]^ By statistically analyzed the cell proportion within each sample, we observed an increased proportion of excitatory neurons (13.53% to 24.03%) and a decreased proportion of inhibitory neurons (20.95% to 8.64%) (Figure 3c; Figure S5c, Supporting Information), however, no new cell sub‐populations were identified within these two cell types (Figure S5d–g, Supporting Information).

**Figure 3:**
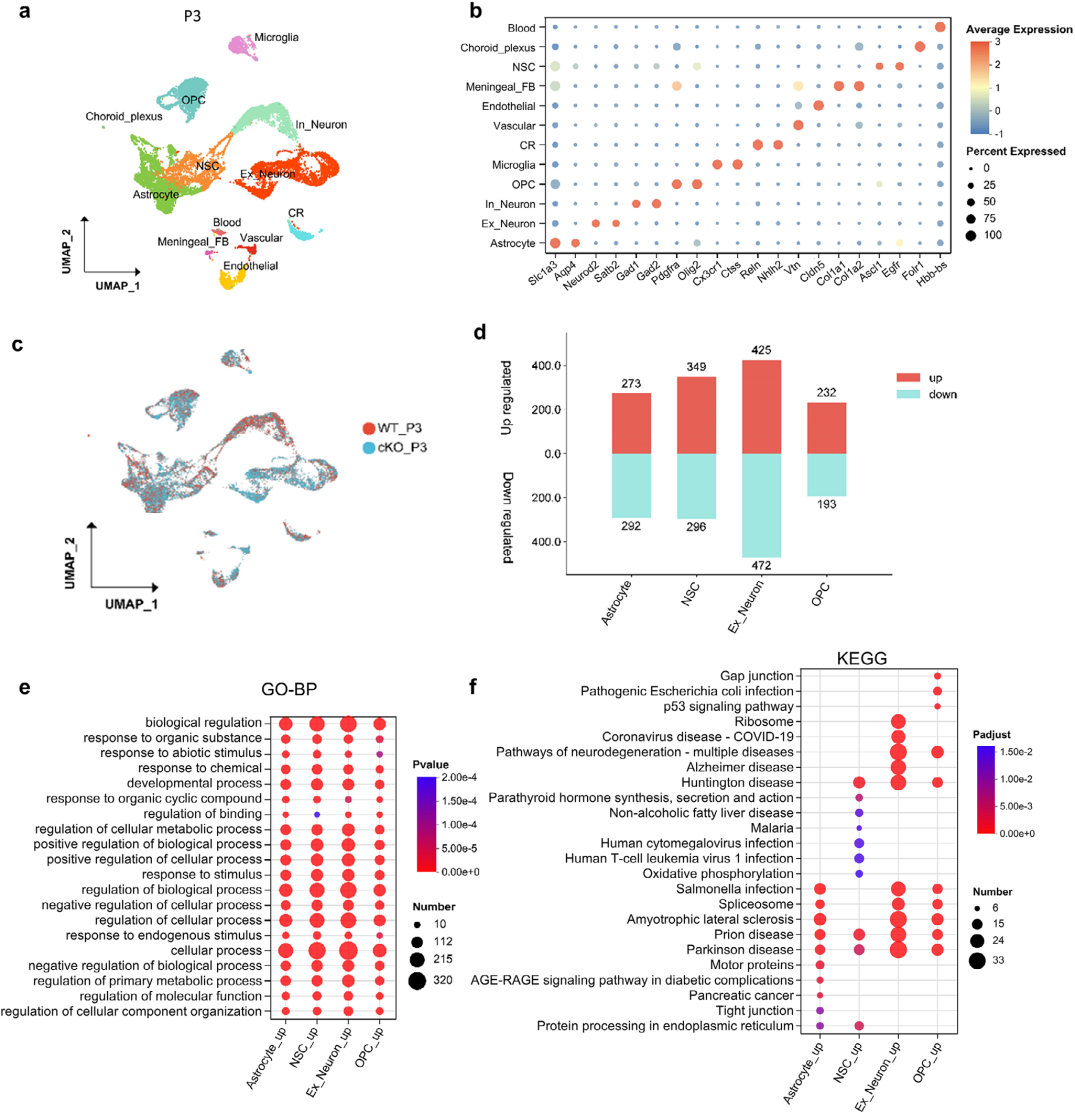
Cell type–specific transcriptional changes in the cerebral cortex and hippocampus of P3 *Rack7*‐cKO and control mice. a) Uniform manifold approximation and projection (UMAP) plot showing the major cell types. In which, cell types are labeled as Ex_neuron, excitatory neuron; In_neuron, inhibitory neuron; CR, Cajal‐Retzius cell; OPC, oligodendrocyte precursor cell; NSC, postnatal neural stem cell; Choroid_plexus, choroid plexus epithelial cell; Meningeal_FB, meningeal fibroblast. b) Dot plot showing the expression of selective markers in different cell types. c) UMAP plot showing the cells from different genotypes, which were labeled with different colors. d) Bar graph showing the number of DEGs in indicated cell populations. e) GO analysis of up‐regulated genes from indicated cell populations. Top10 GO terms from BP were ordered by *p*‐value. f) KEGG pathway analysis of up‐regulated genes from indicated cell populations. Top10 KEGG terms were ordered by *p‐adjust*.

To identify the changes in gene expression induced by RACK7 loss in a cell type‐specific context, we compared transcriptional profiles of each cell type derived from pallium and pallial VZs, compromising the astrocyte, Ex_Neuron, NSC, and OPC,^[^ ^18^, ^20^, ^21^, ^28^ ^]^ between the WT and *Rack7*‐cKO mice (with cut‐off *p*‐value < 0.05, log2(FC) ≥ 0.25) (Figure 3d). Our results indicated that the loss of RACK7 led to transcriptional changes across cell types developed from pallium and pallial VZs.

To elucidate the functional implications of these transcriptional changes, we conducted Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses on the up‐regulated genes and highlighting the top 10 terms from each of the five cell types (Figure 3e; Figure S6, Supporting Information). Biological process (BP) of GO analysis suggests that these genes are enriched in terms related to cellular process (GO:0 009987) and developmental process (GO:00 32502). Additionally, we identified the terms regulation of cellular metabolic process and regulation of primary metabolic process (GO:00 31323, GO:00 80090) in Ex_Neuron, a process that cooperated by astrocytes and contributes to behavior and brain diseases^[^ ^29^ ^]^ as well as the response to stimuli (GO:00 50896) in NSC, OPC and astrocyte, which reflects the activation of cell‐cell interactions among these cells or with other cells (Figure S6, Supporting Information). Notably, terms related to Parkinson's disease, Prion disease, and Huntington's disease were enriched across these cell types (Figure 3f), suggesting that dysregulation of RACK7 could be implicated in several CNS diseases.

Given the increased severity of behavioral abnormalities and substantial mortality in *Rack7*‐cKO mice between 15 to 30 days postnatal (Figure 1b,e–h), we also performed single‐nucleus transcriptomic analysis (snRNA‐seq) on cortical and hippocampal tissues from *Rack7*‐cKO and wild‐type mice at P22. We compared the transcriptomes of 11156 cells from wild‐type and 10327 cells from *Rack7*‐cKO mice at P22, identifying 34 cell clusters (Figure S7a, Supporting Information). These clusters were further annotated as two types of neurons, including excitatory neuron (Ex_neuron)(*Satb2*+) and inhibitory neuron (In_neuron)(*Gad2*+), three lineages of oligodendrocytes, including oligodendrocyte precursor cell (OPC)(*Pdgfra*+), immature oligodendrocyte (Immature_OL)(*Tns3*+) and mature oligodendrocyte (Mature_OL)(*Mal*+), astrocyte(*Gjb6*+), microglia(*Cx3xr1*+), as well as cell types, i.e., choroid plexus epithelial cell (Choroid_plexus) (*Folr*1+ and *Prlr*+), endothelial cell (Endothelial) (*Cldn5*+), meningeal fibroblast (Meningeal_FB) (*Col1a1*+ and *Col1a2*+) and vascular cell (Vascular)(*Vtn*+) (**Figure** **4**a,b; Figure S7b, Supporting Information).^[^ ^25^, ^26^, ^27^ ^]^ We also observed an increased proportion of excitatory neurons in *Rack7*‐cKO mice, rising from 22.36% to 45.35% (Figure S7c, Supporting Information) as shown in P3. Additionally, no new cell sub‐populations were detected (Figure 4c; Figure S7d,e, Supporting Information). Unlike in P3, we did not find any alteration in the proportion of the inhibitory neurons cluster between *Rack7*‐cKO and wild‐type mice at P22.

**Figure 4:**
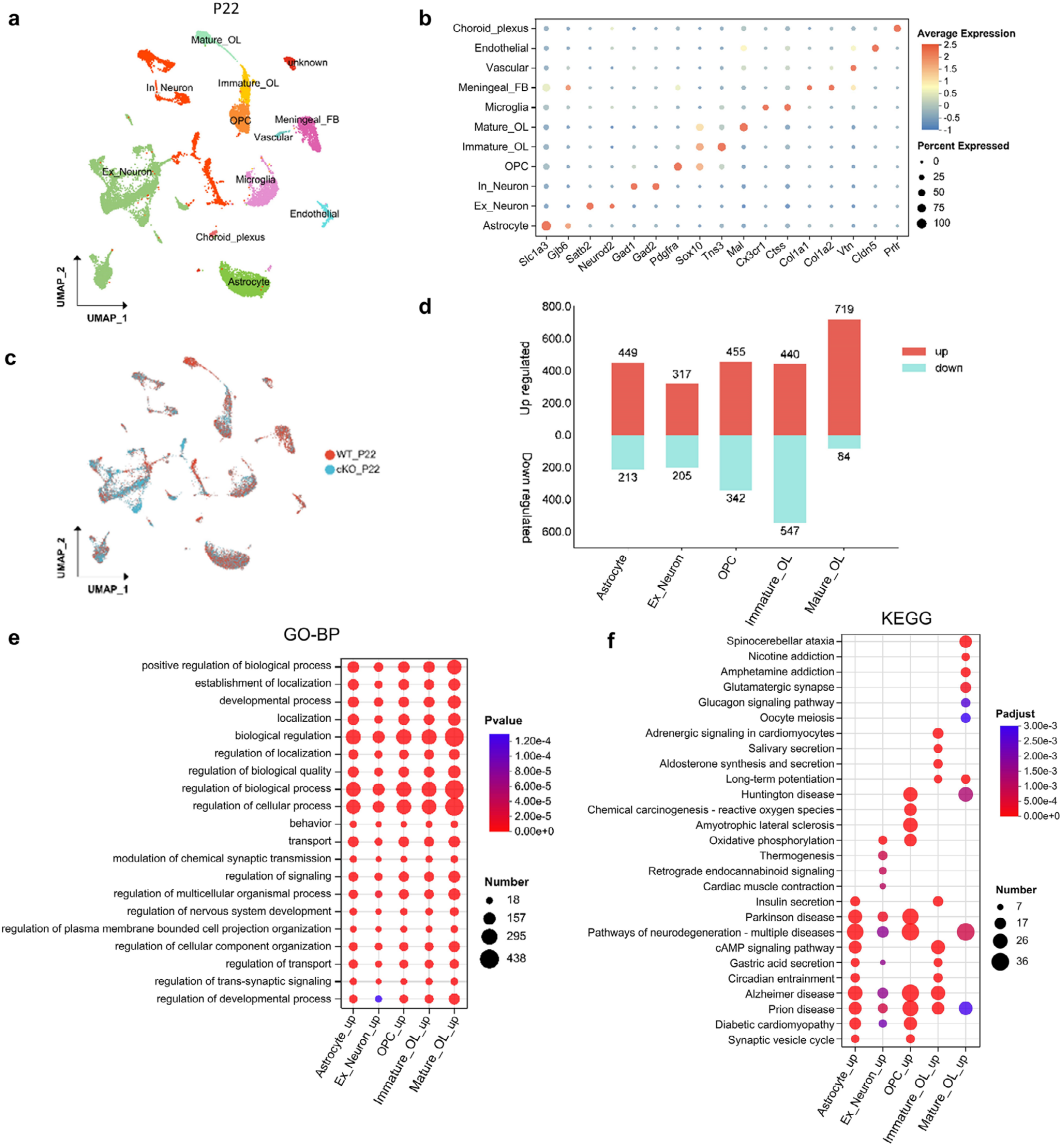
Cell type–specific transcriptional changes in the cerebral cortex and hippocampus of P22 *Rack7*‐cKO and control mice. a) UMAP plot showing the major cell types. In which, cell types are labeled as Ex_neuron, excitatory neuron; In_neuron, inhibitory neuron; OPC, oligodendrocyte precursor cell; Choroid_plexus, choroid plexus epithelial cell; Meningeal_FB, meningeal fibroblast; Immature_OL, immature oligodendrocyte and Mature_OL, mature oligodendrocyte. b) Dot plot showing the expression of selective markers in different cell types. c) UMAP plot showing the cells from different genotypes, which were labeled with different colors. d) Bar graph showing the number of DEGs in indicated cell populations. e) GO analysis of up‐regulated genes from indicated cell populations. Top10 GO terms from BP were ordered by *p*‐value. f) KEGG pathway analysis of up‐regulated genes from indicated cell populations. Top10 KEGG terms were ordered by *p‐adjust*.

The transcriptional profiles exhibited DEGs in astrocytes, excitatory neurons, immature, and mature oligodendrocytes (with cut‐off *p*‐value < 0.05, log2(FC) ≥ 0.25) (Figure 4d). In the P22 dataset, RACK7 displayed a more pronounced transcriptional repression activity, with a higher number of upregulated genes compared to downregulated genes across several cell types. The top10 GO and KEGG terms of up‐regulated genes in each cell type revealed enrichment for developmental processes as well as CNS diseases, including Alzheimer's disease, prion disease, and Parkinson's disease (Figure 4e,f). In contract, the top10 KEGG terms for down‐regulated genes in each cell type exhibited lower significant and did not show a clear association with CNS diseases (Figure S7f, Supporting Information).

Particularly, in the GO analysis in different cell types at P22 (Figure 4e; Figure S8, Supporting Information), we found the regulation of transport (GO:00 51049) regulated by RACK7 in glial cells, which reflects the activation of cell‐cell interactions among these cells or with other cells. We also identified behavior (GO:0 007610) notably in Ex_neuron as well as other cell types, which is associated with behavioral alterations during this stage.

In aggregate, our single cell/nucleus RNA‐seq results from E14.5, P3, and P22 *Rack7*‐cKO mice demonstrate that the loss of RACK7 doesn't affect gene transcription at early neurogenesis stage (E14.5), it contributes to the dysregulation of genes associated with developmental process and CNS diseases across several cell types (P3 and P22).

### 2.5 *Rack7*‐cKO Astrocyte Show Altered Transcription Profiles

Astrocytes, the most abundant type of glial cell, play pivotal roles in providing structural support, supplying nutrients, modulating synapses, and facilitating neuronal development. While numerous studies on neurodevelopmental diseases have focused on intrinsic changes within neurons, emerging work has demonstrated that glial cells also play a crucial role.^[^ ^30^, ^31^ ^]^ Cortical astrocytes are generated from RGCs around the time of birth, with their production and maturation continuing until the third postnatal week (P21).^[^ ^23^ ^]^ Notably, RACK7 deletion driven by hGFAP‐cre occurred at E13.5 in the pallium and pallial VZs (Figure 2a), with the developmental defects induced by RACK7 deletion mainly appeared around P14 (Figure 1b–e). This timing suggests that the loss of RACK7 in astrocytes may play a role in these processes. Furthermore, functional analysis of single cell/nucleus RNA‐seq data from P3 and P22 revealed that the enriched GO terms were related to cell‐cell communication and neuron metabolism (Figures S6 and S8, Supporting Information), which involve astrocytes.

For these reasons, we purified primary astrocytes to further investigate how RACK7 regulates gene transcription through chromatin binding. In rodents, cortical astrocyte generation begins at E18/P0 and peaks at about P8,^[^ ^32^ ^]^ so we extracted and cultured primary astrocytes from WT and *Rack7*‐cKO mice brains at three‐time points, including neonatal (P1), P6 and P8, and performed RNA‐seq analysis (**Figure** **5**a). 

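In this experiment, astrocytes were grown from the brains of WT and *Rack7*-cKO mice at P1, P6 and P8, with 2 libraries for each genotype and time point. The meninges had been stripped off, and the flasks were shaken to remove microglia and oligodendrocytes. According to the methods, mRNA was captured, and the reads were mapped to GRCm38 with Hisat2. The authors deposited the number of reads counted on each of 18903 genes, without normalization. The program that counted them, its gene annotation, its strand setting and its treatment of reads with several matches are not given in the sources used here. Counts per library added up to 55681255 and 76280438 for the P1 libraries labelled WT and to 54413504 and 56148822 for those labelled cKO. At P6 they came to 64179279 and 68634038 for the label WT and to 66313766 and 68048123 for the label cKO, and at P8 to 60276423 and 73383775 and to 77554446 and 89183250. All 12 libraries were normalized together by TMM and fitted in edgeR with 1 mean for each of the 6 groups. The 17938 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test, and p was adjusted by the method of Benjamini and Hochberg. An exact permutation test on 2 libraries against 2 gives no two-sided p below 0.333, so only tests that share the spread between genes and groups were used. Intervals and floors given for low counts cover counting error only. A standard error is the absolute log2 fold change divided by the square root of the test's F statistic. It is thus derived from the test and is no separate estimate of precision.

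RACK7 is listed under its gene's symbol *Zmynd8* (ENSMUSG00000039671, chromosome 2, 165784152 to 165899016). Its annotated span overlaps *BC046401* and *Gm11465*, and the counting rule could have given reads to either. Its CPM, the count scaled in edgeR to the normalized library size, was 136 and 136 in the P1 libraries labelled WT and 213 and 216 in those labelled cKO. The corresponding pairs were 114 and 116 against 242 and 230.5 at P6, and 99.98 and 104 against 160.4 and 171 at P8. The log2 fold change was 0.65 at P1 (standard error 0.047), 1.04 at P6 and 0.70 at P8, with adjusted p = 3.16e-05, 4.97e-07 and 3.78e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Zmynd8* was thus higher in the libraries labelled cKO at all 3 time points, against the direction of the genotype label. The conditional allele removes exons 3 and 4, which hold 161 of the 6188 bases of the transcript ENSMUST00000109269, or 2.60%. A count over the whole gene also takes reads from the rest of its 24 exons, so it does not show whether these exons were present. The libraries are therefore named by their labels.

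**Figure D1:**
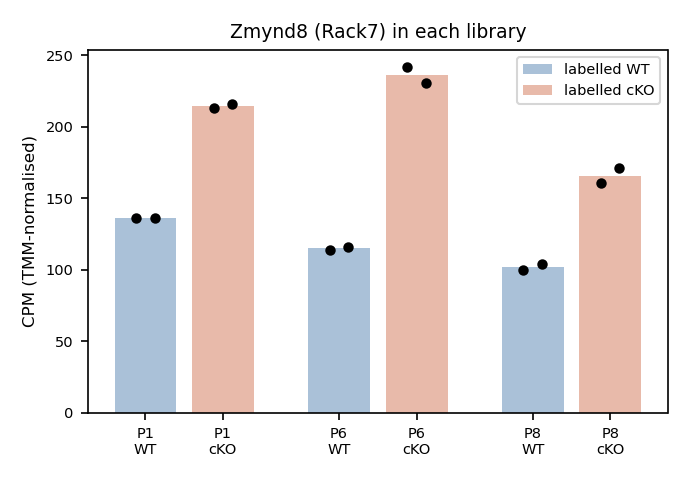
*Zmynd8* in the primary astrocyte libraries at P1, P6 and P8, as TMM-normalised CPM on the y axis. Bars are the mean of 2 libraries and points are the libraries, and both libraries labelled cKO lie above both labelled WT at each time point (214 against 136.2, 236 against 115 and 166 against 102 on average).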

The identity of astrocytes and RACK7 protein level in WT and *Rack7*‐cKO primary astrocytes were further confirmed by immunostaining of the astroglial marker GFAP (Figure 5b) and immunoblotting of RACK7 (Figure 5c), respectively. 

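Each gene was compared between the libraries labelled cKO and those labelled WT within a time point. At an unadjusted p below 0.05 and a fold change of at least 1.5, 1146 genes were up-regulated and 444 down-regulated at P1, 1606 and 1425 at P6, and 2276 and 1741 at P8. Among the genes that met this cut-off, the largest adjusted p was 0.229 at P1, 0.138 at P6 and 0.117 at P8. With the adjusted p from edgeR below 0.05 and the same fold change, 719 genes were up-regulated and 160 down-regulated at P1, 1284 and 1144 at P6, and 2012 and 1502 at P8. Of the alternatives tried, a fold change of at least 2 moved these numbers most, and left 209 genes down-regulated at P1 by the unadjusted p. On simulated counts in which no gene differed at P6, the unadjusted cut-off called 333 of 17775 genes and the adjusted cut-off in edgeR called 0.

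The genes with the largest rises and falls past the adjusted cut-off were taken from those with a mean of at least 1 CPM and with both libraries of one label on the same side of both of the other. A separation of this kind has a chance of 0.333 with 2 libraries against 2. At P1, *Slc38a4* (ENSMUSG00000022464, chromosome 15, 96994820 to 97055956), *Epyc* (ENSMUSG00000019936, chromosome 10, 97644068 to 97682454) and *Cxcl15* (ENSMUSG00000029375, chromosome 5, 90794534 to 90803067) rose most. None of them had a count in the libraries labelled WT, against 2.64 ± 0.157, 1.74 ± 0.156 and 1.34 ± 0.336 CPM (SD, n = 2) in those labelled cKO. Against a floor of 3 counts over the group, they were at least 124-fold, 82.0-fold and 62.9-fold higher. *Epyc* overlaps *Gm10754*. Among the falls, *Avpr1a* (ENSMUSG00000020123, chromosome 10, 122448499 to 122453452) went from 1.85 ± 0.439 to 0.252 ± 0.116 CPM, with log2 fold change -2.88 (standard error 0.48, adjusted p = 0.00575). *Gabre* (ENSMUSG00000031340, chromosome X, 72255999 to 72274803) went from 2.22 ± 1.03 to 0.494 ± 0.121 CPM (adjusted p = 0.0402 from edgeR). Its call was lost in 8 alternatives, with adjusted p = 0.207 without P1 WT replicate 1, 0.200 without P1 cKO replicate 1, 0.119 without P1 cKO replicate 2, 0.0502 without P8 WT replicate 1 and 0.0645 and 0.0643 without P8 cKO replicates 1 and 2. *Pcdhb21* (ENSMUSG00000044022, chromosome 18, 37513621 to 37518325), which overlaps *Pcdhb22*, had 0.630 ± 0.0133 CPM in the libraries labelled WT and no count in those labelled cKO, at least 24.4-fold lower (adjusted p = 0.0430 from edgeR). The call for *Pcdhb21* was lost in 9 alternatives. Its adjusted p was 0.112 and 0.115 without P1 WT replicates 1 and 2, 0.142 and 0.137 without P1 cKO replicates 1 and 2, 0.0683 and 0.0685 without P6 WT replicates 1 and 2, 0.0784 and 0.0787 without P8 WT replicates 1 and 2, and up to 0.172 with the replicate number as a block.

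At P6, *Prnd* (ENSMUSG00000027338, chromosome 2, 131950861 to 131956130), *Trdc* (ENSMUSG00000104876, chromosome 14, 54142851 to 54148868) and *4930555A03Rik* (ENSMUSG00000106157, chromosome 3, 151294126 to 151296641) rose most. All 3 were listed at 0 in the libraries labelled WT and reached 8.09 ± 1.96, 5.28 ± 0.247 and 3.43 ± 0.117 CPM in those labelled cKO, at least 356-fold, 232-fold and 151-fold higher. *Prnd* overlaps *Prn*. The largest falls were those of a second identifier named *Itgam*, of *Dnm3os* (ENSMUSG00000078190, chromosome 1, 162217623 to 162225550) and of *Prdm6* (ENSMUSG00000069378, chromosome 18, 53463583 to 53575907). *Dnm3os* overlaps *Dnm3*, and its CPM in the libraries labelled WT was 36.5 and 2.92, against no count in those labelled cKO (at least 824-fold lower). That bound rests on P6 WT replicate 1, and with replicate 2 alone it was 126-fold. *Prdm6* had 18.9 ± 1.91 CPM in the libraries labelled WT and no count in the others, at least 821-fold lower. The second *Itgam* identifier (ENSMUSG00000108596, chromosome 7, 128062683 to 128128160) has that name in the authors' table and *Gm49368* in the GENCODE vM21 annotation. It overlaps the first (ENSMUSG00000030786) and *Gm45700*, and had 128 ± 23.6 CPM in the libraries labelled WT and 1 count in all in those labelled cKO, a ratio of 5.99e-05 with an exact counting interval from 1.52e-06 to 3.34e-04. The first identifier rose, with log2 fold change 1.63 (standard error 0.43, adjusted p = 0.0222), and the sum of both went from 215 to 269 CPM, a log2 ratio of 0.33.

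At P8, *2010300F17Rik* (ENSMUSG00000097289, chromosome 11, 96712982 to 96747436), *Gm5152* (ENSMUSG00000069355, chromosome 5, 10242041 to 10246526) and *Upk1b* (ENSMUSG00000049436, chromosome 16, 38773184 to 38800328) were listed at 0 in the libraries labelled WT. They reached 6.19 ± 0.0259, 1.65 ± 0.0375 and 0.774 ± 0.149 CPM in those labelled cKO, at least 272-fold, 72.5-fold and 34.3-fold higher. *Egfl6* (ENSMUSG00000000402, chromosome X, 166523007 to 166585720) fell from 32.7 ± 2.40 CPM to no count, at least 1726-fold lower. *Cldn11* (ENSMUSG00000037625, chromosome 3, 31149920 to 31164324) went from 37.6 ± 1.39 to 0.0546 ± 0.0772 CPM, with log2 fold change -9.47 (standard error 0.61, adjusted p = 2.89e-06). Of the P8 libraries labelled cKO, only replicate 1 had a count of it. With each library left out in turn, its fitted log2 fold change ran from -14.29 to -8.40. *Penk* (ENSMUSG00000045573, chromosome 4, 4133531 to 4138819) went from 303 ± 20.1 to 0.441 ± 0.0649 CPM, with log2 fold change -9.41 (standard error 0.24, adjusted p = 9.31e-09).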

RNA‐seq identified an increasing number of differentially expressed genes during postnatal development stages of P1 (up: 1027, down: 391), P6 (up: 1596, down: 1358), and P8 (up: 2220, down: 1892) when *Rack7*‐cKO astrocytes were compared with WT (with cut‐off FC >1.5 and *p*‐value < 0.05). The repressive impact of *Rack7* on gene transcription appeared to be amplified during postnatal astrocyte development (Figure 5d). 

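Of the genes past the unadjusted cut-off, the share up-regulated was 72.1% at P1, 53.0% at P6 and 56.7% at P8. Past the adjusted cut-off it was 81.8%, 52.9% and 57.3%. The paper proposes an amplified repressive effect. The numbers of calls do not test whether a gene's difference changed, so the genotype effect was also compared between time points by an interaction term for each gene. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with no condition on fold change, the effect differed between P6 and P1 for 2746 genes, between P8 and P6 for 3849 and between P8 and P1 for 4606. It was more positive at the later time point for 1277, 2265 and 2511 of them and more negative for 1469, 1584 and 2095. The effects at both time points had opposite signs for 1841, 2256 and 3367. Of the alternatives, DESeq2 on the 8 libraries of P1 and P8 alone moved the last comparison most, to 6236 genes.

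The 1146 genes up-regulated at P1 had a median log2 fold change of 1.37 there, 0.30 at P6 and 0.16 at P8. By the interaction term, the effect was more positive at P6 than at P1 for 90 of them and more negative for 469. For 587 it was not found to differ. Between P8 and P1 the 3 numbers were 86, 532 and 528. A more negative effect can be a smaller rise or a reversal, and 310 of these genes were down-regulated at P6 and 304 at P8. The 1606 genes up-regulated at P6 went from a median of 1.17 to 0.76 at P8. The effect was more positive for 124, more negative for 412 and without detected change for 1070. Genes chosen for a large difference at one time point tend to show a smaller one at another. Part of the fall in these medians, and of the excess of more negative over more positive effects, therefore comes with the selection. Genes up-regulated at the later time point were not followed back.

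Up-regulation at all 3 time points was shared by 287 genes (13.0 would be shared by chance), and down-regulation by 63 (3.42 by chance). P1 and P6 shared 438 up-regulated genes (103 by chance), P6 and P8 shared 827 (204 by chance), and P1 and P8 shared 381 (145 by chance). Genes up-regulated at P1 and down-regulated later numbered 310 at P6 (91.0 by chance) and 304 at P8 (111 by chance), and those down-regulated at P1 and up-regulated later 42 at P6 (39.8 by chance) and 62 at P8 (56.3 by chance). Only 80 went from up-regulated at P6 to down-regulated at P8 (156 by chance), and 163 the other way (181 by chance). In all, 688 genes were up-regulated at one time point and down-regulated at another. The numbers by chance take every tested gene as equally likely to be called, and genes differ in this. An excess over them is therefore no test of shared regulation.

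For P6 against P1, *Prnd* had one of the largest positive interaction terms, and the 2 most negative were those of *Epyc* and *Prdm6*. For P8 against P6, the largest terms upward were those of *Prl2c2* (ENSMUSG00000079092, chromosome 13, 12996125 to 13005383) and of the second *Itgam* identifier, and downward those of *Prnd* and *Trdc*. *Prl2c2* is one of several similar genes, between which the counting could have split reads. The term of *Trdc* had adjusted p = 0.0357 from edgeR and lost its call in 10 alternatives, of which leaving out P8 WT replicate 1 gave 0.999985. The 8 others that left out a library (all but the P1 WT libraries and P8 WT replicate 2) gave 0.0528 to 0.0834. For P8 against P1, *2010300F17Rik* and *Gm5152* had the largest terms upward, and *Epyc* and *Ptgdr* (ENSMUSG00000071489, chromosome 14, 44851235 to 44859375) the largest downward. At P8, *Epyc* fell from 309.8 ± 3.52 to 0.613 ± 0.194 CPM between the labels, and *Ptgdr* from 50.7 ± 2.95 to 0.0832 ± 0.118. At P1, *Ptgdr* had gone from no count to 0.678 ± 0.388 CPM.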

To explore the biological significance of the up‐regulated genes in *Rack7*‐cKO astrocytes, we performed GO analysis. We found enrichment of similar GO terms across the different postnatal days, including regulation of multicellular organismal process and developmental process (Figure 5e), consistent with the results from sc/sn RNA‐seq at P3 and P22 (Figures 3e and 4e).

**Figure 5:**
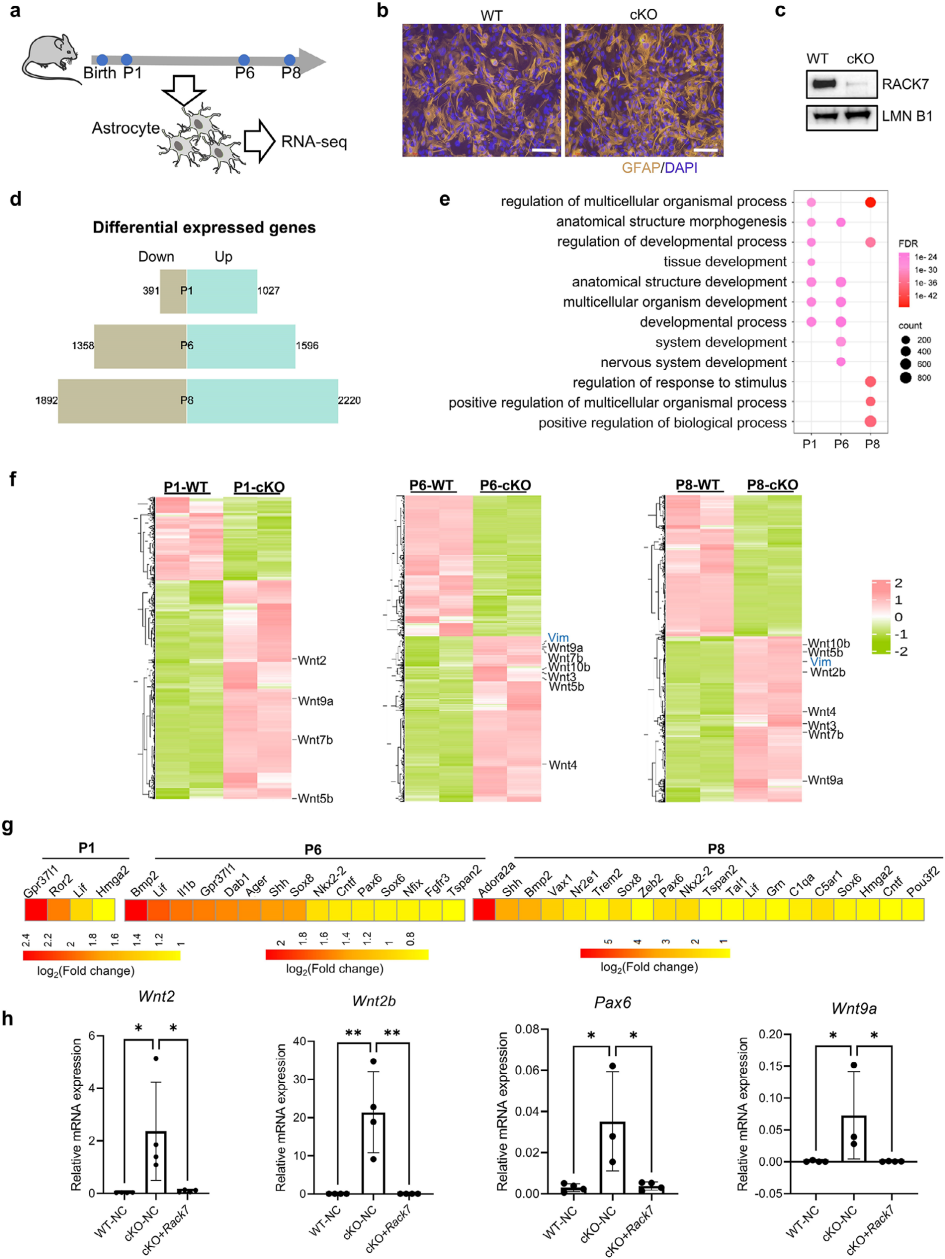
*Rack7*‐cKO astrocytes show altered transcription profiles. a) Schematic representation of the strategy for transcriptome profiling. Primary astrocytes were extracted and cultured from the brains of WT and *Rack7*‐cKO mice at neonatal, P6, and P8, followed by RNA‐seq analysis. b) IF images of GFAP in WT and *Rack7*‐cKO primary astrocytes. c) Immunoblots of RACK7 in WT and *Rack7*‐cKO primary astrocytes. d) DEGs between WT and *Rack7*‐cKO primary astrocytes (FC >1.5, *p*‐value < 0.05) at P1, P6 and P8. e) GO analysis of up‐regulated genes from d). GO terms from BP were ordered by *FDR*. f) Heatmap of differentially expressed genes shown in d). Wnt genes were up‐regulated in *Rack7*‐cKO primary astrocytes at P1, P6, and P8. g) Genes associated with astrocyte development (GO:00 14002) and astrocyte differentiation (GO:00 48708) show increased expression in *Rack7*‐cKO primary astrocytes at P1, P6 and P8, respectively. h) Relative mRNA expression of indicated genes in WT, *Rack7*‐cKO, and *Rack7*‐cKO primary astrocytes rescued with exogenous *Rack7* transgene. Data are presented as the mean ± SD, statistical significance was determined using one‐way ANOVA; *p ≤ 0.05, **p ≤ 0.01.

Similarly, we also analyzed differentially expressed genes using a 9‐square plot that classified genes into nine groups according to the log_2_(FC) at P6 versus P1 and P8 versus P6 in both WT (x‐axis) and *Rack7*‐cKO astrocyte cells (y‐axis) (Figure S9a, Supporting Information). We identified genes with decreased expression in WT but increased expression in cKO (group A), and increased expression in WT but decreased expression in cKO (group I) (with cut‐off 1.5‐FC and *p*‐value < 0.05) (Figure S9b, Supporting Information). 

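The steps between time points were tested within each label, at an unadjusted p below 0.05 and a fold change of at least 1.5. From P1 to P6, 2433 genes rose and 2187 fell in the libraries labelled WT, and 2236 rose and 2087 fell in those labelled cKO. From P6 to P8, 1882 rose and 2049 fell with the label WT, and 2347 rose and 2421 fell with the label cKO. Group A held 46 genes for P6 against P1 and 129 for P8 against P6, and group I held 194 and 86. Groups D and F hold genes that fell (D) or rose (F) with the label WT and stayed within 1.5-fold with the label cKO. They had 754 and 885 genes for P6 against P1 and 611 and 686 for P8 against P6. Group A for P6 against P1 moved most under a fold change of at least 2, which left 14 genes. A change past the cut-off with one label and not with the other is no test of a difference between them.

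Genes were named from groups A and I by the largest sum of both changes among those with a mean of at least 1 CPM. In group A for P6 against P1, *4930555A03Rik* went from 0.244 CPM to no count with the label WT and from 0.689 to 3.43 with the label cKO. *Tspan32* (ENSMUSG00000000244, chromosome 7, 143005046 to 143019644) overlaps *Tspan32os*. Its log2 change was -3.20 in the libraries labelled WT (standard error 0.47, adjusted p = 5.47e-04 from edgeR) and 2.11 in those labelled cKO (standard error 0.44, adjusted p = 0.00450). In group I, *Epyc* went from no count to 18.8 CPM with the label WT, and *Prdm6* from no count as well, while both fell to no count with the label cKO. For P8 against P6, group A included *Prl2c2*, which went from 6.52 to 0.0445 CPM with the label WT and from no count to 0.770 with the label cKO. It also included *Dnm3os*, whose fall with the label WT (log2 change -3.07, adjusted p = 0.0463 from edgeR) rests on P6 WT replicate 1. Without that library the change was -0.32 (adjusted p = 0.743). The adjusted p also passed 0.05 without P8 WT replicate 1 (0.199) or 2 (0.128), without each P1 library (0.0662 to 0.0666) and without P8 cKO replicate 1 or 2 (0.0527 with either one left out). In group I, *Sfrp4* (ENSMUSG00000021319, chromosome 13, 19623104 to 19632994) rose with the label WT by a log2 change of 3.26 (standard error 0.13, adjusted p = 1.82e-07 from edgeR) and changed by -2.55 with the label cKO (adjusted p = 4.93e-07). *R3hdml* (ENSMUSG00000078949, chromosome 2, 163492318 to 163502612) went from 1.69 to 5.26 CPM with the label WT and from 22.0 to 2.37 with the label cKO, with adjusted p = 0.00710 and 1.07e-04 from edgeR.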

GO analysis of these genes (group A+D, group F+I) showed similar GO terms related to developmental process (Figure S9c, Supporting Information).

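Of the 19 Wnt ligand genes of the mouse, 14 passed the filter and were tested. *Wnt1* did not pass it, and *Wnt3a*, *Wnt8a*, *Wnt8b* and *Wnt9b* were not analysed here. By the unadjusted cut-off, 4 were up-regulated at P1 (*Wnt2*, *Wnt5b*, *Wnt7b* and *Wnt9a*), with none down-regulated. At P6 there were 6 up-regulated (*Wnt3*, *Wnt4*, *Wnt5b*, *Wnt7b*, *Wnt9a* and *Wnt10b*) and 3 down-regulated (*Wnt2*, *Wnt6* and *Wnt16*). At P8 there were 7 up-regulated (*Wnt2b* and the 6 of P6) and 3 down-regulated (*Wnt2*, *Wnt7a* and *Wnt16*). Adjusted over all genes in edgeR, 3, 5 and 7 were up-regulated and 0, 3 and 3 down-regulated. Adjusted over the list alone, 3, 6 and 7 were up-regulated, and the down-regulated numbers were the same. A fold change of at least 2 moved the P1 number most, from 4 to 2.

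*Wnt7b* (ENSMUSG00000022382, chromosome 15, 85535437 to 85582473) rose from 6.56 ± 0.616 to 18.3 ± 0.00139 CPM (SD, n = 2) at P1, with log2 fold change 1.48 (standard error 0.24, adjusted p = 0.00461) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It rose from 1.57 ± 0.547 to 9.31 ± 0.806 CPM at P6 (log2 fold change 2.56, adjusted p = 8.49e-05) and from 0.619 ± 0.171 to 2.95 ± 0.502 at P8 (2.26, adjusted p = 1.83e-04). *Wnt9a* (ENSMUSG00000000126, chromosome 11, 59306928 to 59333552) went from 17.7 ± 1.09 to 32.7 ± 0.739, from 10.9 ± 2.39 to 31.8 ± 1.98 and from 5.32 ± 0.631 to 8.98 ± 1.50 CPM at the 3 time points, with log2 fold changes of 0.89, 1.55 and 0.75 (adjusted p = 0.0100, 1.46e-04 and 0.00741 from edgeR). Its adjusted p at P1 was 0.0735 without P1 WT replicate 1 and 0.0523 without P1 cKO replicate 2, and at P8 0.0615 without P8 WT replicate 2 and 0.0603 without P8 cKO replicate 1. The difference in *Wnt9a* was smaller at P8 than at P6 (interaction -0.80, adjusted p = 0.0413 from edgeR), and the one in *Wnt7b* was not found to change between time points.

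*Wnt5b* (ENSMUSG00000030170, chromosome 6, 119432531 to 119544347), which overlaps *Fbxl14*, was higher by 0.71 at P1 on the log2 scale (standard error 0.30, adjusted p = 0.215 from edgeR). The P1 libraries labelled WT had 6.39 and 13.6 CPM against 16.4 ± 0.704 in those labelled cKO. Without P1 WT replicate 1 the log2 fold change was 0.27 (adjusted p = 0.623), and without P1 WT replicate 2 it was 1.36 (adjusted p = 0.0129). At P6 it rose from 8.56 ± 1.86 to 15.7 ± 3.04 CPM (0.88, adjusted p = 0.0665), and 5 alternatives brought the adjusted p below 0.05, among them leaving out P1 WT replicate 1 (0.00850) or 2 (0.00869). Over all alternatives it ranged from 0.00285 to 0.280. At P8 it rose from 4.72 ± 0.129 to 14.3 ± 1.20 CPM, with log2 fold change 1.60 (standard error 0.31, adjusted p = 0.00354).

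*Wnt2* (ENSMUSG00000010797, chromosome 6, 17988940 to 18030585) changed direction. It rose from 0.233 ± 0.140 to 2.03 ± 0.425 CPM at P1 (log2 fold change 3.06, standard error 0.37, adjusted p = 9.39e-04 from edgeR) and went from 15.6 ± 0.859 to 0.378 ± 0.125 at P6 (log2 fold change -5.37, adjusted p = 8.61e-06). Its interaction term was -8.43 between P6 and P1 (adjusted p = 6.27e-06 from edgeR) and -3.97 between P8 and P1 (adjusted p = 2.69e-04). At P8 it went from 6.50 ± 1.40 to 3.47 ± 0.229 CPM (-0.91, adjusted p = 0.0431). That call was lost in 7 alternatives, with adjusted p = 0.0508 and 0.232 without P8 WT replicates 1 and 2, 0.122 and 0.174 without P8 cKO replicates 1 and 2, and 0.0699 and 0.0690 without P6 WT replicates 1 and 2. *Wnt3* had no count in the P8 libraries labelled WT and was at least 12.3-fold higher with the label cKO, a bound of 4.79-fold from P8 cKO replicate 1 alone and of 18.8-fold from replicate 2. *Wnt16* had none in the P6 libraries labelled cKO, at least 14.5-fold lower. Its call was lost without P6 WT replicate 2 (0.0612), P6 cKO replicate 1 (0.0744) or 2 (0.0729), and at P8 without P8 WT replicate 2 (0.0553) or P8 cKO replicate 2 (0.0673). The rise of *Wnt10b* at P6 (adjusted p = 0.0304 from edgeR) was lost without P6 WT replicate 1 (0.161) or 2 (0.0501), without P6 cKO replicate 1 (0.206) and without P8 cKO replicate 1 (0.0509) or 2 (0.0522), and at P8 without P8 WT replicate 1 (0.0684) or P8 cKO replicate 2 (0.0509). *Wnt4* at P8 (0.72, adjusted p = 0.0187) lost its call in 6 alternatives. Its adjusted p was 0.0597 with edgeR and 0.0838 with DESeq2 on the P8 libraries alone, and 0.0705 with the replicate number as a block. The others left out P8 WT replicate 2 (log2 fold change 0.60) or P8 cKO replicate 1 (0.77) or 2 (0.66). *Wnt6* at P6 was lost with the replicate number as a block (0.0526) and without P6 cKO replicate 1 (log2 fold change -4.04). At P8, where *Wnt6* was not called, its log2 fold change was -1.63. It passed the adjusted cut-off there with edgeR (0.0131) or DESeq2 (3.08e-04) on the P8 libraries alone. *Wnt5a*, the most abundant ligand, had log2 fold changes of 0.32, 0.12 and 0.045.

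**Figure D2:**
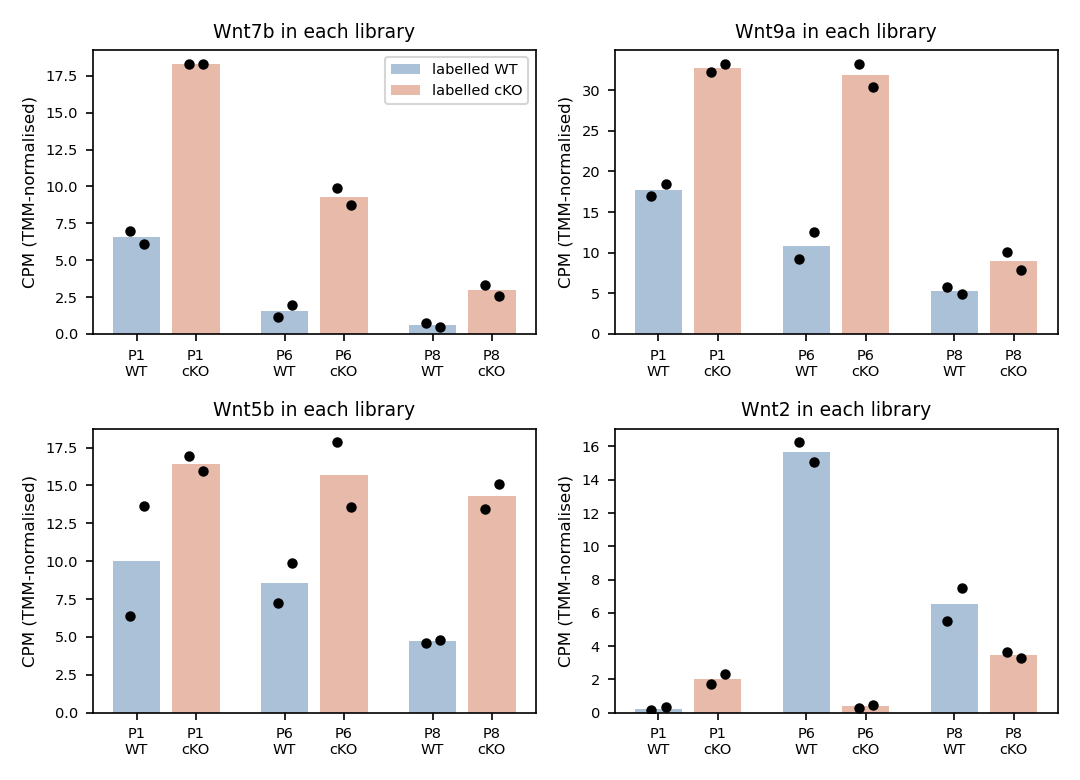
*Wnt7b*, *Wnt9a*, *Wnt5b* and *Wnt2* in the primary astrocyte libraries at P1, P6 and P8, each panel as TMM-normalised CPM on the y axis. Bars are the mean of 2 libraries and points are the libraries, and *Wnt2* is higher with the label cKO at P1 and lower at P6.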

Surprisingly, we found multiple Wnt ligands (Wnts) up‐regulated in our RNA‐seq data (P1: Wnts = 4; P6: Wnts = 6; P8: Wnts = 7), such as *Wnt5b, Wnt7b*, and *Wnt9a*, which are up‐regulated in neonatal, P6 and P8 (Figure 5f). Wnt signaling pathways play a crucial role throughout all stages of brain development and whose defects are linked to many neurological disorders.^[^ ^33^, ^34^ ^]^

Furthermore, in addition to Wnt genes, other genes related to astrocyte development (GO:00 14002) and astrocyte differentiation (GO:00 48708) have also been found to show an increased expression in response to RACK7 loss (Figure 5g). These genes are known to be important for the activation of astrocyte differentiation during central nervous development, such as the *Sox* genes family transcription factors *Sox6* and *Sox8*, astrocyte‐specific G protein‐coupled receptor *Gpr37l1*, bone morphogenetic protein (BMP) signaling gene *Bmp2*, and Sonic hedgehog (Shh) signaling gene *Shh*.^[^ ^35^, ^36^, ^37^, ^38^, ^39^ ^]^ Notably, we introduced an exogenous *Rack7* transgene into *Rack7*‐cKO primary astrocytes and found that the elevated expression of Wnt and astrocyte developmental genes upon *Rack7* deletion was decreased (Figure 5h). This finding confirms that the transcriptional alterations were indeed caused by *Rack7* deficency. Collectively, these findings indicate *Rack7* loss in primary astrocytes impacts astrocyte development at the transcription level with upregulation of Wnt genes.

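All the genes shown in the astrocyte heatmaps of Figure 5g met the unadjusted cut-off upward at their time point, 4 at P1, 15 at P6 and 20 at P8. By the adjusted cut-off over all genes in edgeR, 4, 13 and 20 did, and adjusted over the list alone, 4, 15 and 20. The study chose these genes from the same libraries, so the count over the list alone is not independent evidence. Those not past the adjusted cut-off were *Nkx2-2* (adjusted p = 0.0807 from edgeR at P6) and *Fgfr3* (adjusted p = 0.0731), and both passed it without P8 WT replicate 1 (0.0340 and 0.0317) and without P8 WT replicate 2 (0.0336 and 0.0316). The log2 fold changes ran from 0.99 to 2.41 at P1, from 0.62 to 2.13 at P6 and from 0.74 to 6.54 at P8. The last is a fitted value for *Adora2a*, which had no count in the P8 libraries labelled WT and was at least 7.53-fold higher. A fold change of at least 2 left 13 genes at P8.

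*Gpr37l1* (ENSMUSG00000026424, chromosome 1, 135160234 to 135167681) rose from 15.3 ± 1.32 to 81.7 ± 0.745 CPM (SD, n = 2) at P1, with log2 fold change 2.41 (standard error 0.087, adjusted p = 3.89e-07) from edgeR, and by 1.54 at P6 and 0.57 at P8. *Sox6* (ENSMUSG00000051910, chromosome 7, 115470872 to 116038796), which overlaps *Sox6os*, had a log2 fold change of 0.037 at P1 (adjusted p = 0.938 from edgeR), 0.71 at P6 (adjusted p = 0.00731) and 1.10 at P8 (adjusted p = 4.57e-04). At P8 it rose from 15.7 ± 4.19 to 33.8 ± 1.68 CPM. *Sox8* (ENSMUSG00000024176, chromosome 17, 25565892 to 25570686), which overlaps *2810468N07Rik*, rose from 13.0 ± 0.115 to 34.3 ± 1.77 CPM at P6 and from 3.42 ± 0.178 to 11.2 ± 0.650 at P8 (log2 fold changes 1.39 and 1.71, adjusted p = 6.75e-06 and 1.47e-06 from edgeR). Its rise at P1 was 0.43 (adjusted p = 0.0198), which was lost without P1 WT replicate 1 (0.0655), P1 WT replicate 2 (0.116) or P1 cKO replicate 2 (0.1195). *Bmp2* (ENSMUSG00000027358, chromosome 2, 133552159 to 133562885) had a log2 fold change of -0.11 at P1 (adjusted p = 0.934 from edgeR). It rose from 0.892 ± 0.391 to 3.90 ± 0.681 CPM at P6 and from 0.225 ± 0.152 to 1.79 ± 0.362 at P8 (adjusted p = 0.00681 and 0.00138). *Shh* (ENSMUSG00000002633, chromosome 5, 28456815 to 28467256), which overlaps *Gm26894*, went from 99.4 ± 6.36 to 43.4 ± 0.851 CPM at P1, with log2 fold change -1.19 (standard error 0.12, adjusted p = 3.24e-04) from edgeR. It rose from 62.1 ± 0.913 to 166 ± 0.600 CPM at P6 (log2 fold change 1.41, adjusted p = 3.63e-05) and from 8.52 ± 1.99 to 75.3 ± 1.91 at P8 (3.14, adjusted p = 1.96e-07). The effect on *Shh* differed between P1 and both later time points (interaction 2.61 and 4.33, adjusted p = 1.03e-05 and 2.90e-07 from edgeR).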

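As a set, the Wnt ligands that were tested had a median log2 fold change of 0.60 at P1, 0.91 at P6 and 0.74 at P8, and 13, 9 and 9 of them were positive. Their mean was 0.91, -0.26 and 0.62, so that mean and median differed in sign at P6. With ligands without counts in one group set to their bounds, 2 at P1, 1 at P6 and 1 at P8, the medians stayed the same and the means were 0.93, 0.0012 and 0.36. By limma's fry, the set was higher in the libraries labelled cKO at P1 (adjusted p = 0.00230) and P8 (adjusted p = 0.0122) and not past 0.05 at P6 (adjusted p = 0.182). By camera with an estimated correlation between genes, the adjusted p from limma was 0.0727 at P1 and 0.535 at both later time points. The median fell to 0.34 at P1 without P1 WT replicate 1, to 0.34 or 0.36 at P6 without P6 WT or cKO replicate 1, and to 0.41 at P8 without P8 WT replicate 2. Without P8 WT replicate 2 the fry adjusted p at P8 was 0.0772. Between time points, fry on the interaction terms gave adjusted p = 0.0298 between P6 and P1, downward, 0.0315 between P8 and P6, upward, and 0.435 between P8 and P1. From the increases in Wnt genes and in the astrocyte genes of Figure 5g, together with the lower levels after an exogenous *Rack7* transgene was added, the paper concludes that loss of *Rack7* affects astrocyte development at the level of transcription.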

### 2.6 Molecular Mechanisms of *Rack7*‐Mediated Gene Regulation

To gain further insight into the molecular mechanisms underlying *Rack7* function, we first performed chromatin immunoprecipitation coupled with deep sequencing (ChIP‐seq) using an anti‐RACK7 antibody to determine the genomic locations of RACK7 in primary astrocytes. Our ChIP‐seq analysis identified 11402 RACK7 peaks in WT astrocytes as opposed to 254 RACK7 peaks in the *Rack7*‐cKO astrocytes (**Figure** **6**a,b), indicating most if not all the peaks detected in the wildtype astrocytes are bona fide RACK7 binding events.

**Figure 6:**
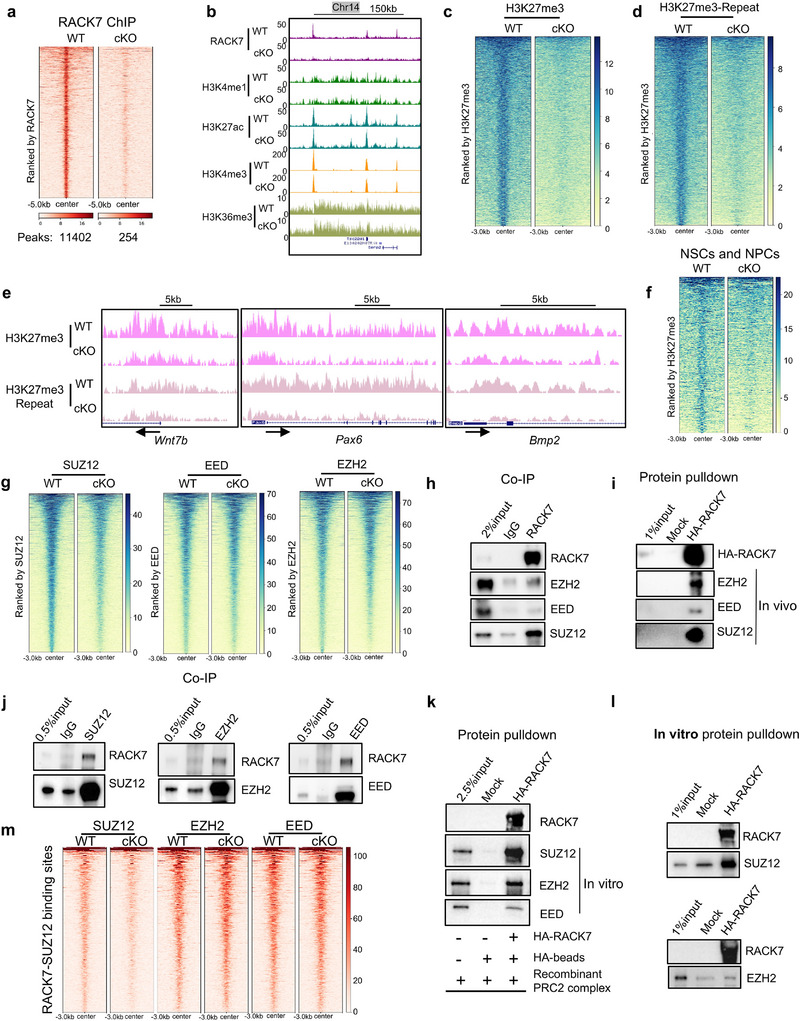
Molecular mechanisms of *Rack7*‐mediated gene regulation. a) Heatmap analysis of RACK7 ChIP‐seq signals in WT and *Rack7*‐cKO primary astrocytes. b) UCSC genome browser snapshot of indicated ChIP‐seq signals in WT and *Rack7*‐cKO primary astrocytes. c) Heatmap analysis of H3K27me3 ChIP‐seq signals in WT and *Rack7*‐cKO primary astrocytes extracted from P1 mice forebrain. d) Biologically replicate of H3K27me3 ChIP‐seq signals in WT and *Rack7*‐cKO astrocytes at P6. e) UCSC Genome browser snapshots of H3K27me3 ChIP‐seq signals in WT and *Rack7*‐cKO astrocytes, data from two biological replicates. f) Heatmap analysis of H3K27me3 ChIP‐seq signals in WT and *Rack7*‐cKO primary neural stem and progenitor cells (NSCs and NPCs). g) Heatmap analysis of ChIP‐seq signals of PRC2 complex components, SUZ12, EED and EZH2 in WT and *Rack7*‐cKO astrocytes. h) Co‐IP analysis using an anti‐RACK7 antibody demonstrating the interaction between RACK7 and core PRC2 complex in WT neonatal forebrain. i) Protein pulldown analysis utilizing an exogenous HA‐tagged full‐length human RACK7 protein in WT neonatal forebrain nuclear extract. j) Co‐IP analysis using anti‐SUZ12, EZH2, EED antibodies demonstrating the interaction between RACK7 and core PRC2 complex in WT neonatal forebrain. k) Protein pulldown analysis utilizing recombinant HA‐tagged full‐length human RACK7 protein and recombinant PRC2 complex protein (Active Motif). l) Protein pulldown analysis utilizing recombinant HA‐tagged full‐length human RACK7 protein and recombinant EZH2 or SUZ12. m) Heatmap analysis of SUZ12, EZH2 and EED ChIP‐seq signals at RACK7‐SUZ12 co‐binding sites.

RACK7 has previously been shown to bind multiple histone modifications.^[^ ^7^, ^11^ ^]^ To investigate whether RACK7 knockout affects the distribution of histone modifications, we performed ChIP‐seq analysis on various histone modifications, compromising H3K4me1, H3K27ac, H3K4me3, H3K36me3 and H3K27me3 (Figure 6b; Figure S10a, Supporting Information). Surprisingly, we observed a significant decrease in the chromatin enrichment but not the global protein expression of histone H3K27me3 in *Rack7*‐cKO astrocytes, while no notable global changes in other histone modifications both in chromatin occupancy and protein level (Figure 6b,c; Figure S10a–e, Supporting Information). To rule out potential experimental bias, we performed additional biological replicates using primary astrocytes at P6 and consistently observed a reduction in H3K27me3 chromatin enrichment in the *Rack7*‐cKO cells (Figure 6d,e).

We next sought to determine whether the alteration of H3K27me3 is cell‐type specific and restricted to primary astrocytes. To address this, we purified and cultured neural stem and progenitor cells (NSC and NPCs) both from WT and *Rack7*‐cKO mice brains. Immunoblot analysis showed selective RACK7 protein loss in the *Rack7*‐cKO NSC and NPCs (Figure S10f, Supporting Information). Consistently, we found decreased chromatin distributions of H3K27me3 in *Rack7*‐cKO NSC and NPCs (Figure 6f). These data suggest RACK7 plays a regulatory role in H3K27me3 chromatin distribution across CNS cell types.

H3K27me3 plays a crucial role during mammalian embryonic development by silencing the expression of key developmental genes.^[^ ^40^ ^]^ In mammals, H3K27me3 is catalyzed by PRC2 complex, which contains a trimeric core of the enhancer of EZH2, embryonic ectoderm development (EED) and SUZ12.^[^ ^41^, ^42^ ^]^ PRC2 exists in two distinct forms, PRC2.1 and PRC2.2, which are defined by their specific accessory proteins: PRC2.1 (PCL1–3, EPOP, and PALI1/2) and PRC2.2 (AEBP2 and JARID2).^[^ ^43^ ^]^ SUZ12 serves as a scaffold, facilitating interactions with EZH2 and EED, as well as with the subunits RBBP4/7, and accessory proteins, thereby contributing to the establishment of the H3K27me3 modification.^[^ ^44^ ^]^ The knockout of these accessory proteins such as PCL1‐3, JARID2 could impact the distribution of SUZ12 and H3K27me3, but it does not affect the global protein level of H3K27me3,^[^ ^43^, ^45^ ^]^ which is consistent with our results, suggesting that RACK7 may have similar functions.

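In the RNA-seq libraries at P6, *Ezh2* (ENSMUSG00000029687, chromosome 6, 47530139 to 47595341) had 29.7 ± 1.73 CPM (SD, n = 2) with the label WT and 26.3 ± 1.45 with the label cKO, with log2 fold change -0.17 (standard error 0.10, adjusted p = 0.230) from edgeR's quasi-likelihood test. *Eed* (ENSMUSG00000030619, chromosome 7, 89954654 to 89980983), which overlaps *Gm45120*, had 36.7 ± 0.410 and 34.5 ± 0.448 CPM (log2 fold change -0.091, standard error 0.057, adjusted p = 0.299 from edgeR). *Suz12* (ENSMUSG00000017548, chromosome 11, 79993106 to 80034123) had 67.6 ± 3.65 and 66.3 ± 3.97 CPM (log2 fold change -0.028, standard error 0.21, adjusted p = 0.951 from edgeR). At this depth and with 2 libraries per group, no difference in these 3 genes was detected at P6. None of the 9 other PRC2 subunits tested passed an adjusted p of 0.05 at P6. Their log2 fold changes ran from -0.40 for *Aebp2* (adjusted p = 0.107 from edgeR) to 0.18 for *Phf1*. *Aebp2* alone passed it under an alternative, with 0.0103 from DESeq2 on the P6 libraries alone, and its alternatives ranged up to 0.411. At the other time points, *Ezh2* was lower at P8 (-0.37, adjusted p = 0.0149 from edgeR), a call lost without P8 WT replicate 1 (0.114) or P8 cKO replicate 1 (0.0690) or 2 (0.0687). *Epop* was higher at P8 (0.82, adjusted p = 0.0179 from edgeR), a call lost without P8 WT replicate 2 or P8 cKO replicate 1 (0.122 with either one left out). The P1 libraries labelled cKO had 44.9 and 80.2 CPM of *Suz12*, whose log2 fold change of -0.44 became -0.92 without P1 cKO replicate 2. With each library left out in turn it ran from -0.92 to -0.077. *Jarid2* at P8 (-0.32, adjusted p = 0.0592 from edgeR) passed 0.05 in 3 alternatives, with 0.0192 without P8 WT replicate 2.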

Given that we didn't observe significant changes both in the transcription and protein levels of the PRC2 components (Figure S10g–i, Supporting Information), we subsequently analyzed the genomic occupancy of three PRC2 core components, EZH2, EED, and SUZ12 by ChIP‐seq in both WT and *Rack7*‐cKO astrocytes. Global analysis of ChIP‐seq peaks showed decreased genomic occupancy of all three PRC2 core components, especially for the SUZ12 (Figure 6g).

To investigate whether RACK7 interacts with the PRC2 complex to regulate genomic occupancy of the PRC2 complex and histone H3K27me3 modification, we performed co‐immunoprecipitation (Co‐IP) in the nuclear extract from WT neonatal forebrain. Our data showed that RACK7 interacts with the core PRC2 components, including EZH2, EED, and SUZ12, in vivo (Figure 6h). We further confirmed these interactions with an Hemagglutinin (HA)‐tagged full‐length RACK7 protein in the nuclear extracts from WT neonatal forebrain (Figure 6i). Furthermore, we validated that RACK7 could be co‐immunoprecipitated by antibodies against EZH2, EED, and SUZ12 (Figure 6j).

To further clarify the interaction between RACK7 and PRC2 complex, we conducted an in vitro binding assay using recombinant RACK7 and the PRC2 complex (Figure 6k). The results demonstrated that RACK7 can bind to the PRC2 complex in vitro. Based on that, we performed additional in vitro binding assays with recombinant RACK7, EZH2, or SUZ12, revealing that RACK7 preferentially interacts with SUZ12 (Figure 6l). Moreover, in the genomic locations co‐occupied by RACK7 and SUZ12, we observed drastically reduced SUZ12 occupancy in the *Rack7*‐cKO astrocytes (Figure 6m).

Our findings indicate that RACK7 interactions with core PRC2 complex, specifically the SUZ12, thereby helping to establish the genomic locations of the H3K27me3 modification.

### 2.7 RACK7 Works with H3K27me3 Modification to Suppress Gene Expression

As discussed above, we found an elevation of transcription of Wnt genes in primary astrocytes when *Rack7* is deleted. Given that both RACK7 and H3K27me3 play a transcriptional repressive role, we therefore sought to determine whether RACK7 and H3K27me3 played a role in this regulation. We performed Venn analysis of the RACK7 and H3K27me3 ChIP‐seq peak annotated genes, identifying RACK7‐specific (*n* = 5770), H3K27me3‐specific (*n* = 4339) and RACK7/H3K27me3 co‐regulated genes (*n* = 1643) (**Figure** **7**a). 

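Across the RNA-seq time points, 3669 genes were up-regulated at P1, P6 or P8 at an unadjusted p below 0.05 and a fold change of at least 1.5, and 2796 were down-regulated at one or more. A fold change of at least 2 left 2204 of the first kind. With each library left out in turn, that number without the stricter fold change stayed between 3520 and 3744.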

Strikingly, KEGG analysis of the 1643 RACK7/H3K27me3 co‐regulated genes revealed specific enrichment in the Wnt signaling pathway (Figure 7b; Figure S11a, Supporting Information).^[^ ^46^, ^47^ ^]^ Integrating all the up‐regulated genes (P1, P6, and P8 in Figure 6d) with each group of ChIP‐seq targets, we identified 1049, 548 and 357 up‐regulated genes fall into the “RACK7 specific”, “H3K27me3 specific” and “co‐regulated” categories, respectively (Figure 7c). Notably, most of the Wnt genes and astrocyte differentiation and developmental genes belong to this “co‐regulated” group, which suggests that combined action of RACK7 and H3K27me3 may play a role in their regulation (Figure 7d). Furthermore, GO pathway analysis of the three categories of up‐regulated genes also provided supporting evidence as only the genes from the “co‐regulated” group, but not “RACK7 specific” or “H3K27me3 specific” groups, show enrichment of genes in the pathways related to the observed phenotypes, such as brain development, neuron differentiation and cell fate commitment (Figure 7e). Consistently, Assay for Transposase‐Accessible Chromatin with high throughput sequencing (ATAC‐seq) in WT and *Rack7*‐cKO astrocytes found increased chromatin accessibility in the genes co‐regulated by RACK7 and H3K27me3 (Figure 7f). In contrast, the enrichment of other histone modifications such as H3K4me1, H3K4me3, H3K27ac, and H3K36me3 on Wnt and astrocyte developmental genes remained unchanged upon *Rack7* deletion (Figure S11b, Supporting Information). This finding confirms the predominant regulatory role of RACK7 and H3K27me3 on these genes.

**Figure 7:**
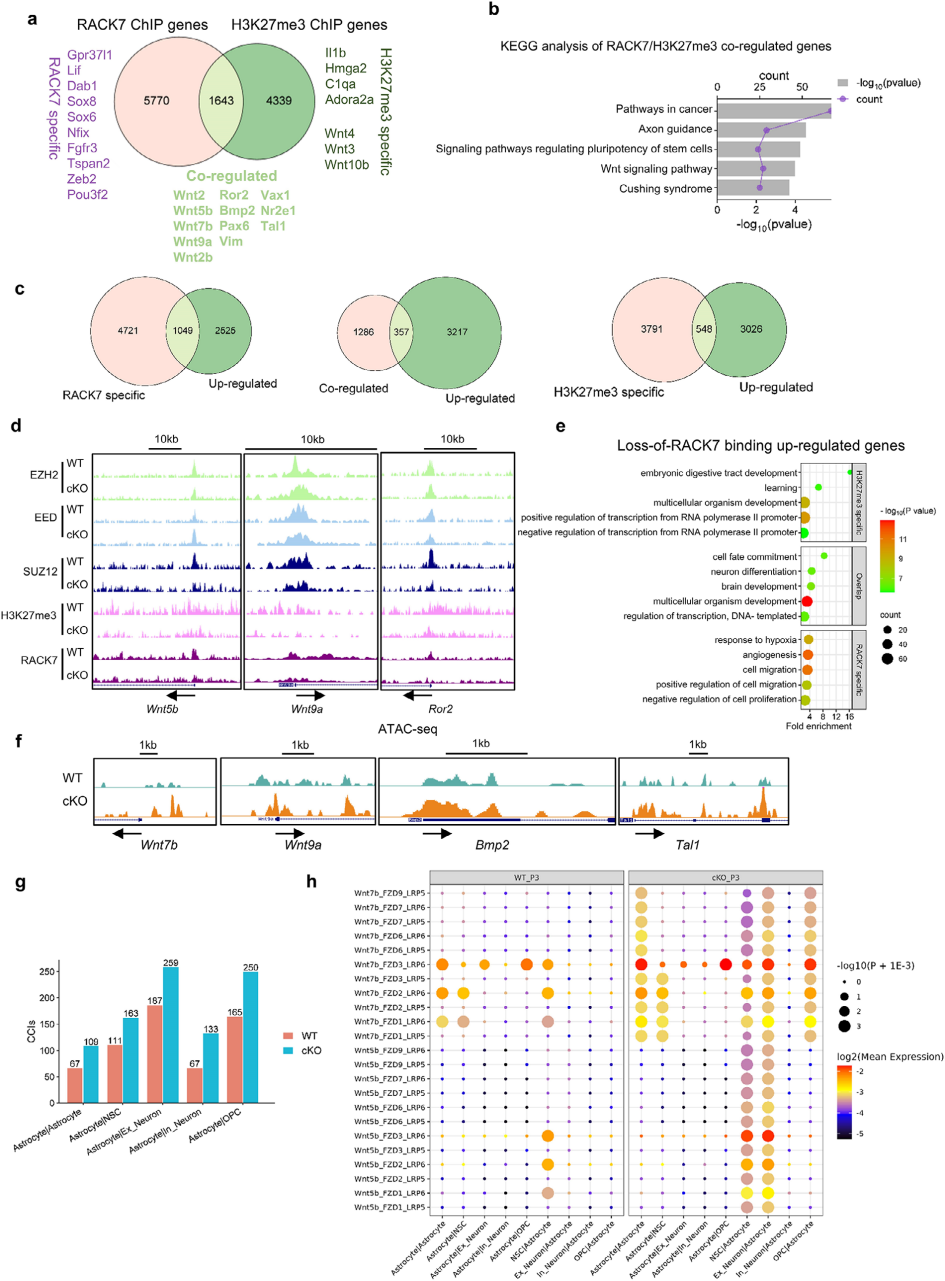
RACK7 works with H3K27me3 to repress transcription of genes related to brain development. a) Venn diagram analysis of RACK7 and H3K27me3 ChIP‐seq peak‐annotated genes in WT primary astrocytes. Wnt genes and genes involved in astrocyte development and differentiation are highlighted. b) KEGG analysis of 1643 RACK7/H3K27me3 co‐regulated genes. c) Venn diagram illustrating all up‐regulated genes from Figure 5d and three categories of ChIP‐seq targets from a). d) UCSC Genome browser snapshots of selected ChIP‐seq signals in WT and *Rack7*‐cKO astrocytes. Wnt genes and astrocytic genes co‐regulated by RACK7 and H3K27me3 are shown. e) GO analysis of 1049, 548, and 357 genes from the three comparisons in c). f) UCSC Genome browser snapshots of selected ATAC‐seq signals in WT and *Rack7*‐cKO astrocytes. g) Total count of CCIs between astrocytes and other nervous cell clusters analyzed by CellphoneDB using P3 scRNA‐seq dataset. h) CCIs involving *Wnt7b* and *Wnt5b* with their receptors in WT and *Rack7*‐cKO brain at P3.

The Wnt signaling pathway is activated when Wnt ligands bind to the Frizzled (FZD) receptor family and a member of the low‐density lipoprotein receptor‐related protein (LRP) family, LRP5 or LRP6, forming Wnt‐FZD‐LRP5/6 complexes that can be identified through scRNA‐seq data analysis.^[^ ^48^ ^]^ Our single‐cell transcriptional results from P3 and P22 also suggest that astrocytes may function through cell‐cell interactions (CCIs). Therefore, in order to investigate the CCIs between astrocytes communicated with other nervous cell clusters via Wnt signaling pathways, we applied CellPhoneDB,^[^ ^49^ ^]^ a computational approach that predicts CCIs by ligand‐receptor partners analysis, in P3 *Rack7*‐cKO compared to control mice. We observed a significant increase in CCIs counts between astrocytes and other cell types upon RACK7 deletion (Figure 7g). Notably, the interactions involving *Wnt7b* and *Wnt5b* with their respective receptor pairs were significantly elevated in *Rack7*‐cKO mice (Figure 7h). Collectively, these findings suggest that RACK7 may recruit PRC2 for H3K27 methylation to silence Wnt and other astrocyte developmental genes during astrocyte development, thus providing new insights into how astrocyte development regulated by Wnt, a process that remains poorly understood.

In contrast, our findings indicate that the morphology of astrocytes remains unchanged upon *Rack7* deletion, as demonstrated by IF staining and quantitative analysis^[^ ^50^ ^]^ of the astrocyte morphological markers GFAP and S100 calcium binding protein B (S100B) in Ctx and Hip at various developmental stages (Figure S12a–c, Supporting Information). Additionally, single‐cell transcriptional results from P3 and P22 further show that *Rack7* deletion does not lead to the emergence of specific astrocyte subtypes (Figure S12d, Supporting Information).

In summary, our data suggest that RACK7 represses transcription by recruiting PRC2 complex, impacting the genomic distribution of histone H3K27me3 modification. RACK7 and H3K27me3 work together to prevent over‐expression of Wnts and other developmental genes in purified astrocytes. Concurrently, DEGs resulting from RACK7 knockout are associated with developmental processes both in snRNA/scRNA‐seq and purified astrocytes. For this reason, deletion *Rack7* in mice brain leads to accumulating of developmental defects after birth and abnormal behaviors, such as growth retardation, motor coordination defects and anxiety‐related behaviors, and premature death. Our results provide new insight into the function of *Rack7* in brain development and disease.

## 3 Conclusion and Discussion

Epigenetic mechanisms play a crucial role in brain development and disease and this view is further supported by the discovery of *de novo* mutations identified on important epigenetic regulators in neurodevelopmental diseases. Emerging evidence suggests a role for the chromatin reader, RACK7, in CNS development, but most of these studies are limited to cell lines, and in vivo exploration and underly mechanisms remained unclear. This report provides for the first in vivo evidence for RACK7 in brain development and the underlying molecular mechanism, i.e., its ability to regulate histone H3K27me3 modification by impacting the genomic localizations of the PRC2 complex.

Our mouse model demonstrates that the knockout of *Rack7* at embryonic day E13.5 results in detectable RACK7 deletion as early as E14.5 in the pallium and pallial VZs of the forebrain (Figure 2a). However, scRNA‐seq reveals that only a limited number of genes are regulated by *Rack7* knockout. Postnatally, *Rack7*‐cKO mice exhibit RACK7 deletion in the Ctx and Hip, and they begin to show increasingly severe developmental phenotypes, including growth retardation, spontaneous seizures, motor coordination defects, anxiety‐related behaviors, and premature death (Figure 1). Furthermore, DEGs identified through sc/sn RNA‐seq of the forebrain at P3 and P21, as well as RNA‐seq of the primary astrocyte, indicate an association with developmental processes. In contrast, we deleted *Rack7* in adult mice using Nes‐cre/ERT2 (C57BL/6‐Tg (Nes‐cre/ERT2) KEisc/J) to achieve a homozygous conditional knockout of *Rack7* at about P30 (Tamoxifen injection from P21‐P28). However, these mice exhibited no significant changes in either body weight or survival rates (data not shown).

Mechanistically, our data show that RACK7 recruits the core PRC2 complex to impact SUZ12 chromatin localization and H3K27 trimethylation. This finding is somewhat surprising as previous proteomics studies didn't identify an interaction between RACK7 and the PRC2 components.^[^ ^51^ ^]^ Although another published study suggests an interaction between RACK7 and phosphorylated EZH2 in hypoxia‐exposed or von Hippel–Lindau (VHL)‐deficient clear cell renal cell carcinoma (ccRCC) cells, in which SUZ12 and EED were down‐regulated,^[^ ^52^ ^]^ no global alterations of H3K27me3 were detected in these cells.

In this study, we elucidate the roles of RACK7 in astrocyte development and its potential implications in neurodevelopmental diseases. As the published studies have shown,^[^ ^18^ ^]^ the cre activity of hGFAP‐Cre was detected in the dorsomedial area of the E13.5 cortices, which gives rise to forebrain excitory neurons. Consistent with this cre property, our results also demonstrated RACK7 deletion in the pallium and pallial VZs of E14.5 forebrain but not in the subpallium (Figure 2a). We further observed variations in the number of excitatory neurons at both postnatal day P3 and P22, along with a significant number of DEGs. Functional analysis of these DEGs revealed significant pathways regulated by RACK7, which cooperates with astrocytes and is related to behavior (Figures S6 and S8, Supporting Information). Notably, we detected an enhancement in cell‐cell communication, mediated by Wnt ligands and receptors, between astrocytes and other cell types (Figure 7h). Therefore, future research will focus on investigating the roles of RACK7 knockout in other neural cells throughout the developmental process.

In summary, we have identified a critical role for the chromatin reader RACK7 in astrocytes and brain development, via a mechanism that involves regulation of H3K27 methylation. Mutations of *RACK7* have been identified in multiple developmental/neurodevelopmental disorders, as compiled by The Human Gene Mutation Database (HGMD).^[^ ^53^ ^]^ Our findings provide new insights into chromatin regulation in CNS development and human diseases.

## 4 Experimental Section

### Generation of Conditional Knockout Rack7 Mice

Conditional knockout *Rack7* mice were generated by the Shanghai Model Organisms Center, Inc. as illustrated in Figure S1a (Supporting Information). Two guide RNAs (gRNAs) were designed using the CRISPOR tool(crispor.tefor.net) to target mouse *Rack7* exon 3 and 4 (Ensembl, ENSMUST00000109269.8). The sequences of the gRNAs were CACCCCGGTCAATTTGCCCT (gRNA1) and CACACAATTCCCACCCCCTC (gRNA2). Cas9 mRNA was obtained by in vitro transcription from the PX330 vector. The targeting vector was constructed using In‐Fusion cloning, with exons 3 and 4 of *Rack7* flanked by loxP sequence, so that they can be excised by Cre recombinase. The Cas9 mRNA, gRNAs, and targeting vector were injected into C57BL/6 zygotes. The genotype of the mice was determined by polymerase chain reaction (PCR) to identify homozygous flox mice. The primer sequences used were GCCACGCATTAAGCCACTCCTG (Primer P1) and CAAACAAAGAACTCGCACTGACTC (Primer P2).

The animal protocols (202011001S, 202310004S) were approved by the Animal Welfare Committee of Shanghai Medical College, Department of Laboratory Animal Science, Fudan University. Mice of both sexes were used for the experiments.

### ScRNA‐Seq and SnRNA‐Seq

ScRNA‐seq for E14.5 forebrain tissues was performed by Suzhou Dynamic Biosystems Co., Ltd (Suzhou, China), P3 and SnRNA‐seq for P22 cortical and hippocampal tissues were performed by Majorbio Biopharm Technology Co., Ltd (Shanghai, China) as below:

### Single Cell/Nuclei Suspension Preparation

For ScRNA‐seq, tissues were dissociated into single‐cell suspension with digestion solution comprising 0.25% Trypsin (Thermo Fisher, #25200‐072) and 10 µg mL^−1^ DNase I (Sigma, #11 284 932 001) with 5% Fetal Bovine Serum (FBS; Thermo Fisher, #SV30087.02) in PBS at 37 °C with a shaking speed of 50 rpm for ≈40 min. Cell suspensions were filtered through a 40 µm nylon cell strainer, and red blood cells were removed using Red Blood Cell Lysis Solution (Thermo Fisher, # 00‐4333‐57). The dissociated cells were washed with 1x DPBS buffer containing 0.4% FBS and stained with 0.4% AO/PI to check the viability of Countstar Rigel S2 (Countstar, Shanghai).

For SnRNA‐seq, frozen tissue samples were cut into pieces <0.5 cm and homogenized using a glass Dounce tissue grinder (Sigma, #D8938). Tissues were homogenized 25 times with pestle A and 25 times with pestle B in ice‐cold nuclei EZ lysis buffer. The nucleus pellets were collected by centrifugation, washed, and resuspended with nuclei suspension buffer (NSB; consisting of 0.01% BSA and 0.1% RNase inhibitor (Clontech, #2313A)). Nuclei suspensions were then filtered through a 35 µm cell strainer (Corning‐Falcon, #352 235) and counted. A final concentration of 1000 nuclei µL^−1^ was used for loading on a 10x channel.

### 10x Library Preparation and Sequencing

Prepared single‐cell or nucleus suspensions were then used for 10x library preparation and sequencing. Beads with unique molecular identifier (UMI) and cell barcodes were loaded to near saturation, ensuring that each cell was paired with a bead in a Gel Beads‐in emulsion (GEM). Following exposure to cell lysis buffer, polyadenylated RNA molecules hybridized to the beads. The beads were retrieved into a single tube for reverse transcription. During cDNA synthesis, each cDNA molecule was tagged at the 3′end (corresponding to the 5′end of a messenger RNA transcript) with UMI and cell label indicating its cell of origin. Subsequently, the 10x beads underwent second‐strand cDNA synthesis, adaptor ligation, and universal amplification. Sequencing libraries were prepared using randomly interrupted whole‐transcriptome amplification products to enrich the 3′ end of the transcripts linked with the cell barcode and UMI. All remaining procedures including the library construction, were performed according to the standard manufacturer's protocol (Chromium Single Cell 3ʹ v3.1). The sequencing libraries were quantified using a High Sensitivity DNA Chip (Agilent) on a Bioanalyzer 2100 and assessed with the Qubit High Sensitivity DNA Assay (Thermo Fisher Scientific). The E14.5 libraries were sequenced on Nova 6000(Illumina) on platformed of Suzhou Dynamic Biosystems Co., Ltd (Suzhou, China), as well as P3 and P22 libraries were sequenced on Nova Xplus (Illumina) on platform of Majorbio Co., Ltd (Shanghai, China) using 2 × 150 chemistry. ScRNA‐seq and snRNA‐seq data files have been deposited in the NCBI Sequence Read Archive (SRA) database under BioProject accession number PRJNA1171138.

### Bioinformatic Analysis

For bioinformatics, reads were processed using the Cell Ranger V7.1.0 pipeline with default and recommended parameters. FASTQ files generated from Illumina sequencing output were aligned to the mouse GRCm39 genome, using the STAR algorithm. Gene‐Barcode matrices were created for each individual sample by counting UMIs and filtering out non‐cell associated barcodes. Finally, a gene‐barcode matrix containing the barcoded cells and gene expression counts was generated. This output was then imported into the Seurat (v4.1.1) R toolkit for quality control and downstream analysis of scRNA‐seq or snRNA‐seq data. All functions were executed with default parameters unless specified otherwise. Matrices were curated to filter out low‐quality cells based on a standard set of three quality control criteria: 1) the number of detected transcripts, quantified by unique molecular identifiers; 2) the number of detected genes; and 3) the percentage of reads mapping to mitochondrial genes, which were identified as being outside the mean value plus or minus twofold the standard deviation. The calculation of mitochondrial gene expression was performed using the PercentageFeatureSet function from the Seurat package.

The normalized data (NormalizeData function in Seuratpackage) was subjected to the extraction of a subset of variable genes. These variable genes were identified while controlling for the strong relationship between their variability and average expression levels. Subsequently, data were integrated from different samples by identifying “anchors” between datasets using the Find Integration Anchors and Integrate Data functions in the Seurat package. Principal component analysis (PCA) was then conducted. The resulting clusters were visualized on a 2D map generated with UMAP (Uniform Manifold Approximation and Projection).

Cells were clustered using graph‐based clustering of the PCA‐reduced data with the Louvain Method, following the computation of a shared nearest neighbor graph. For sub‐clustering, the same procedure of scaling, dimensionality reduction, and clustering to the specific set of data, typically focusing on one type of cell was applied. For each cluster, the Wilcoxon Rank‐Sum Test was utilized to identify significantly differentially expressed genes when comparing the remaining clusters. Both SCINA and known marker genes were employed to ascertain cell types.

### Differential Expression Genes Analysis

To identify DEGs between two different samples, the FindMarkers function in Seurat, utilizing a likelihood ratio test was used. DEGs with log2FC ≥ 0.25 and *p*‐value <0.05 were considered to be significantly different expressed genes. In addition, functional‐enrichment analysis of GO and KEGG were carried out by Goatools (https://github.com/tanghaibao/Goatools) and Python scipy software, respectively.

### Cell–Cell Communication Networks

The cell–cell communication networks between astrocytes and other nervous cell clusters were performed using CellphoneDB statistical analysis, a computational approach predicting CCIs by ligand‐receptor interactions analysis.

### Primary Astrocytes Culture

Mouse primary astrocytes were prepared as previously described with minor modifications.^[^ ^54^ ^]^ Briefly, brain tissues from mice at P1, P6, P8, and P20 were dissected and carefully stripped of their meninges. Subsequently, the tissues were rinsed with a PBS solution containing 2% glucose and digested with ACCUTASE (STEMCELL Technologies) for 10 min at 37 °C to achieve a single‐cell suspension. The cell suspension was then cultured in primary astrocyte medium (iCell Bioscience Inc) on a plate coated with Matrigel (Corning, #356 230) at 37 °C for ≈10 days. Medium was replaced every 3 days during this period. Microglia and oligodendrocytes were separated by vigorously shaking the flasks at 200 r.p.m. for a continuous 24 h at 37 °C. The remaining cells were pure astrocytes. They were cultured for an additional 5–7 days until confluent.

### Neural Stem and Progenitor Cells Culture

Mouse neural stem and progenitor cells were prepared using NeuroCult Proliferation Kit (STEMCELL Technologies, 05702) according to the manufacturer's protocol. Briefly, brain tissues were digested with ACCUTASE (STEMCELL Technologies) and dissociated into a single‐cells. The cell suspension was then cultured in the NeuroCult Proliferation Kit containing 20 ng mL^−1^ Human Recombinant EGF (STEMCELL Technologies, 78006.1) on plate coated with Matrigel (Corning, #356 230) at 37 °C.

### Antibodies

The primary antibodies used were listed as below: Anti‐PRKCBP1/RACK7(A302‐089A, Bethyl), Anti‐histone H3K27ac (ab4729, Abcam), Anti‐histone H3K4me1 (39297, Active motif), Anti‐histone H3K4me3 (#9727, Cell signaling technology), Anti‐histone H3K36me3 (#4909, Cell signaling technology), Anti‐histone H3K27me3 (#9733, Cell signaling technology), Anti‐Histone H3 (ab18521, Abcam), Anti‐Histone H4 (#13919, Cell signaling technology), Anti‐Ezh2(#5246, Cell signaling technology), Anti‐EED (#85322, Cell signaling technology), Anti‐SUZ12 (#3737, Cell signaling technology), Anti‐RBBP4 (20364‐1‐AP, Proteintech), Anti‐Lamin B1 (66095‐1‐Ig, Proteintech), Anti‐GFAP (16825‐1‐AP, Proteintech), Anti‐GFAP (#80788, Cell signaling technology), Anti‐NeuN (#24307, Cell signaling technology), Anti‐Nestin (ab6142, Abcam), Anti‐OLIG2 (#65915, Cell signaling technology), Anti‐S100 beta (ab52642, Abcam).

### Tissue Section

Postnatal mice were anesthetized and perfused with 20 mL of PBS. The brain tissues were excised and fixed in a 4% Paraformaldehyde fix solution (G1101, Servicebio) at 4 °C for 20 h. Subsequently, the tissue was rinsed 3 times with PBS, embedded in paraffin, and sectioned to a thickness of 4 µm. The tissue sections were then subjected to Nissl staining, immunofluorescence, and multiplex immunofluorescence imaging. Tissue sections and Nissl staining were performed by Servicebio.

### Immunofluorescence

Tissue sections were deparaffinized with xylene and rehydrated through a series of decreasing concentrations of ethanol. Antigen retrieval was performed using the Improved Citrate Antigen Retrieval Solution (P0083, Beyotime Biotechnology). To block endogenous peroxidase activity, the sections were incubated with H_2_O_2_ in darkness for 15 min. Following three washes with PBST buffer, the sections were blocked with 10% serum in PBST buffer for 1 h at room temperature and stained with primary antibodies overnight at 4 °C. After three additional washes with PBST buffer, the slides were incubated with Goat anti‐Rabbit IgG (H+L) Cross‐Adsorbed Secondary Antibody conjugated with Alexa Fluor 555 (A‐21428, Invitrogen) and DAPI solution(1 mg mL^−1^,1:1000) (C0060, Solarbio) for 1 hour at room temperature in dark. All antibodies were diluted in 5% serum in PBST buffer. Stained slides were washed again in PBST and mounted with Fluoromount Aqueous Mounting Medium (F4680, Sigma). Images were captured using a research slide scanner (VS200, Olympus).

Immunofluorescence and imaging of P1, P7, and P22 brain slides with anti‐RACK7 antibodies were performed by Zhiwei Biotechnology (Zhengzhou) Co., Ltd. Images were acquired using a research slide scanner (Fusion, Akoya).

Quantitative analysis of tissue section image was performed by TissueGnostics Aisa Pacific limited (Beijing, China). Briefly, the cell density of nucleus area per cell, area per cell, and expression per cell were quantified using StrataQuest software (version 7.1.129, TissueGnostics GmbH, Vienna, Austria).

For primary astrocytes, the immunofluorescence procedure was performed as previously described.^[^ ^8^ ^]^

### Multiplex Immunofluorescence (mIF) Imaging

mIF and imaging were performed by Zhiwei Biotechnology (Zhengzhou) Co., Ltd. The mIF was performed using the Opal 6‐plex manual detection kit (Akoya, NEL861001KT) according to the manufacturer's protocol. Primary antibodies and their corresponding fluorescent dyes are depicted in Figure S2d (Supporting Information). Stained slides were washed with TBST buffer and mounted with Anti‐Fade Fluorescence Mounting Medium (ab104135, Abcam). Images were acquired using a research slide scanner (Fusion, Akoya).

### Immunoblotting

Mice tissues or primary cells were collected, washed with cold PBS solution, and lysed using RIPA buffer (P0013B, Beyotime Biotechnology). Protein lysates were denatured, loaded onto an SDS‐PAGE gel, and transferred to an NC membrane (Millipore). The membranes were blocked with 5% no‐fat milk in TBST buffer at room temperature for 1 hour and then immunoblotted with primary antibodies diluted in 5% BSA in TBST buffer overnight at 4 °C. The membranes were then incubated with either Goat anti‐Rabbit IgG Secondary Antibody HRP conjugated (L3012, Signalway antibody) or Goat anti‐Mouse IgG Secondary Antibody HRP conjugated (L3032, Signalway antibody) for 1 hour at room temperature. Visualization was performed using the Smart‐ECL Super kit (S32500, Smart‐life sciences), and images were captured with the Bio‐Rad ChemiDoc Touch Imaging System.

### Behavioral Tests

All mouse behavioral tests were performed in the Department of Laboratory Animal Science, Fudan University. Mice aged 3 to 4 weeks, of both sexes, were used for all behavioral studies. The experiments were conducted during the light phase of the light/dark cycle, between 9:00 a.m. and 5:00 p.m. Prior to testing, mice were habituated to the testing room for at least 30 min. In between tests with different animals, all equipment was cleaned with ethanol. Statistical analyses were performed using two‐way ANOVA tests. The detailed procedures are as follows:

### Open Field

Spontaneous motor activity was measured using an automated open‐field system (SuperFlex, Omnitech). A mouse was placed in the center of a plexiglass enclosure (42 cm × 42 cm square base with 31 cm‐high walls) and its activity was recorded using infrared light beams over a 30‐min period. In the data analysis, the floor was virtually divided into 16 identical squares, with the central 4 squares designated as a distinct zone to assess anxiety‐like behavior.

### Rotarod

Motor coordination was assessed on an accelerating rotarod. Mice were placed on the rotarod (KY‐ROTD, Kuoyunbio) for three consecutive days, with three trials per day spaced 30 min apart. For each trial, the rotarod accelerated from 5 to 40 rpm over a period of 300s, and the latency to fall was recorded.

### EEG (Electroencephalogram) Recordings

EEG recording and data analysis were conducted by Bio‐signal technologies as follows. Mice were anesthetized and mounted in a stereotaxic apparatus. Screw electrodes were inserted into the skulls of the mice to measure cortical EEG using the following coordinates: +2 mm Bregma, +1 mm midline for first recording electrode; +2 mm Bregma, −1 mm midline for second recording electrode; −2 mm Bregma, −1 mm midline for a reference electrode; and −2 mm Bregma, +1 mm midline for a ground electrode. After recovery for 6 days, the mice (maintained under a 12 h light/dark cycle) were subjected to EEG recordings for 47 hours in the Homecage of Medusa acquisition system (Bio‐signal Technologies, China). Data were acquired using a tethered data acquisition system with a sampling rate of 1000 Hz. The EEG data were visually screened to identify potential convulsive seizure events using EDFbrowser.

### Chromatin IP and Sequencing (ChIP‐seq)

ChIP‐seq assays were performed as previously described.^[^ ^8^ ^]^ Briefly, primary astrocytes were cross‐linked with 1% formaldehyde (Sigma) for 10 min and stopped with 125 mm glycine for 5 min. Cells were then lysed with ChIP lysis buffer (50 mm Hepes pH 7.5, 500 mm NaCl, 1 mm EDTA, 1% Triton, 0.1% Na‐deoxycholate, 0.05% SDS,1 mm PMSF, 1 mm DTT and protease inhibitors) and sonicated using a Qsonica sonicator. Chromatin samples were incubated with 5 µg of primary antibodies as listed and immobilized onto Dynabeads Protein A and G (1002D and 1004D, Invitrogen). Notably, the H3K27me3 antibody was co‐incubated with spike‐in chromatin (53 083, Active motif) and spike‐in antibody (61686, Active motif) to normalize according to the manufacturer's protocol. The bound fractions were washed three times with the lysis buffer, three times with radioimmunoprecipitation assay buffer (50 mm Hepes, 300 mm LiCl, 1 mm EDTA, 0.5% NP‐40, 0.7% Na‐deoxycholate), and once with 50 mm NaCl in Tris‐EDTA. The DNA fractions were eluted and reverse cross‐linked in the elution buffer (50 mm tris‐HCl pH 8.0, 10 mm EDTA, and 1% SDS) at 65 °C for 6 h. Following treatment with RNase A and proteinase K, DNA was purified using the PCR Extraction Kit (28104, Qiagen) and quantified using the Qubit dsDNA HS Assay kit (Q32851, Thermofisher). ChIP‐seq sequencing libraries were prepared using the VAHTS Universal DNA Library Prep Kit for Illumina V3 (ND607‐02, Vazyme) according to the manufacturer's instructions. The completed ChIP‐seq libraries were qualified by Bioanalyzer 2200(Agilent) and sequenced at the Azenta life science and MINGMA TECHNOLOGIES using Illumina NovaSeq 6000 instrument. The raw and analyzed ChIP‐seq data files have been deposited in the NCBI Gene Expression Omnibus (GEO) database under ID code: GSE270581.

For bioinformatics analysis, ChIP‐seq reads were aligned to a concatenated genome sequence of mouse (mm10) using Bowtie2.3.4.3. Specifically, H3K27me3 spike‐in ChIP‐seq reads were aligned to both the mouse (mm10) and Drosophila (dm 6) concatenated genome sequences using Bowtie2.^[^ ^55^ ^]^ Peaks were called using MACS2 (2.1.1).^[^ ^56^ ^]^ Heatmaps were generated with plotProfile/plotHeatmap functions from deep‐Tools (2.5.7).^[^ ^57^ ^]^

### Co‐Immunoprecipitation (Co‐IP)

Forebrain tissues from eight WT neonatal mice were utilized for the Co‐IP assay. The tissues were washed with cold PBS, digested with ACCUTASE (STEMCELL Technologies) for 10 min at 37 °C, and dispersed into a single‐cell suspension. The cell pellet was treated with hypotonic buffer (10 mm Tris‐HCl pH 7.3, 10 mm KCl, 1.5 mm MgCl_2_) and homogenized by a Douncing pestle (loose type) for 25 to 30 strokes. The resulting cell suspension was centrifugation at 3500 rpm for 15 min at 4 °C to remove the cytoplasm. The pellets were resuspended in high salt buffer (20 mm Tris‐HCl pH 7.3, 400 mm KCl, 1.5 mm MgCl_2_, 0.2 mm EDTA, 25% glycerol, 1 mm β‐ME, and protease inhibitors) and stirred for one hour at 4 °C. The mixture was centrifuged at 13 500 rpm for 30 min at 4 °C to obtain the nuclear extract. The nuclear extract was then dialyzed against a dialysis buffer (20 mm Tris‐HCl pH 7.3, 100 mm KCl, 0.2 mm EDTA, 20% glycerol, 10 mm β‐ME, and 1 mm PMSF) overnight at 4 °C. Following dialysis, the extract was centrifuged at 12000 rpm for 30 min at 4 °C. The supernatant was incubated with 2 µg anti‐RACK7 or control IgG (Cell signal technology, #2729), and subsequently mixed with rProtein A/G Magarose Beads (Smart Lifesciences, SM005002) for 8 h. The bound proteins were washed 5 times with wash buffer (50 mm Tris‐HCl pH 7.9, 100 mm KCl, 5 mm MgCl_2_, 0.2 mm EDTA, 10% glycerol, 0.1% NP‐40, 3 mm β‐ME) and then subjected to immunoblots.

### In Vitro RACK7 Pulldown

Exogenous human HA‐tagged RACK7 full‐length were expressed and purified from *Sf9* insect cells as previously described.^[^ ^8^ ^]^ The dialyzed nuclear extract prepared from the forebrain of wild‐type mice or 2 µg recombinant PRC2 complex protein (31 387, Active motif) was incubated with exogenous RACK7 protein in binding buffer (20 mm Tris‐HCl pH 7.3, 150 mm KCl, 0.2 mm EDTA, 20% glycerol, 0.1% NP‐40, and 1 mm PMSF) for 6 hours at 4 °C, followed by incubation with anti‐HA infinity beads (Smart Lifesciences, SA068005) for an additional 2 h. The bound proteins were washed 5 times with wash buffer (50 mm Tris‐HCl pH 7.9, 150 mm KCl, 5 mm MgCl_2_, 0.2 mm EDTA, 10% glycerol, 0.1% NP‐40) and then subjected to immunoblots.

### RNA‐Seq and Data Analysis

mRNA capture and sequencing were performed by Azenta life science. For bioinformatics analysis, the mRNA sequencing reads were mapped to mouse reference genome (GRCm38) using the software Hisat2. Differentially expressed genes were calculated by the ballgown program (version 2.12.0) and DESeq2 program with cutoffs as follows: *p*‐value < 0.05, and foldchange ≥1.5. Two biological repeats were used for each cell line. The raw and analyzed RNA‐seq data files have been deposited in the NCBI GEO database under ID code: GSE270582.

### Rack7 Transgene Rescue

Lentiviruses carrying the *Rack7* transgene (Gene ID 228 880) and negative control were purchased from Genechem (Shanghai, China) and used to infect both the WT and *Rack7*‐cKO primary astrocytes according to the manufacturer's instructions. One‐week post‐infection, cells were harvested, and total RNA was extracted using TRIzol Reagent (Invitrogen, #15596018CN). Complementary DNAs were synthesized with the PrimeScript II Reverse Transcriptase Kit with gDNA Eraser (TaKaRa, #RR047A). The synthesized cDNA, gene‐specific primers, and ChamQ Universal SYBR qPCR Master Mix (Vazyme, #Q711) were combined and subjected to the LightCycler 480 II Real‐Time PCR System (Roche). The gene‐specific primers used in this study were synthesized by Biosune, and the sequences are as below (5′ to 3′; F, forward; R, Reverse): *Wnt2*: F‐ CTCTCGGTGGAATCTGGCTC, R‐ CCTGTAGCTCTCATGTACCACC; *Wnt2b*: F‐ AAGAGGCTTAAGGATGCCCG, R‐ GGAATCTCCGAACAGCCGTG; *Pax6*: F‐ CACCAGACTCACCTGACACC, R‐ TCACTCCGCTGTGACTGTTC; *Wnt9a*: F‐ GCCTACTTCGGGCTGACG, R‐ GGTCGCAGGCCTTGTAGTG; *Rpl19*: F‐GGAAGGGTACTGCCAATGCT, R‐TCCATGAGGATGCGCTTGTT. The significant of all the primers was validated by melting curve analyzation.

### ATAC‐Seq

WT and *Rack7*‐cKO primary astrocytes were collected and lysed with lysis buffer (10 mm Tris‐HCl pH 7.4, 10 mm NaCl, 3 mm MgCl_2,_ and 0.5% NP‐40). ATAC‐seq was performed using TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme, TD501) according to the manufacturer's instructions. The completed ATAC‐seq libraries were qualified by Bioanalyzer 2200 (Agilent) and sequenced at the MINGMA TECHNOLOGIES using Illumina NovaSeq 6000 instrument. For bioinformatics analysis, ATAC‐seq reads were aligned to a concatenated genome sequence of mouse (mm10) using bowtie2, and peaks were called using MACS2(2.1.1).

### Statistical Analysis

GraphPad Prism (9.0.0) software was used for data analysis. For graphs, data are shown as mean ± SD, the statistical significance of the dataset in Figure 5h was determined using one‐way ANOVA, and other datasets were determined by two‐way ANOVA; ∗*p* ≤ 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.001, ∗∗∗∗*p* ≤ 0.0001, n.s, = not significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

R.G. conceived and supervised the project; F.J. carried out all experiments and bioinformatics analysis with assistance from B.W., S.H., T.T., Y.Z., B.X., and R.G.; B.W., L.D., and Y.Z. helped with mouse genotyping and behavior tests; R.G. provided assistance with bioinformatics analysis and contributed additional experimental data during the revision of the manuscript, S.H. helped with molecular biology experiments; T.X advised on IHC, mIF, scRNA‐seq, and behavior experimental designs; Y.L. provided suggestions to the mouse model establishment and primary cell culture; P.Z. provided discussions and offered funding support; F.J. and R.G wrote the manuscript with input from all authors.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: RACK7 Interacts with PRC2 Complex to Regulate Astrocyte Development
**Source:** Adv Sci (Weinh). 2025 Mar 24;12(19):2416350. doi: 10.1002/advs.202416350
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

RACK7 interacts with PRC2 complex to regulate astrocyte development

*Fangfang Jiao, Tianxiang Tang, Bowen Wang, Shengfei He, Yue Zhang, Li Dong, Bo Xu, Ying Liu, Ping Zhu, and Rui Guo**

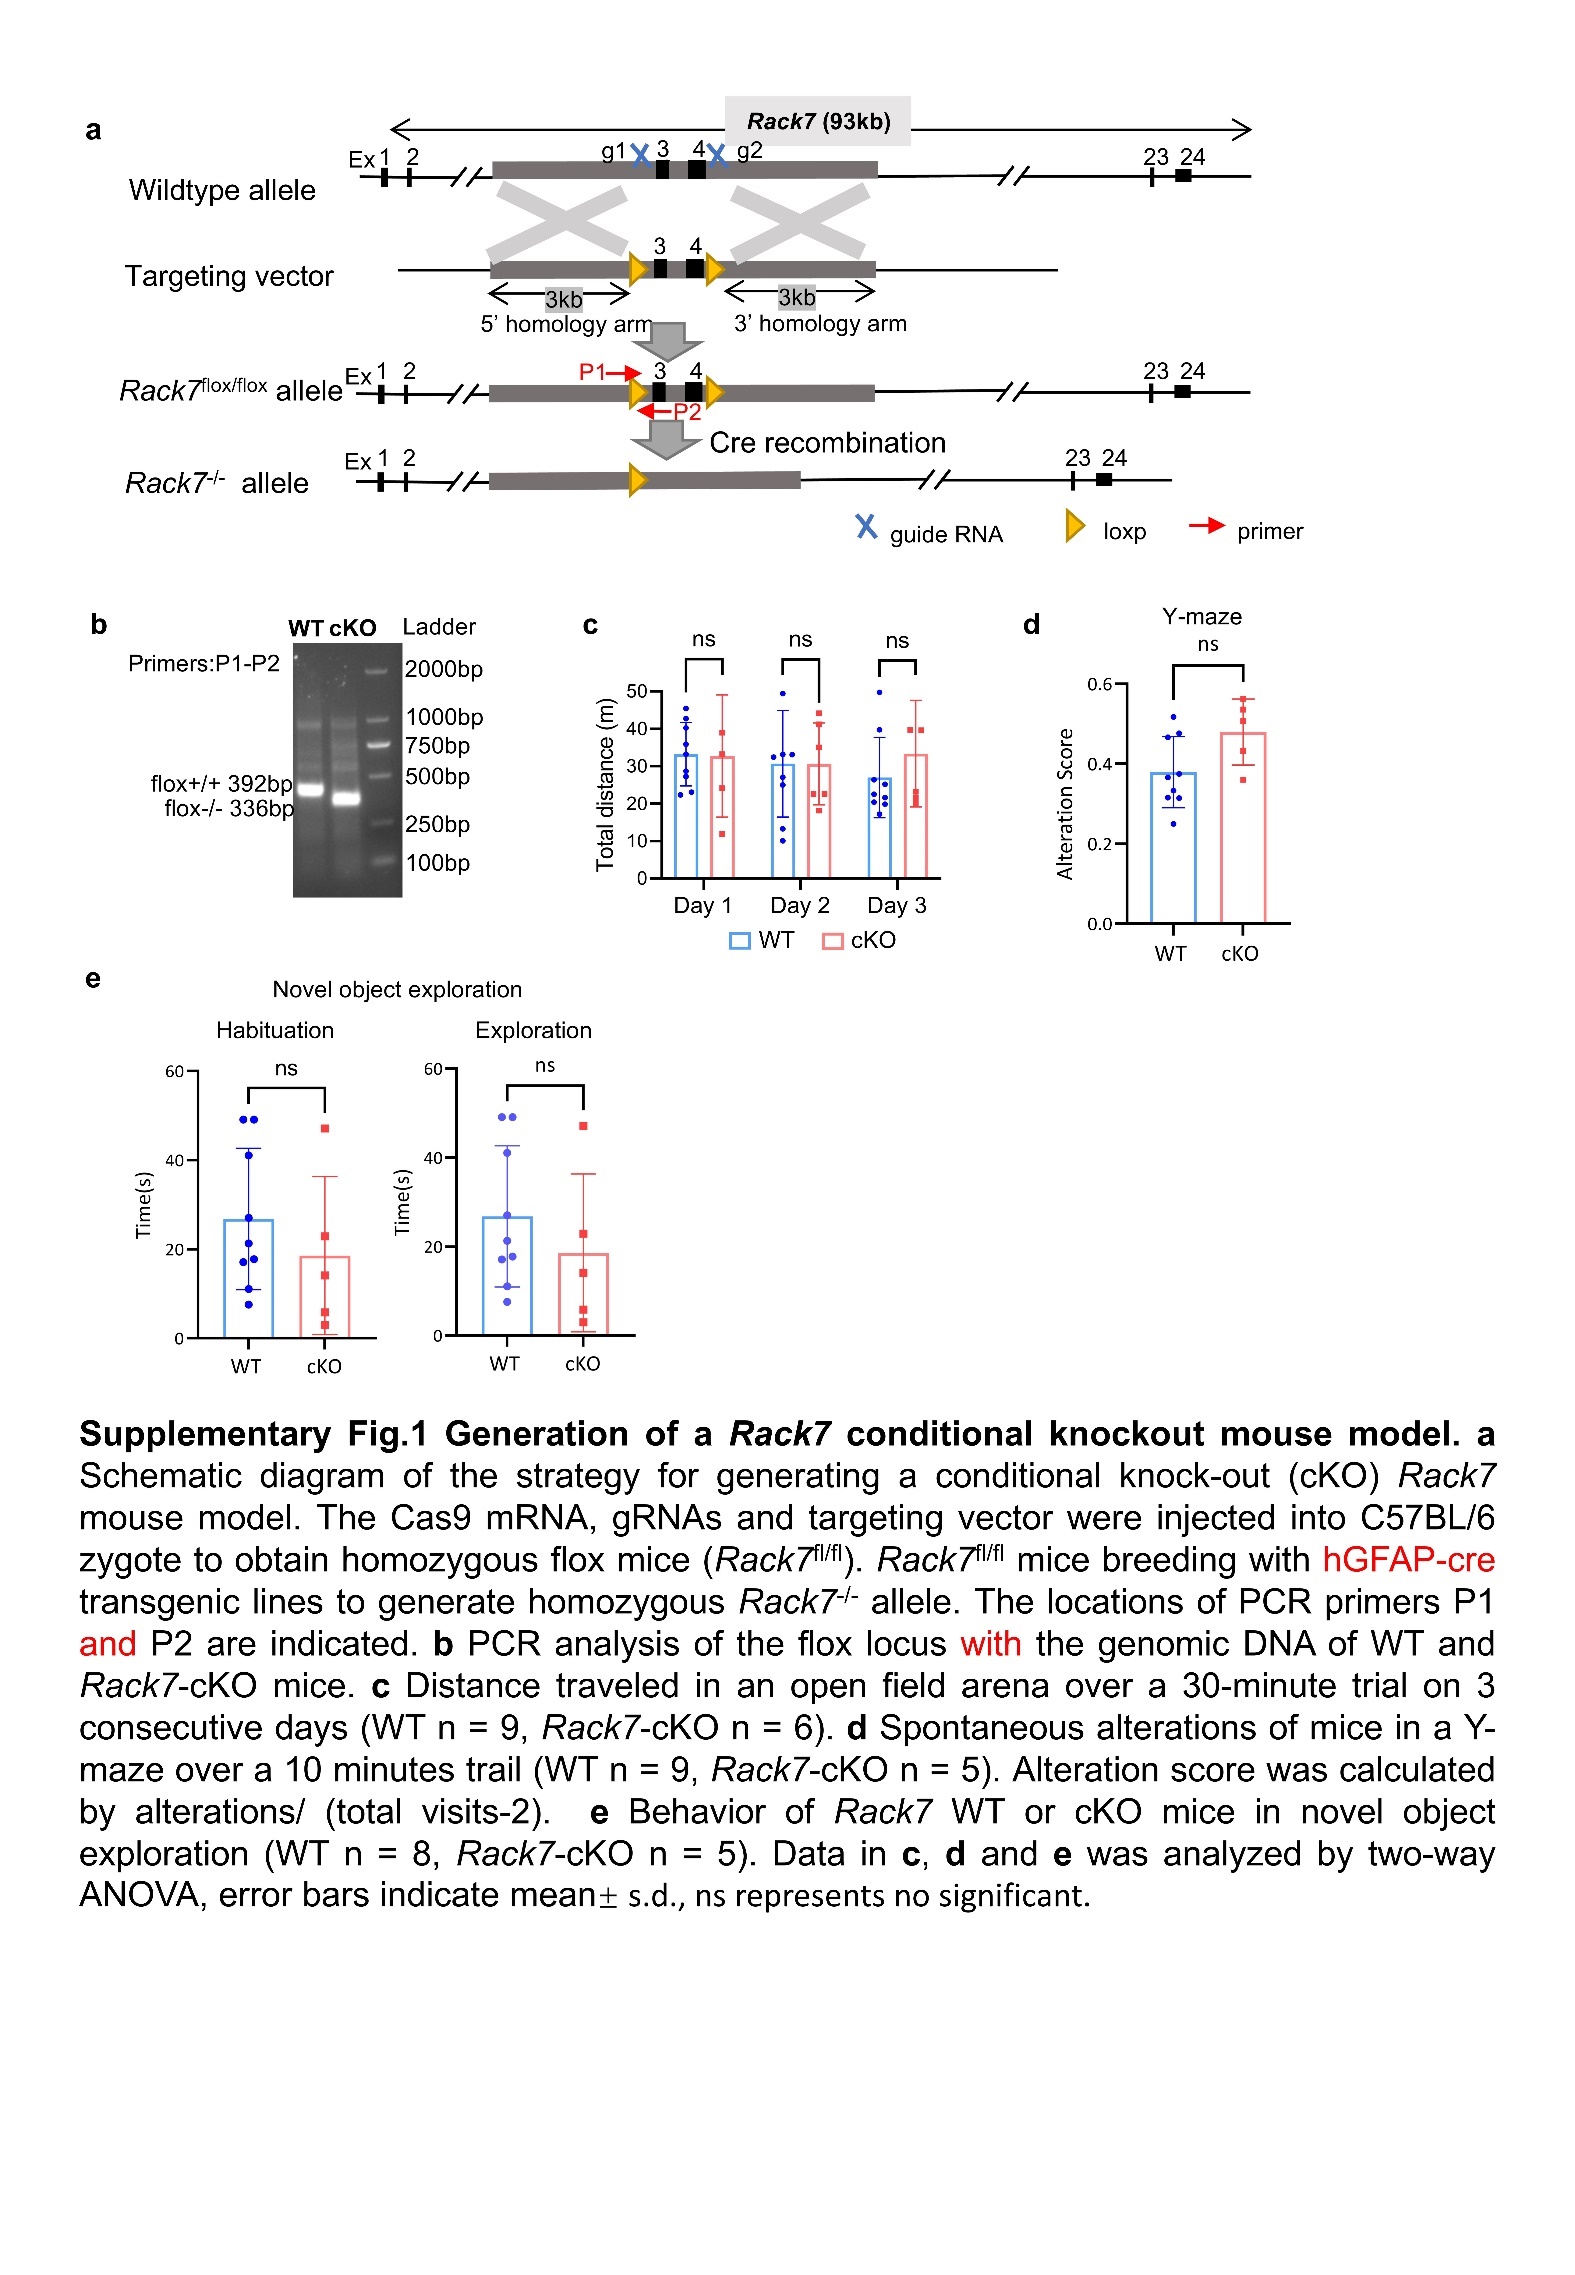

**Figure S1 Generation of a *Rack7* conditional knockout mouse model.** **a**) Schematic diagram of the strategy for generating a *Rack7-* cKO mouse model. The Cas9 mRNA, gRNAs and targeting vector were injected into C57BL/6 zygote to obtain homozygous flox mice (*Rack7* ^flox/flox^). *Rack7* ^flox/flox^ mice breeding with hGFAP-cre transgenic lines to generate homozygous *Rack7* ^-/-^ allele. The locations of PCR primers P1 and P2 are indicated. **b**) PCR analysis of the flox locus with the genomic DNA of WT and *Rack7*-cKO mice. **c**) Distance traveled in an open field arena over a 30-minute trial on 3 consecutive days (WT, *n* = 9; *Rack7*-cKO, *n* = 6). **d**) Spontaneous alterations of mice in a Y-maze over a 10 minutes trail (WT, *n* = 9; *Rack7*-cKO, *n* = 5). Alteration score was calculated by alterations/ (total visits-2). **e**) Behavior of *Rack7*-WT or cKO mice in novel object exploration (WT, *n* = 8; *Rack7*-cKO, *n* = 5). Data in **c**, **d** and **e** was analyzed by two-way ANOVA, error bars indicate mean ±SD, ns represents no significant.

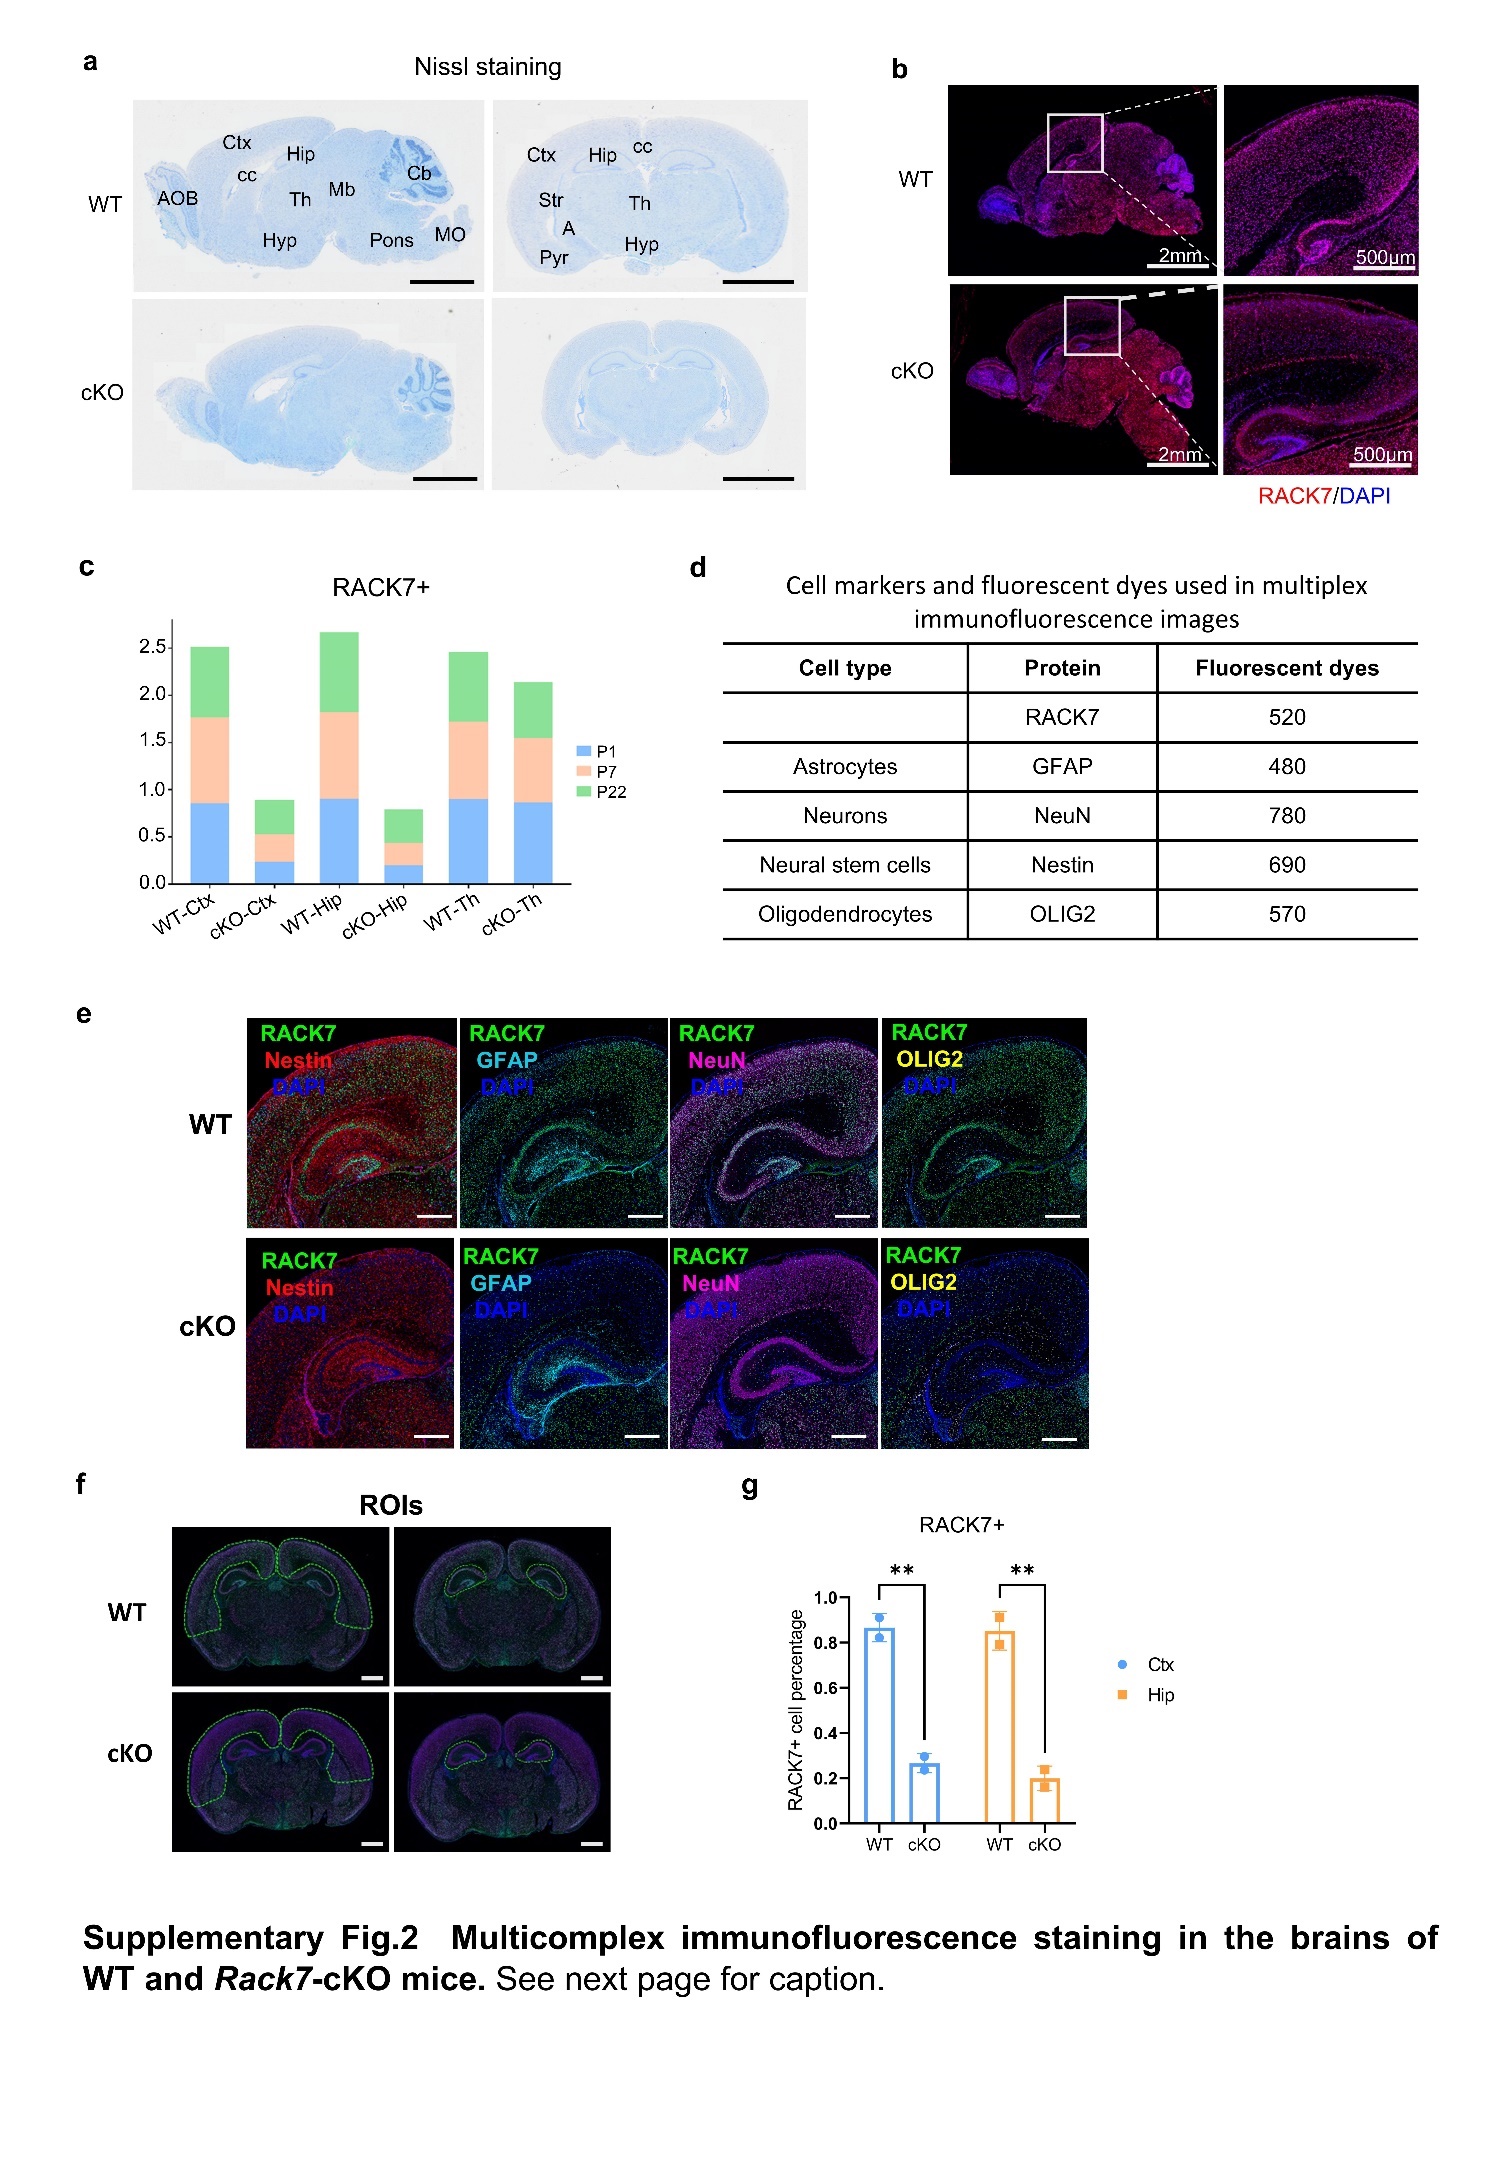

**Figure S2 Multicomplex immunofluorescence staining in the brains of WT and *Rack7*-cKO mice. a)** Nissl staining of WT and *Rack7*-cKO coronal brain sections at P30. Regions are labeled as follows: A, amygdala; AOB, accessory olfactory bulb; Cb,cerebellum; cc, corpus callosum; Ctx, cerebral cortex; Hip, hippocampus; Hyp, hypothalamus; Mb, midbrain; MO, medulla oblongata; Pyr, pyriform cortex; Str, striatum; Th, thalamus. Scale bars= 2 mm. **b)** IF staining of RACK7 in WT and *Rack7*-cKO brain slides at P7. **c)** Quantitative analysis of RACK7-positive (+) cells in Ctx, Hip and Th of WT and *Rack7*-cKO brain slides at P1, P7 and P22. **d)** Cell markers and fluorescent dyes used in mIF images. **e)** Determination of ROIs in WT and *Rack7*-cKO brain slides. **f)** Quantitative analysis of RACK7-positive (+) cells in Ctx and Hip of WT and *Rack7*-cKO brain slides. Data are presented as the mean ±SD from two biological repeats. Statistical significance was determined using two-way ANOVA, ***p* represents *p* ≤ 0.01.

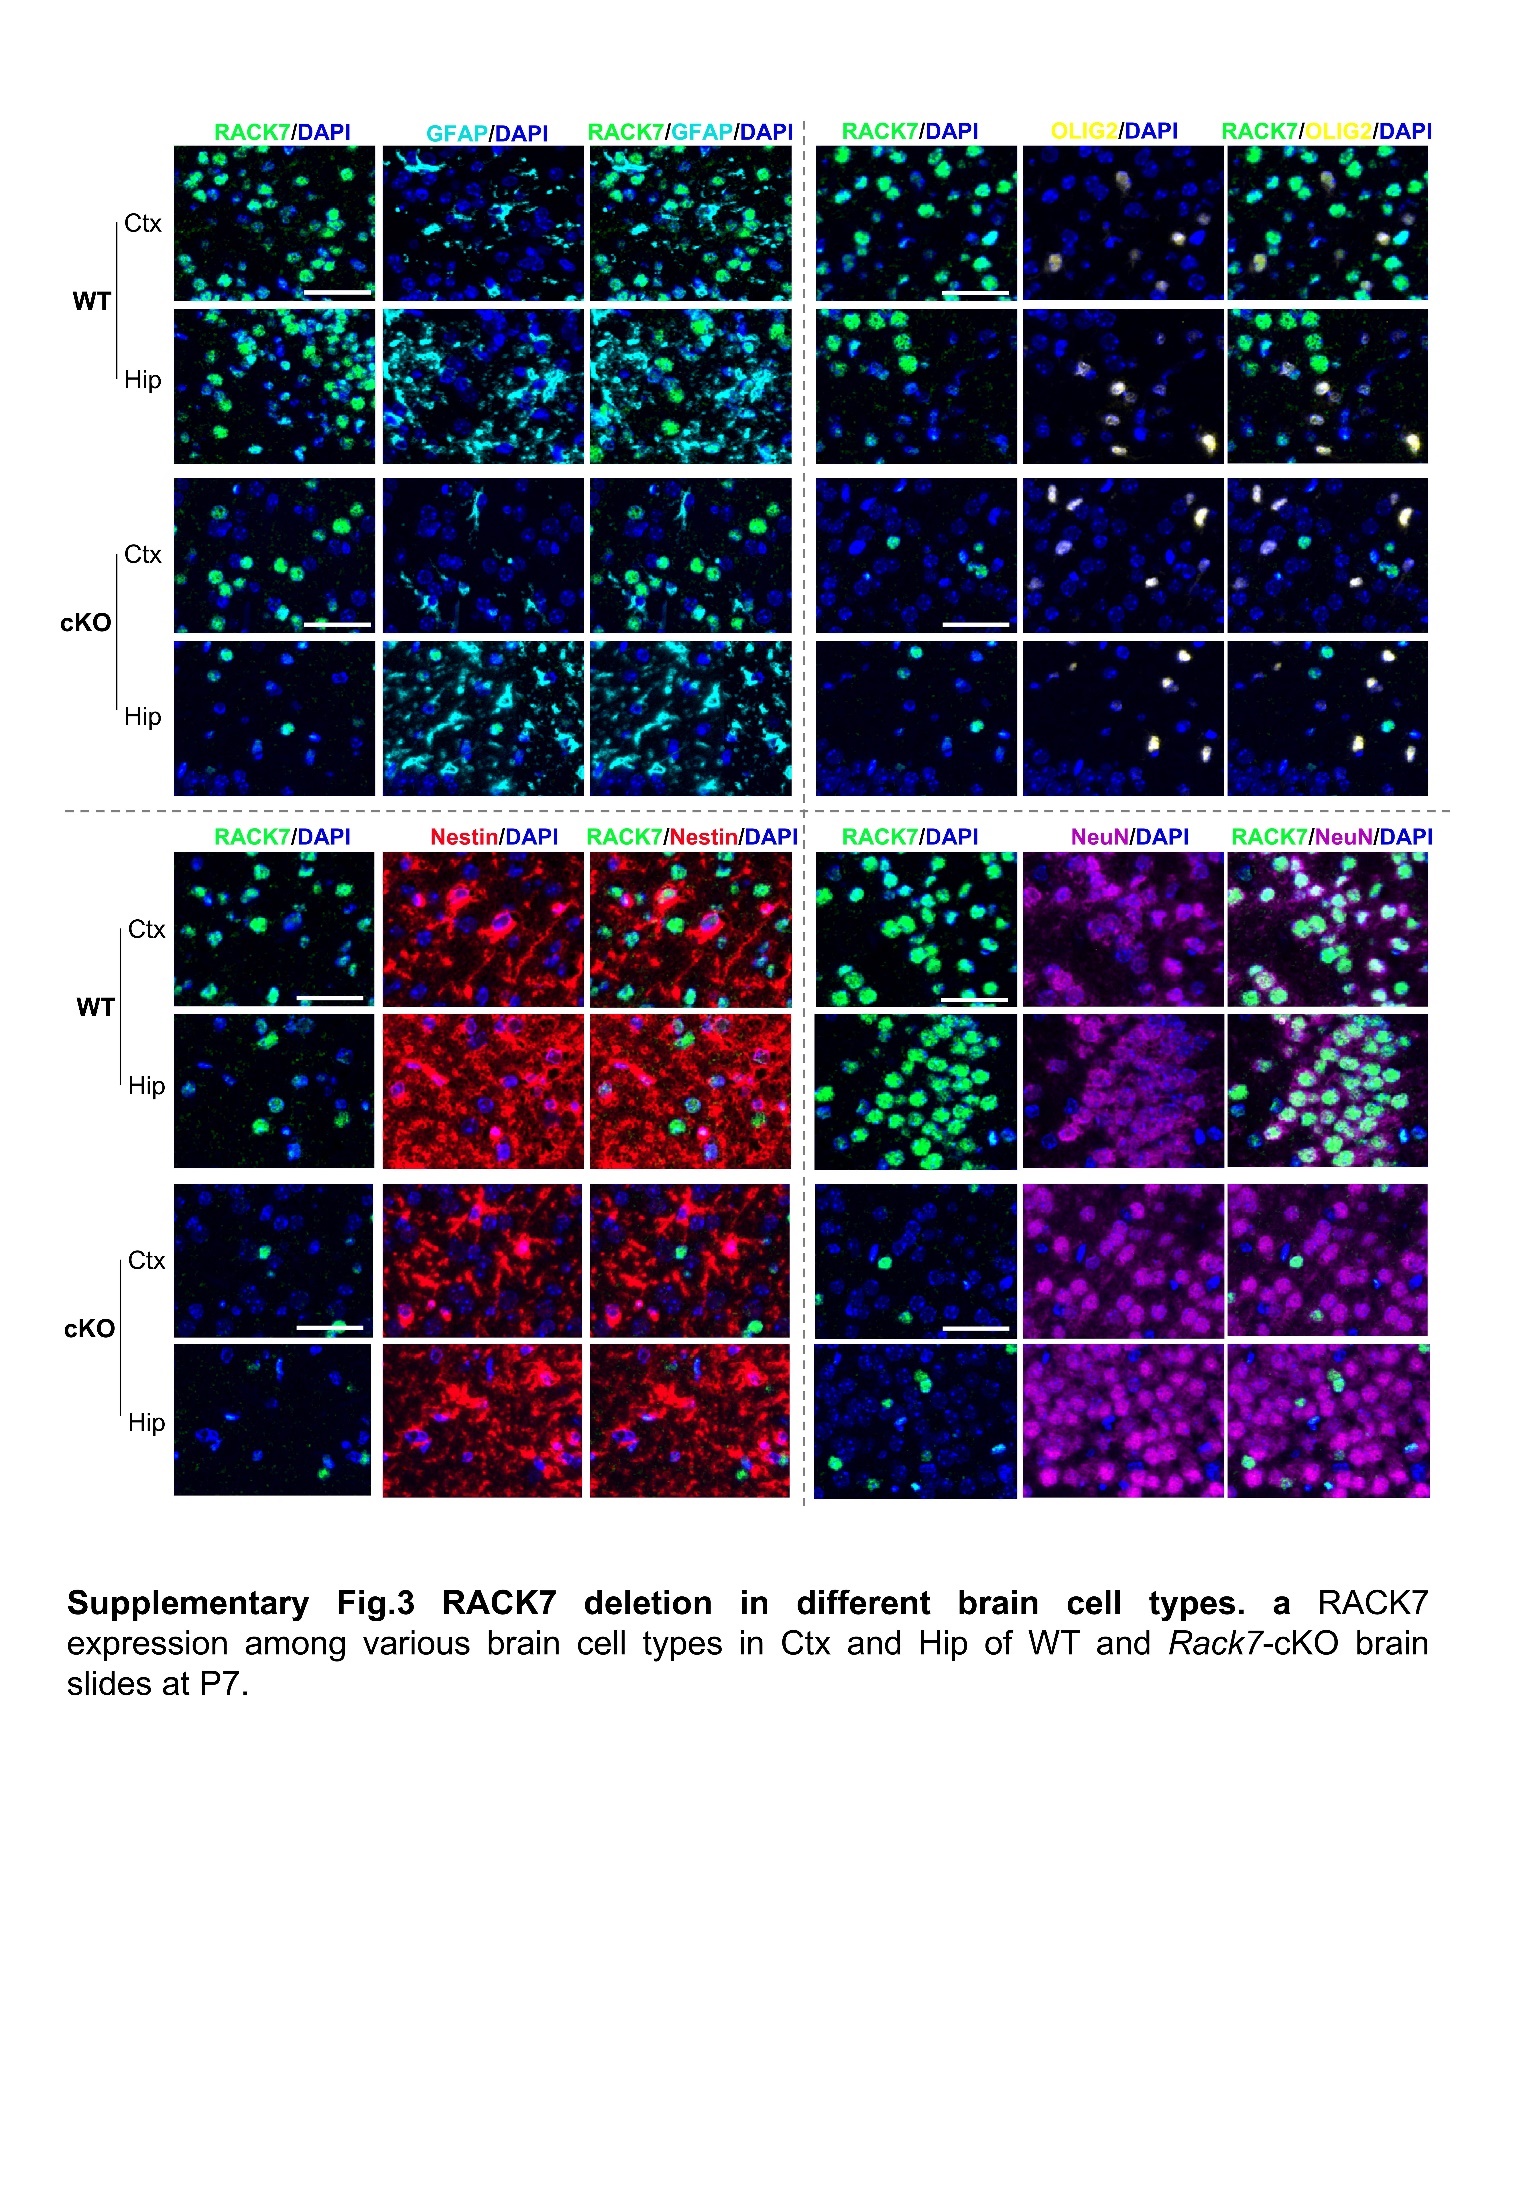

**Figure S3 RACK7 deletion in different brain cell types.** RACK7 expression among various brain cell types in Ctx and Hip of WT and *Rack7*-cKO brain slides at P7.

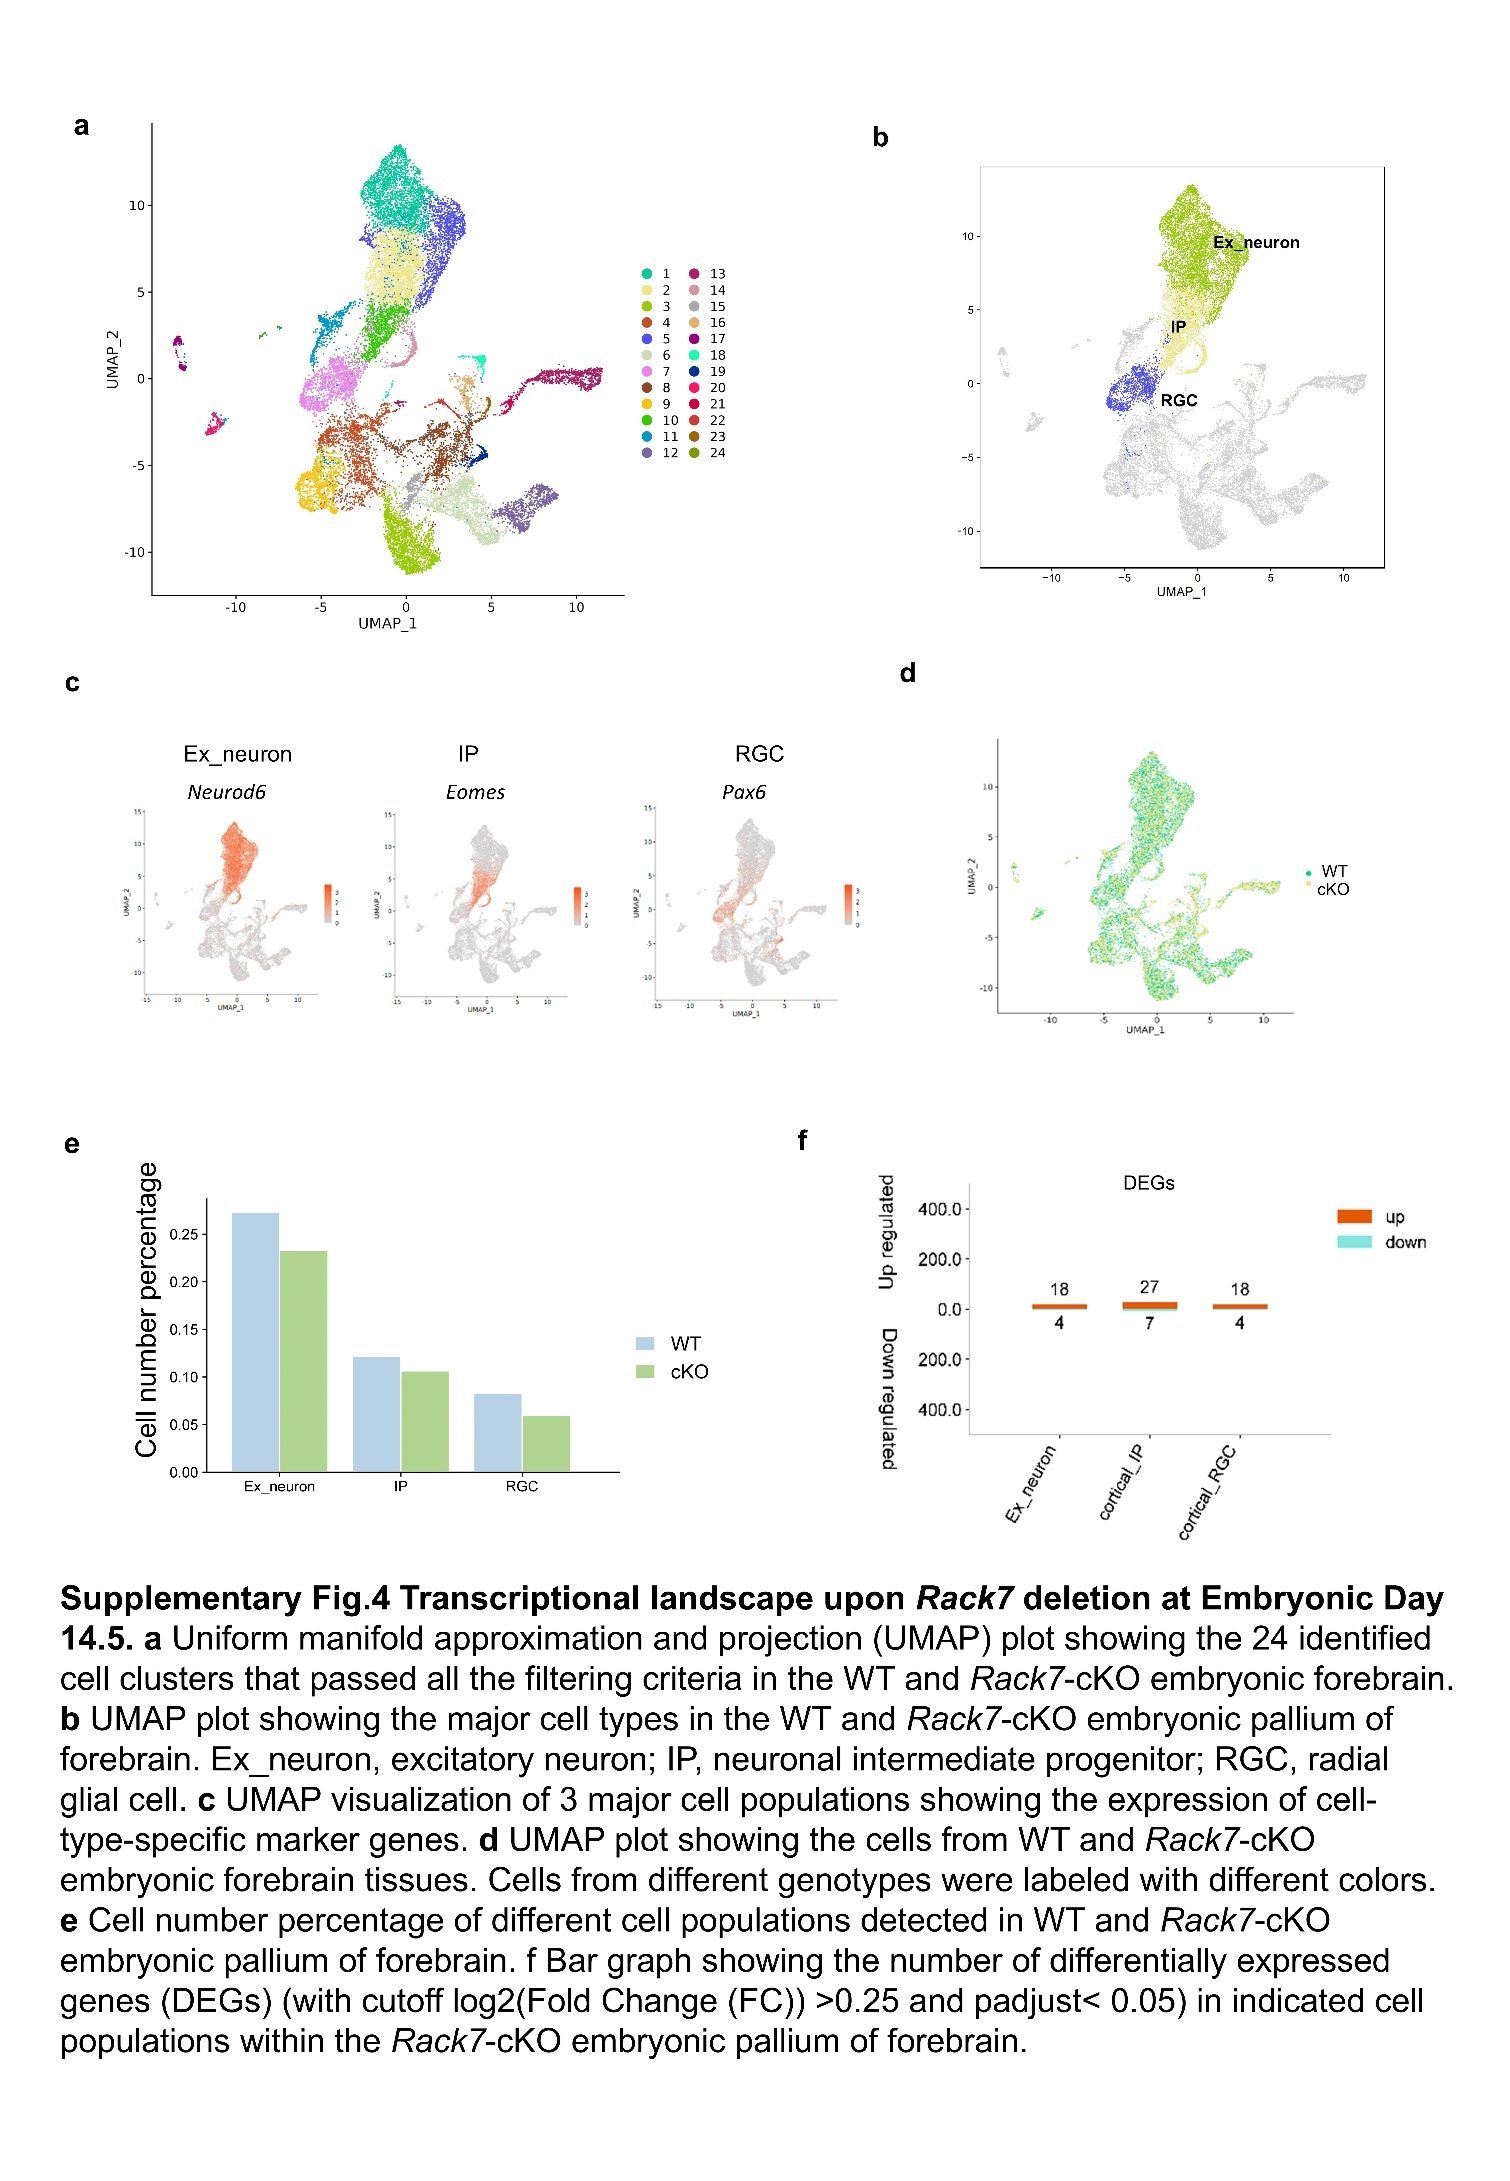

**Figure S4 Transcriptional landscape upon *Rack7* deletion at Embryonic Day 14.5. a)** Uniform manifold approximation and projection (UMAP) plot showing the 24 identified cell clusters that passed all the filtering criteria in the WT and *Rack7*-cKO embryonic forebrain. **b)** UMAP plot showing the major cell types in the WT and *Rack7*-cKO embryonic pallium of forebrain. Ex_neuron, excitatory neuron; IP, neuronal intermediate progenitor; RGC, radial glial cell. **c)** UMAP visualization of 3 major cell populations showing the expression of cell-type-specific marker genes. **d)** UMAP plot showing the cells from WT and *Rack7*-cKO embryonic forebrain tissues. Cells from different genotypes were labeled with different colors. **e)** Cell number percentage of different cell populations detected in WT and *Rack7*-cKO embryonic pallium of forebrain. **f)** Bar graph showing the number of DEGs (with cutoff log2(FC) >0.25 and *p-*adjust< 0.05) in indicated cell populations within the *Rack7*-cKO embryonic pallium of forebrain.

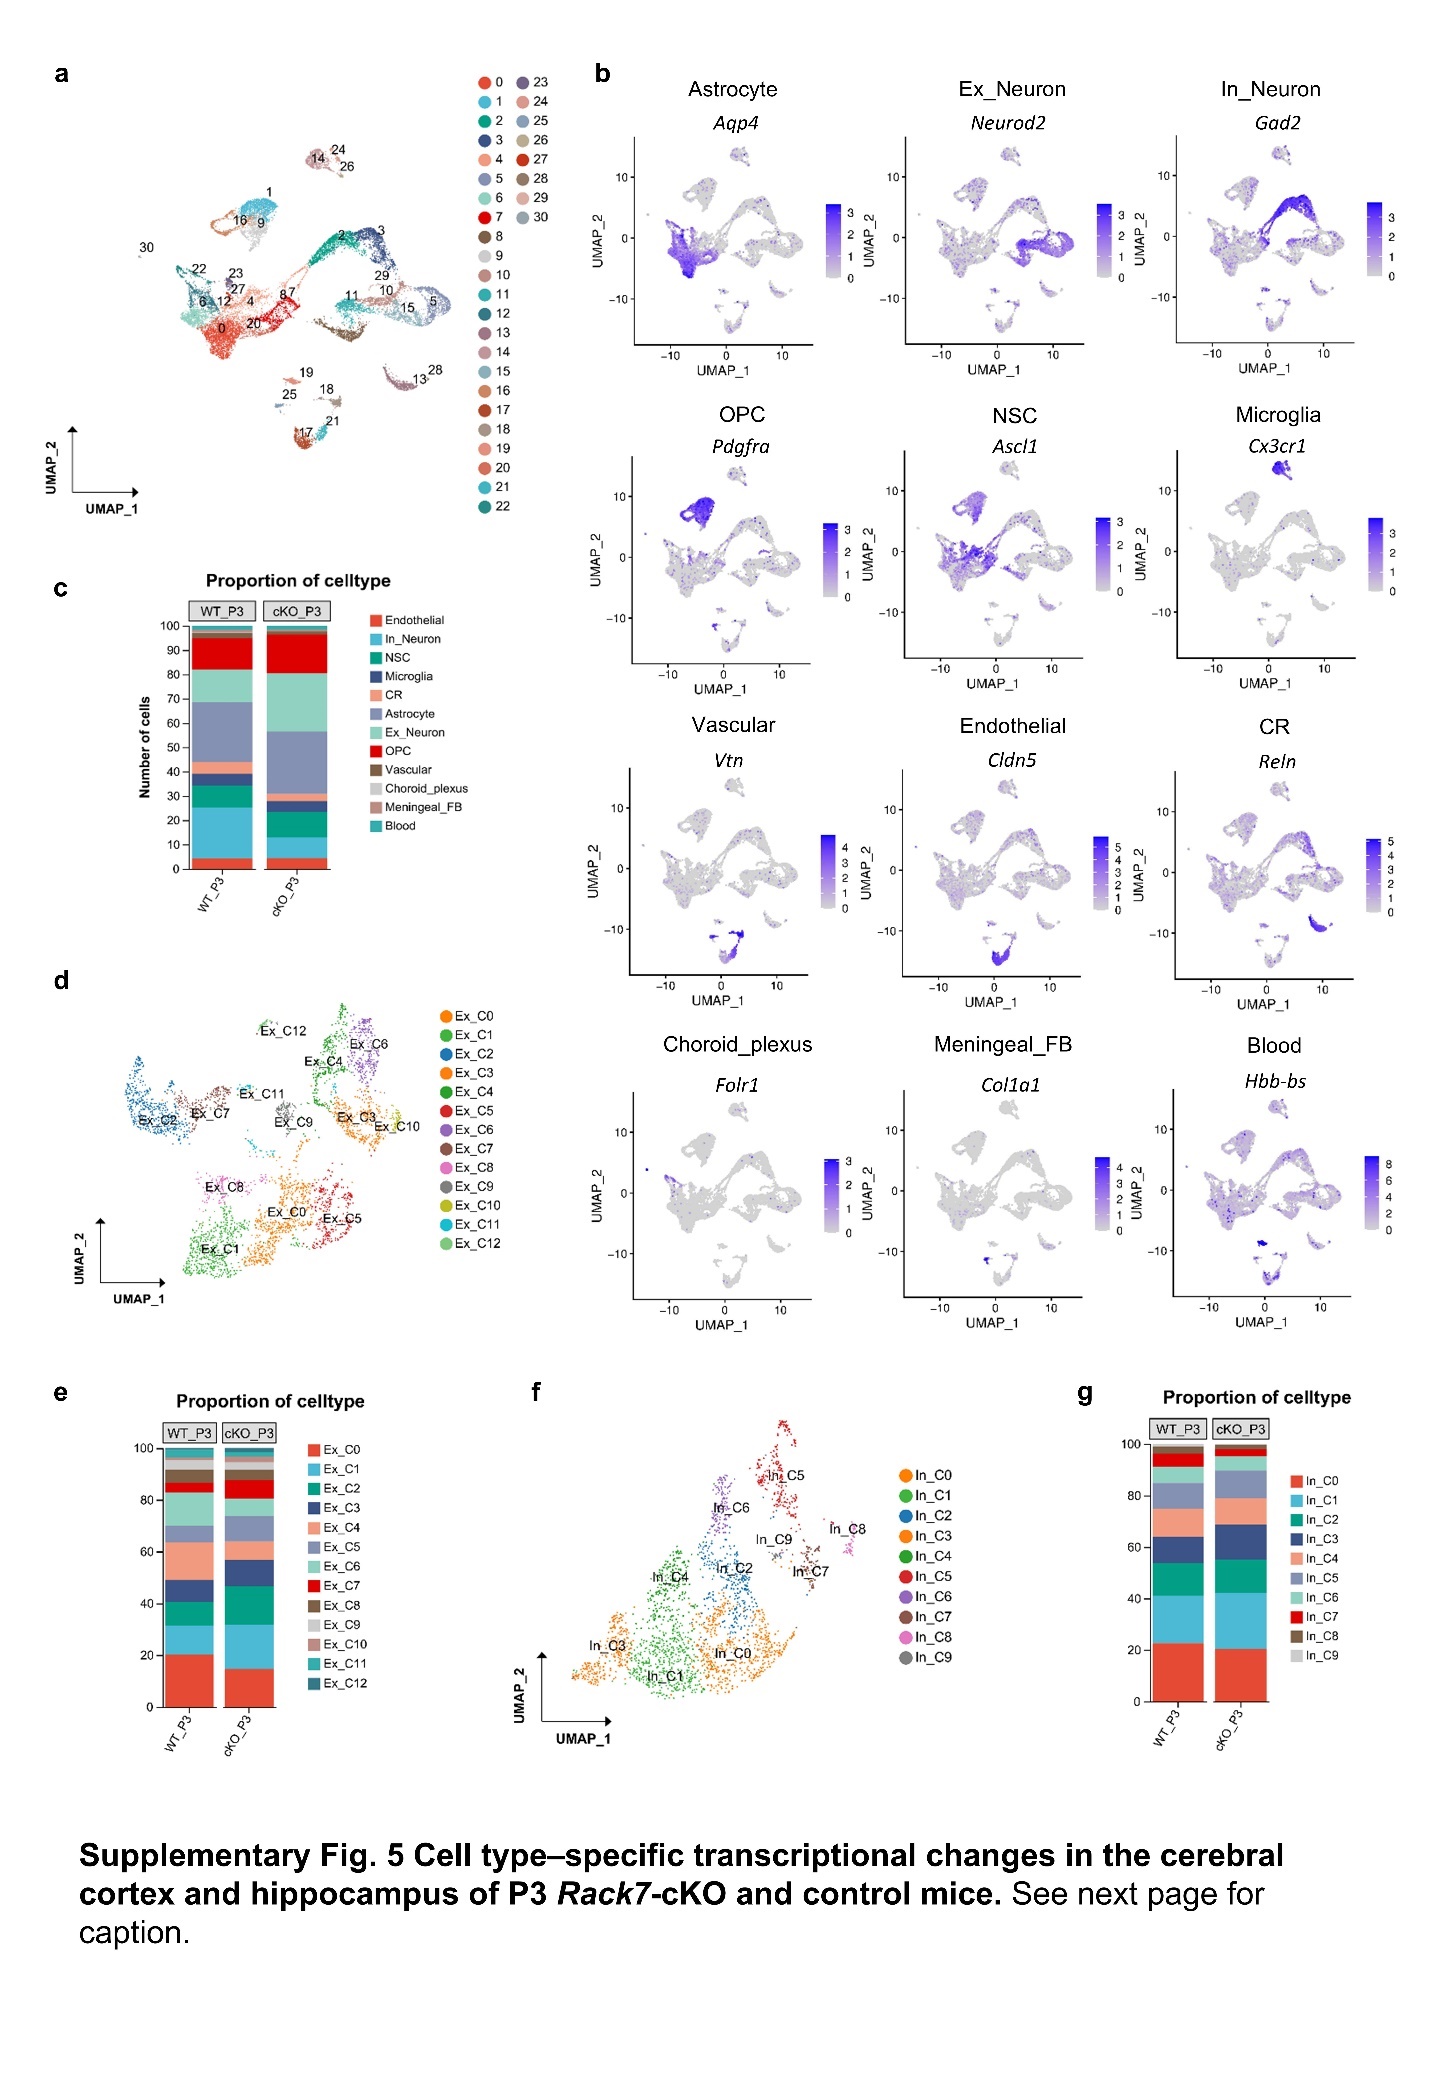

**Figure S5 Cell type–specific transcriptional changes in the cerebral cortex and hippocampus of P3 *Rack7*-cKO and control mice.** **a)** UMAP plot showing the 30 identified cell clusters that passed all the filtering criteria. **b)** UMAP visualization of 12 major cell populations showing the expression of cell-type-specific marker genes. **c)** Percentage of cell types presented in Figure 3a. **d)** UMAP plot showing the sub-clusters within the excitatory neuron population. **e)** Percentage of each sub-cluster within the excitatory neuron population. **f)** UMAP plot showing the sub-clusters from inhibitory neuron population. **g)** Percentage of each sub-cluster within the inhibitory neuron population.

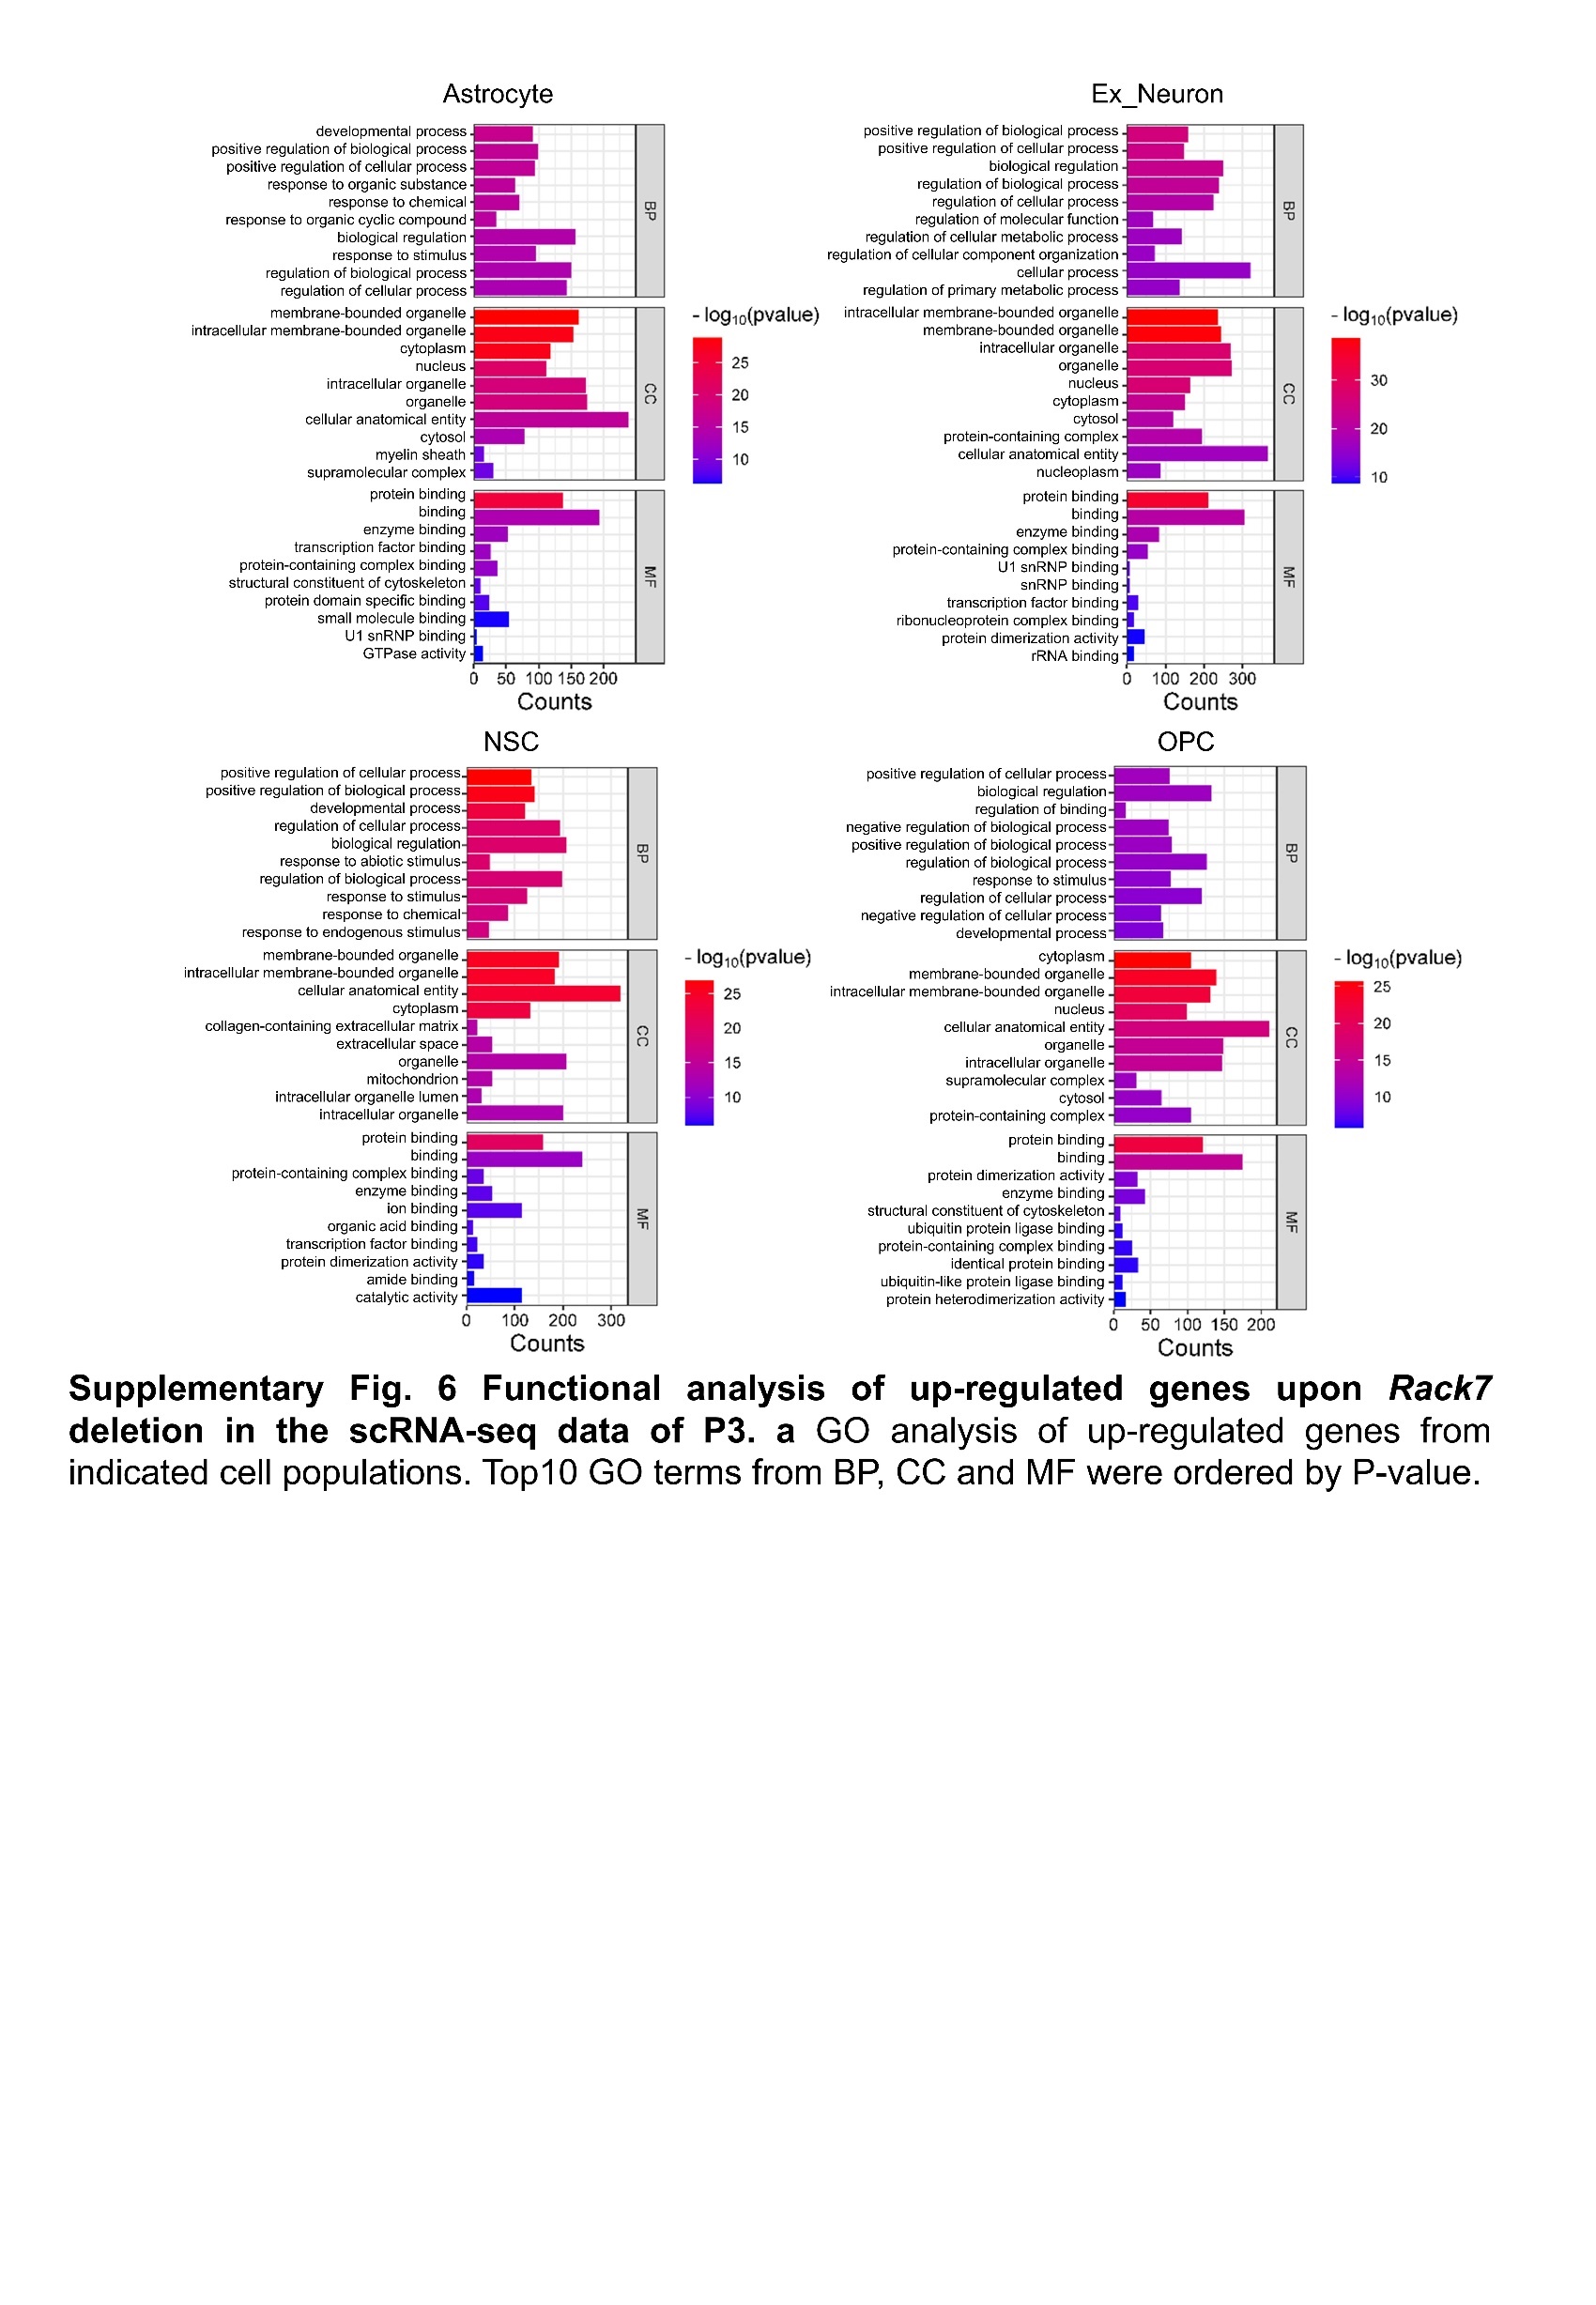

**Figure S6 Functional analysis of up-regulated genes upon *Rack7* deletion in the scRNA-seq data of P3.** GO analysis of up-regulated genes from indicated cell populations. Top10 GO terms from BP, CC and MF were ordered by *p*-value.

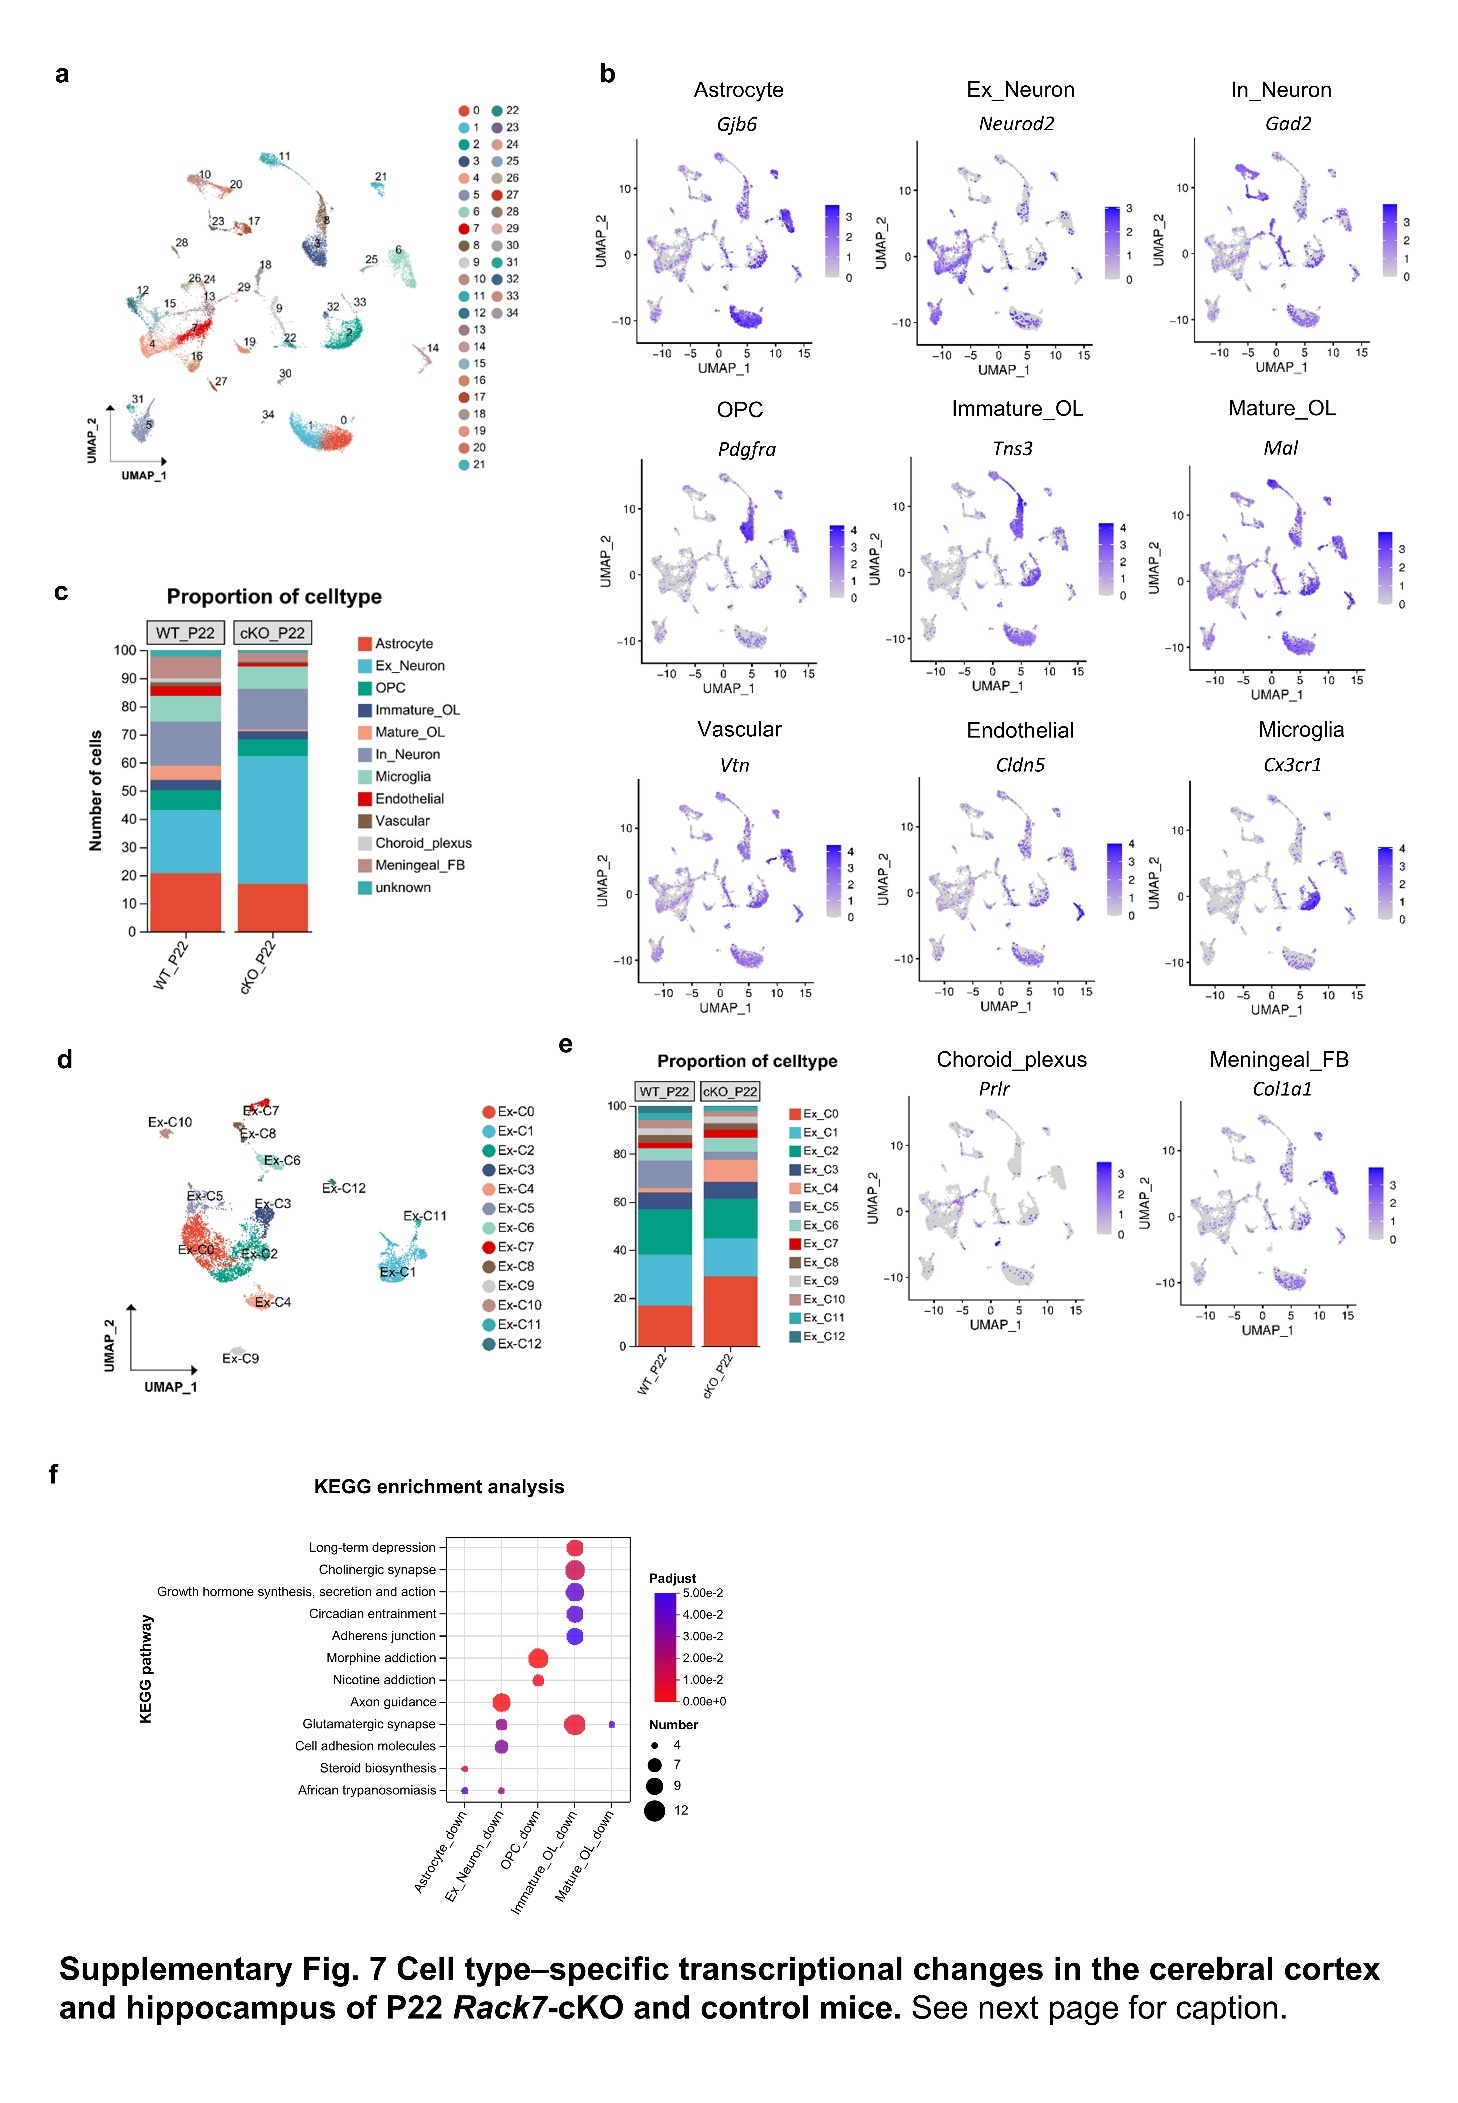

**Figure S7 Cell type–specific transcriptional changes in the cerebral cortex and hippocampus of P22 *Rack7*-cKO and control mice.** **a)** UMAP plot illustrating the 34 identified cell clusters that passed all filtering criteria. **b)** UMAP visualization of 11 major cell populations showing the expression of cell-type-specific marker genes. **c)** Percentage of each cell type in Figure 4a. **d)** UMAP plot showing the sub-clusters of the excitatory neuron population. **e)** Percentage of each sub-clusters among the excitatory neuron population. **f**) KEGG pathway analysis of the down-regulated genes from indicated cell populations. Top10 KEGG terms were ordered by *p*-adjust. The KEGG terms that *p*-adjust ≥ 0.05 are not shown.

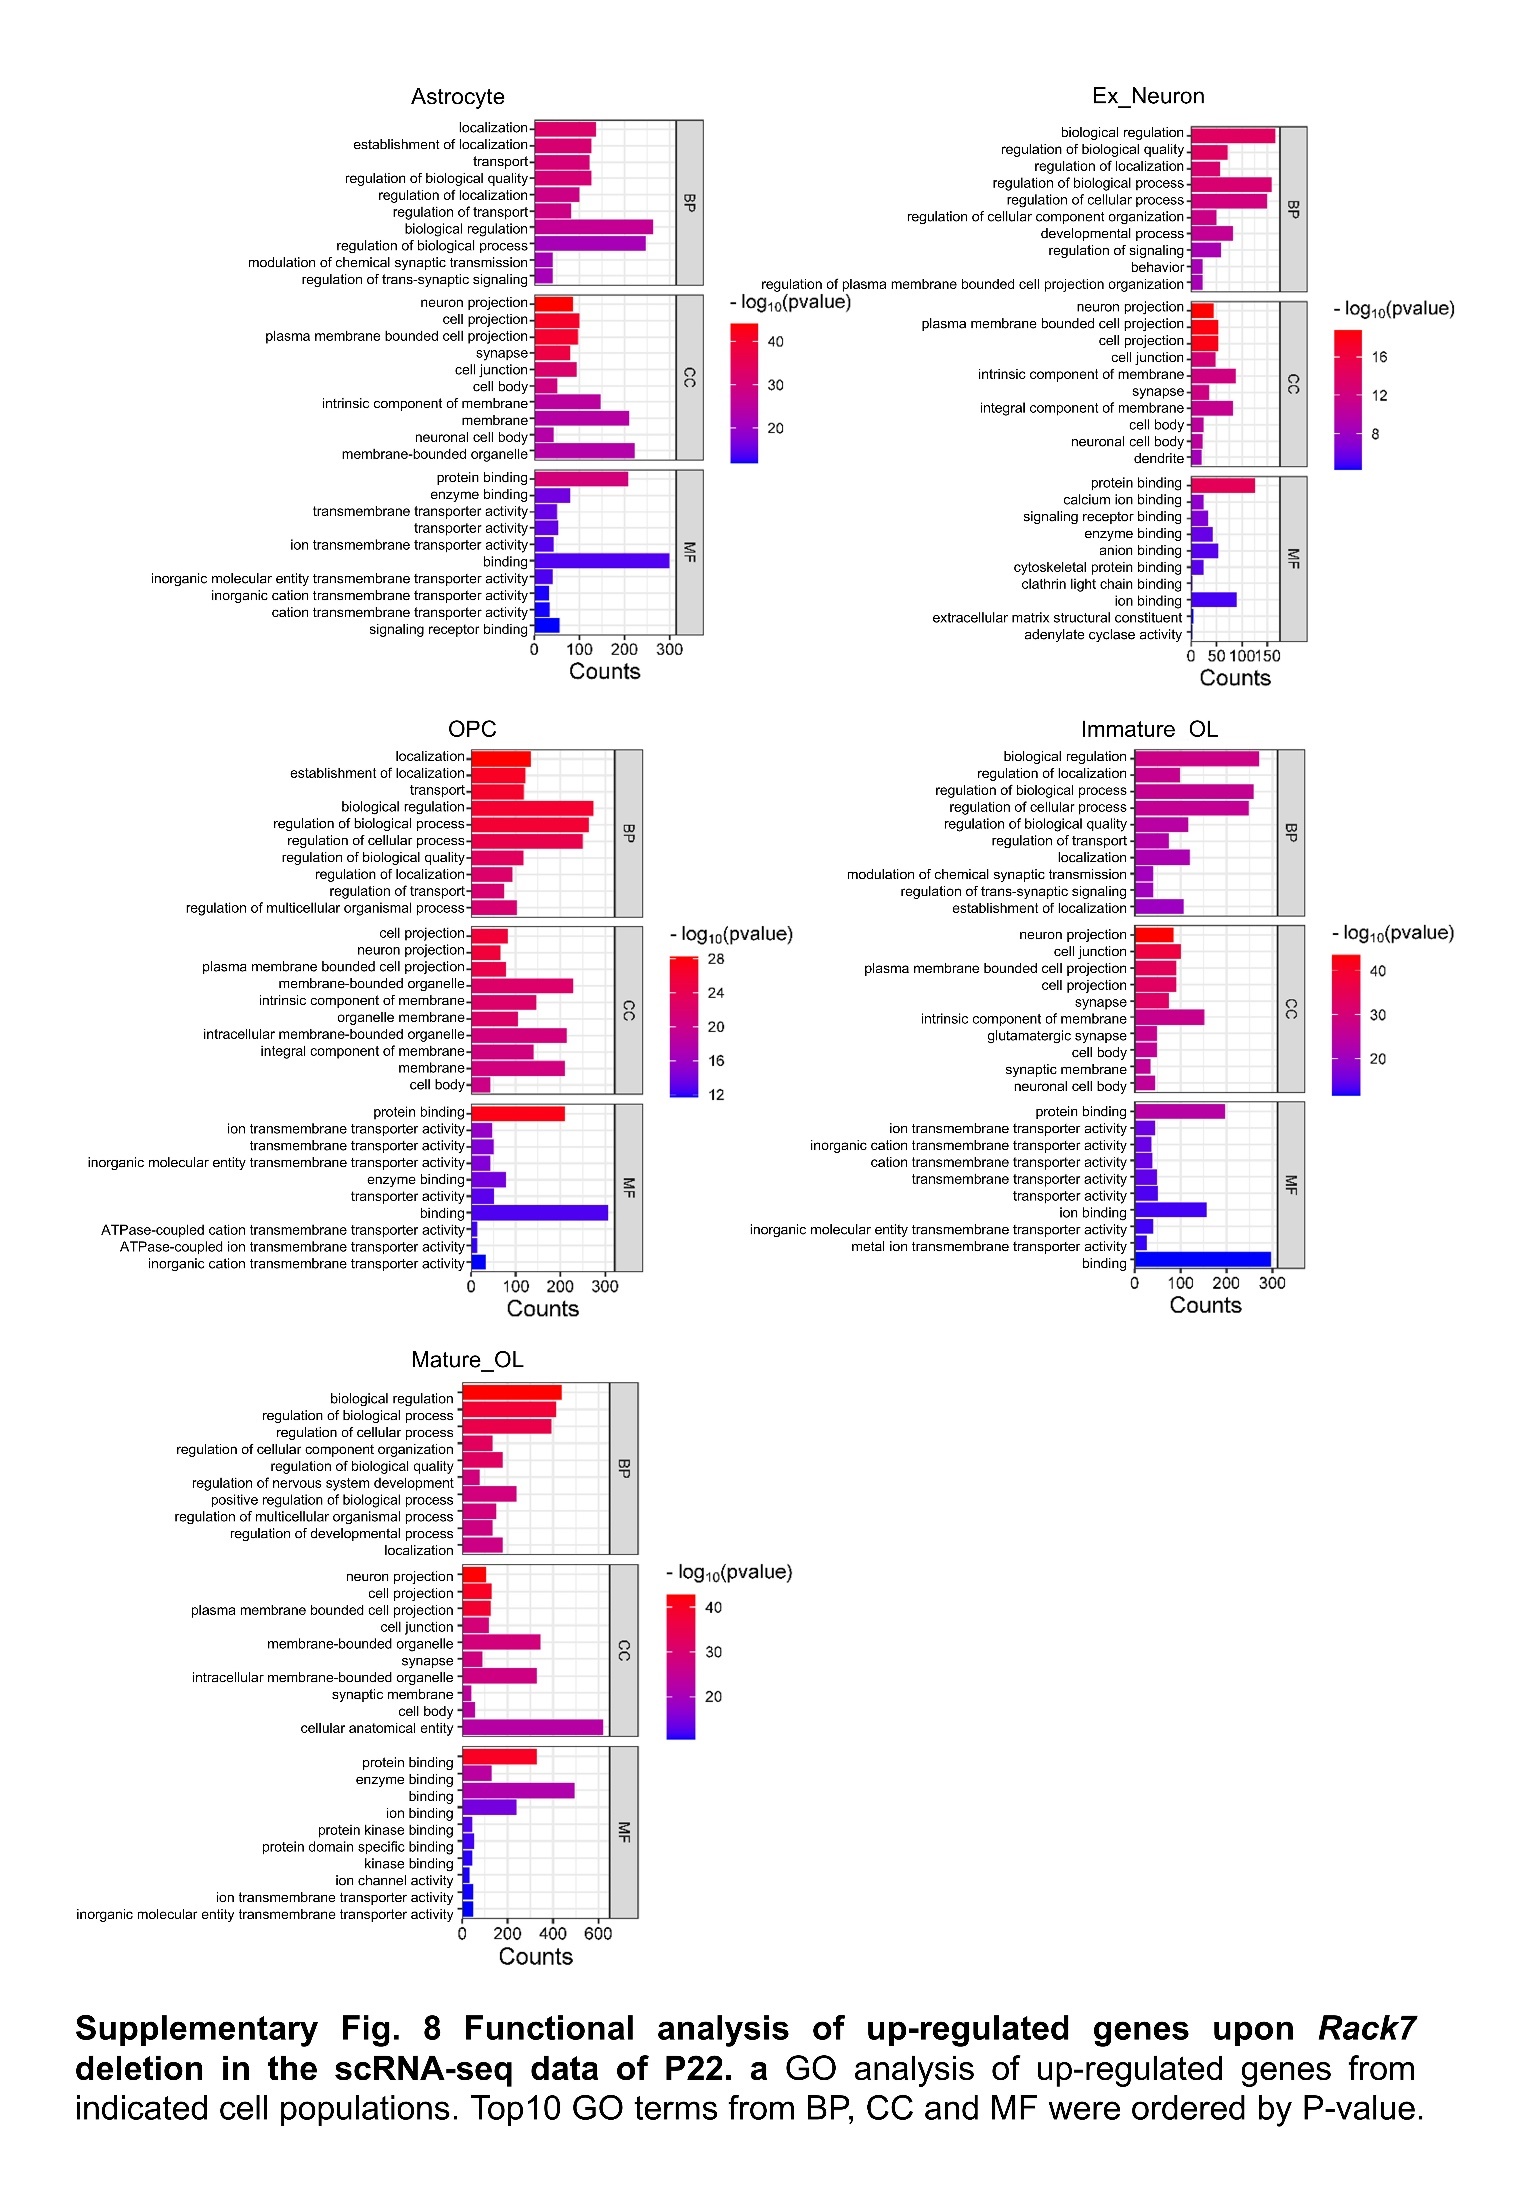

**Figure S8 Functional analysis of up-regulated genes upon *Rack7* deletion in the scRNA-seq data of P22.** GO analysis of up-regulated genes from indicated cell populations. Top10 GO terms from BP, CC and MF were ordered by *p*-value.

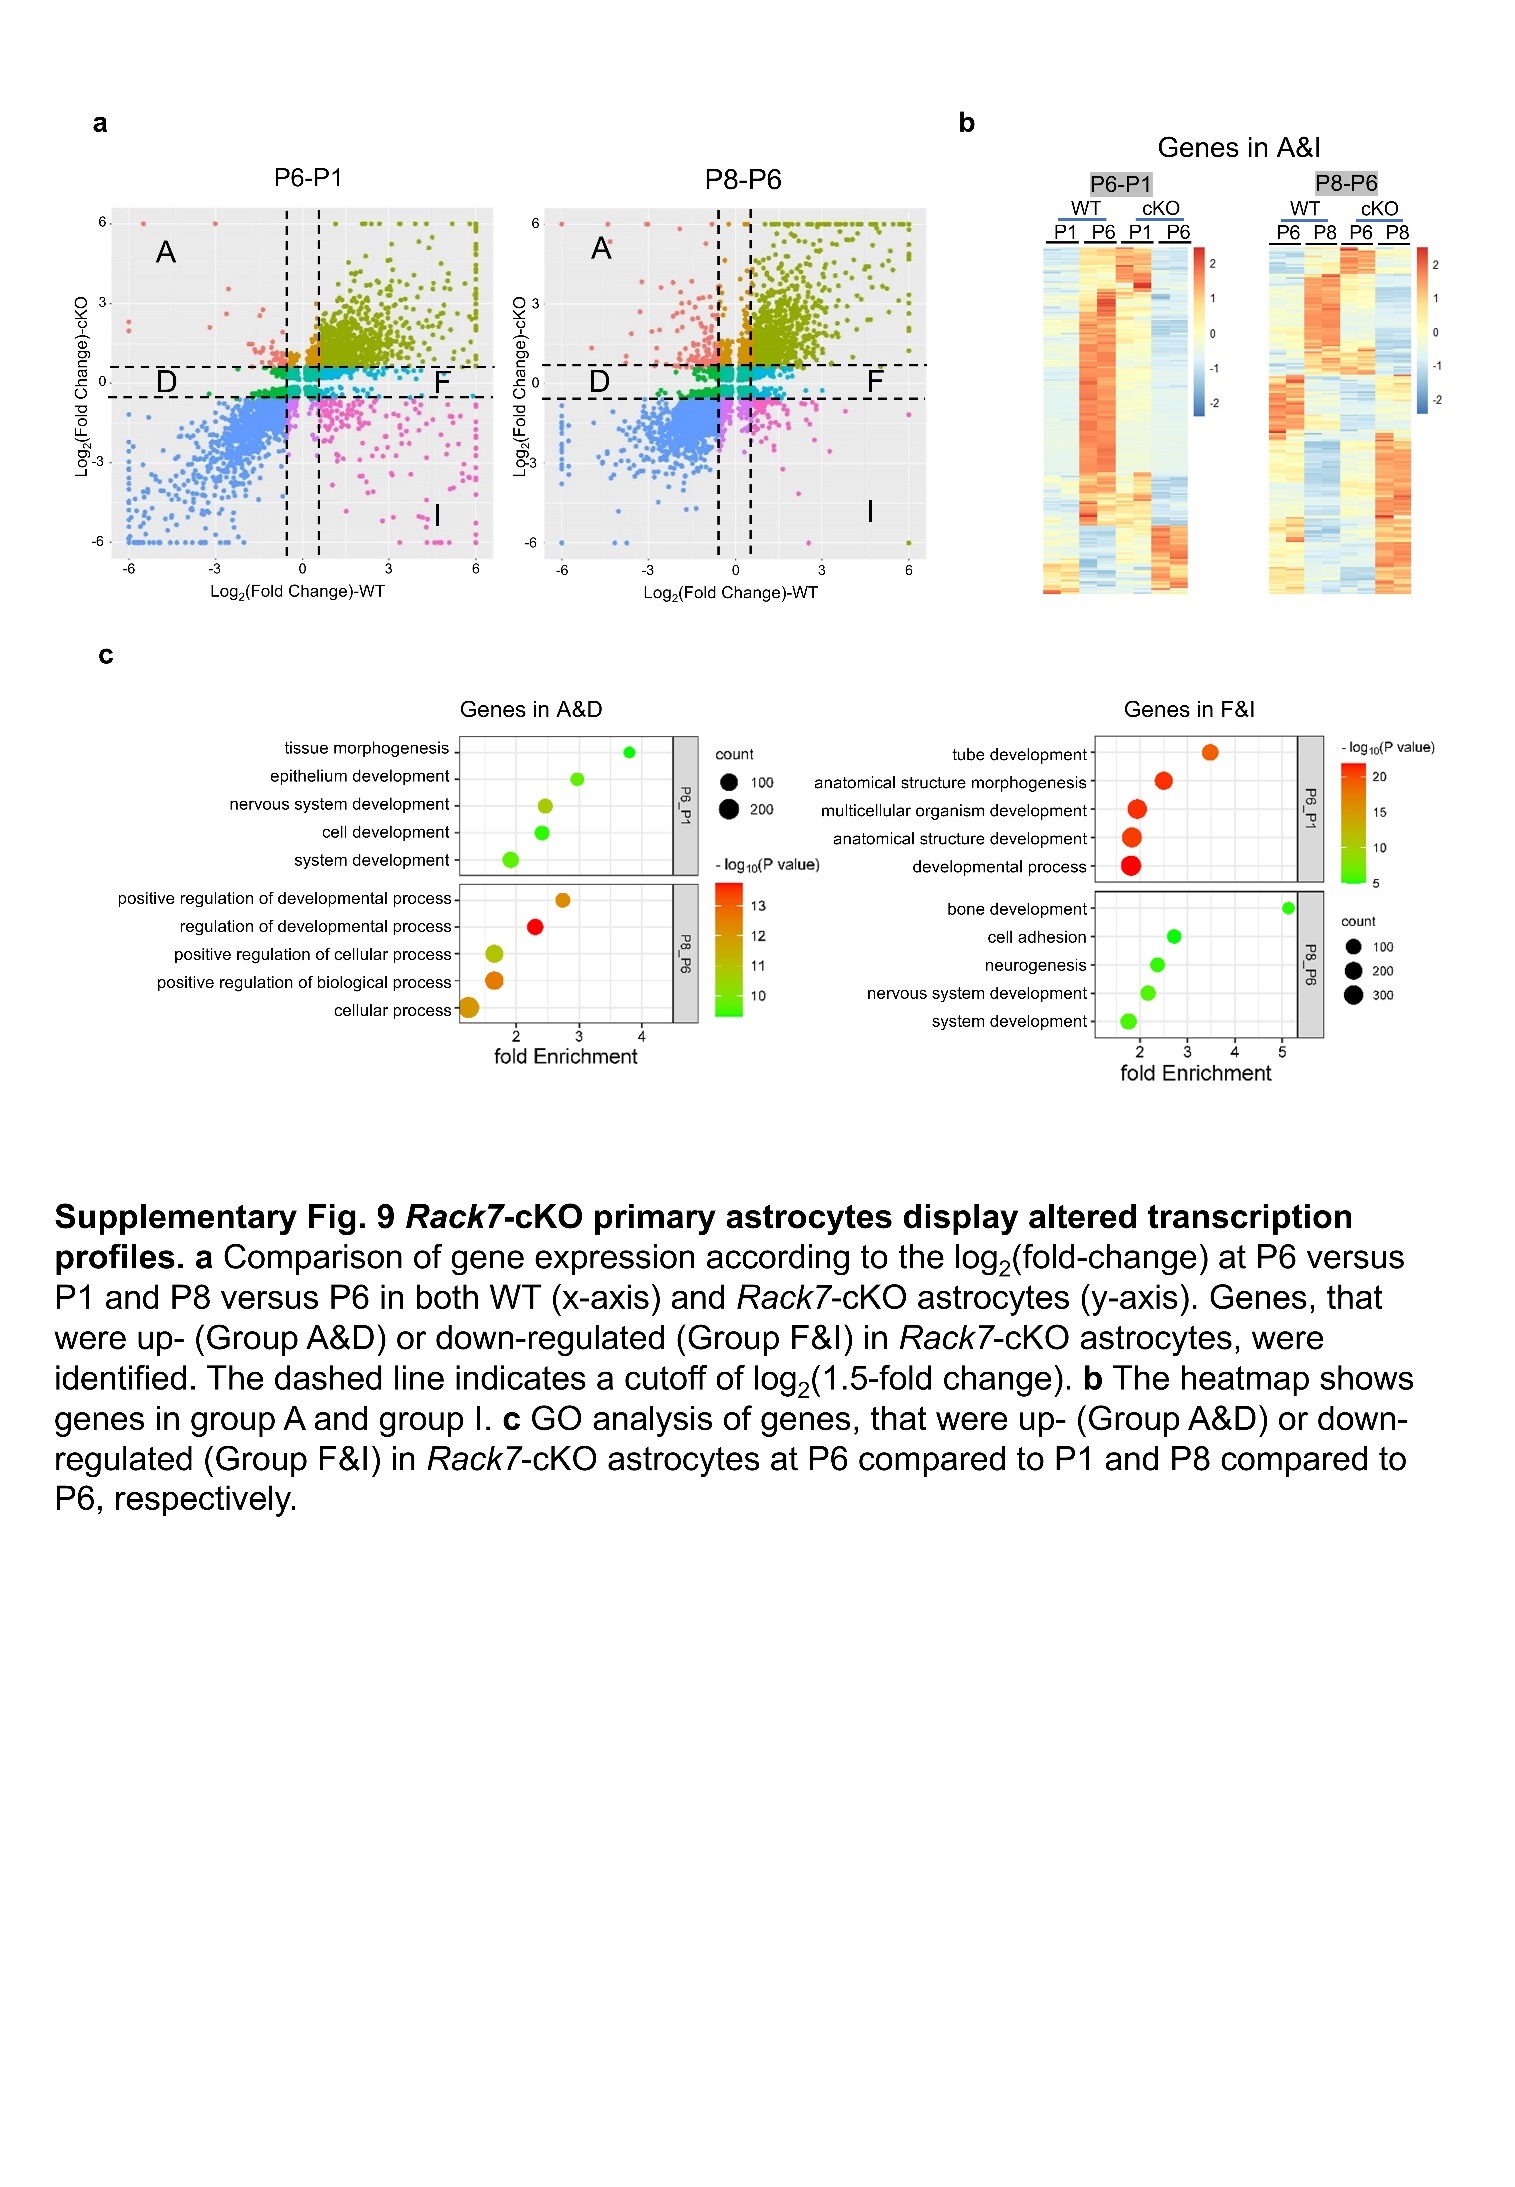

**Figure S9** ***Rack7*-cKO primary astrocytes display altered transcription profiles. a)** Comparison of gene expression according to the log_2_(FC) at P6 versus P1 and P8 versus P6 in both WT (x-axis) and *Rack7*-cKO astrocytes (y-axis). Genes, that were up- (Group A&D) or down-regulated (Group F&I) in *Rack7*-cKO astrocytes, were identified. The dashed line indicates a cutoff of log_2_(1.5-FC). **b)** The heatmap shows genes in group A and group I. **c** GO analysis of genes, that were up- (Group A&D) or down-regulated (Group F&I) in *Rack7*-cKO astrocytes at P6 compared to P1 and P8 compared to P6, respectively.

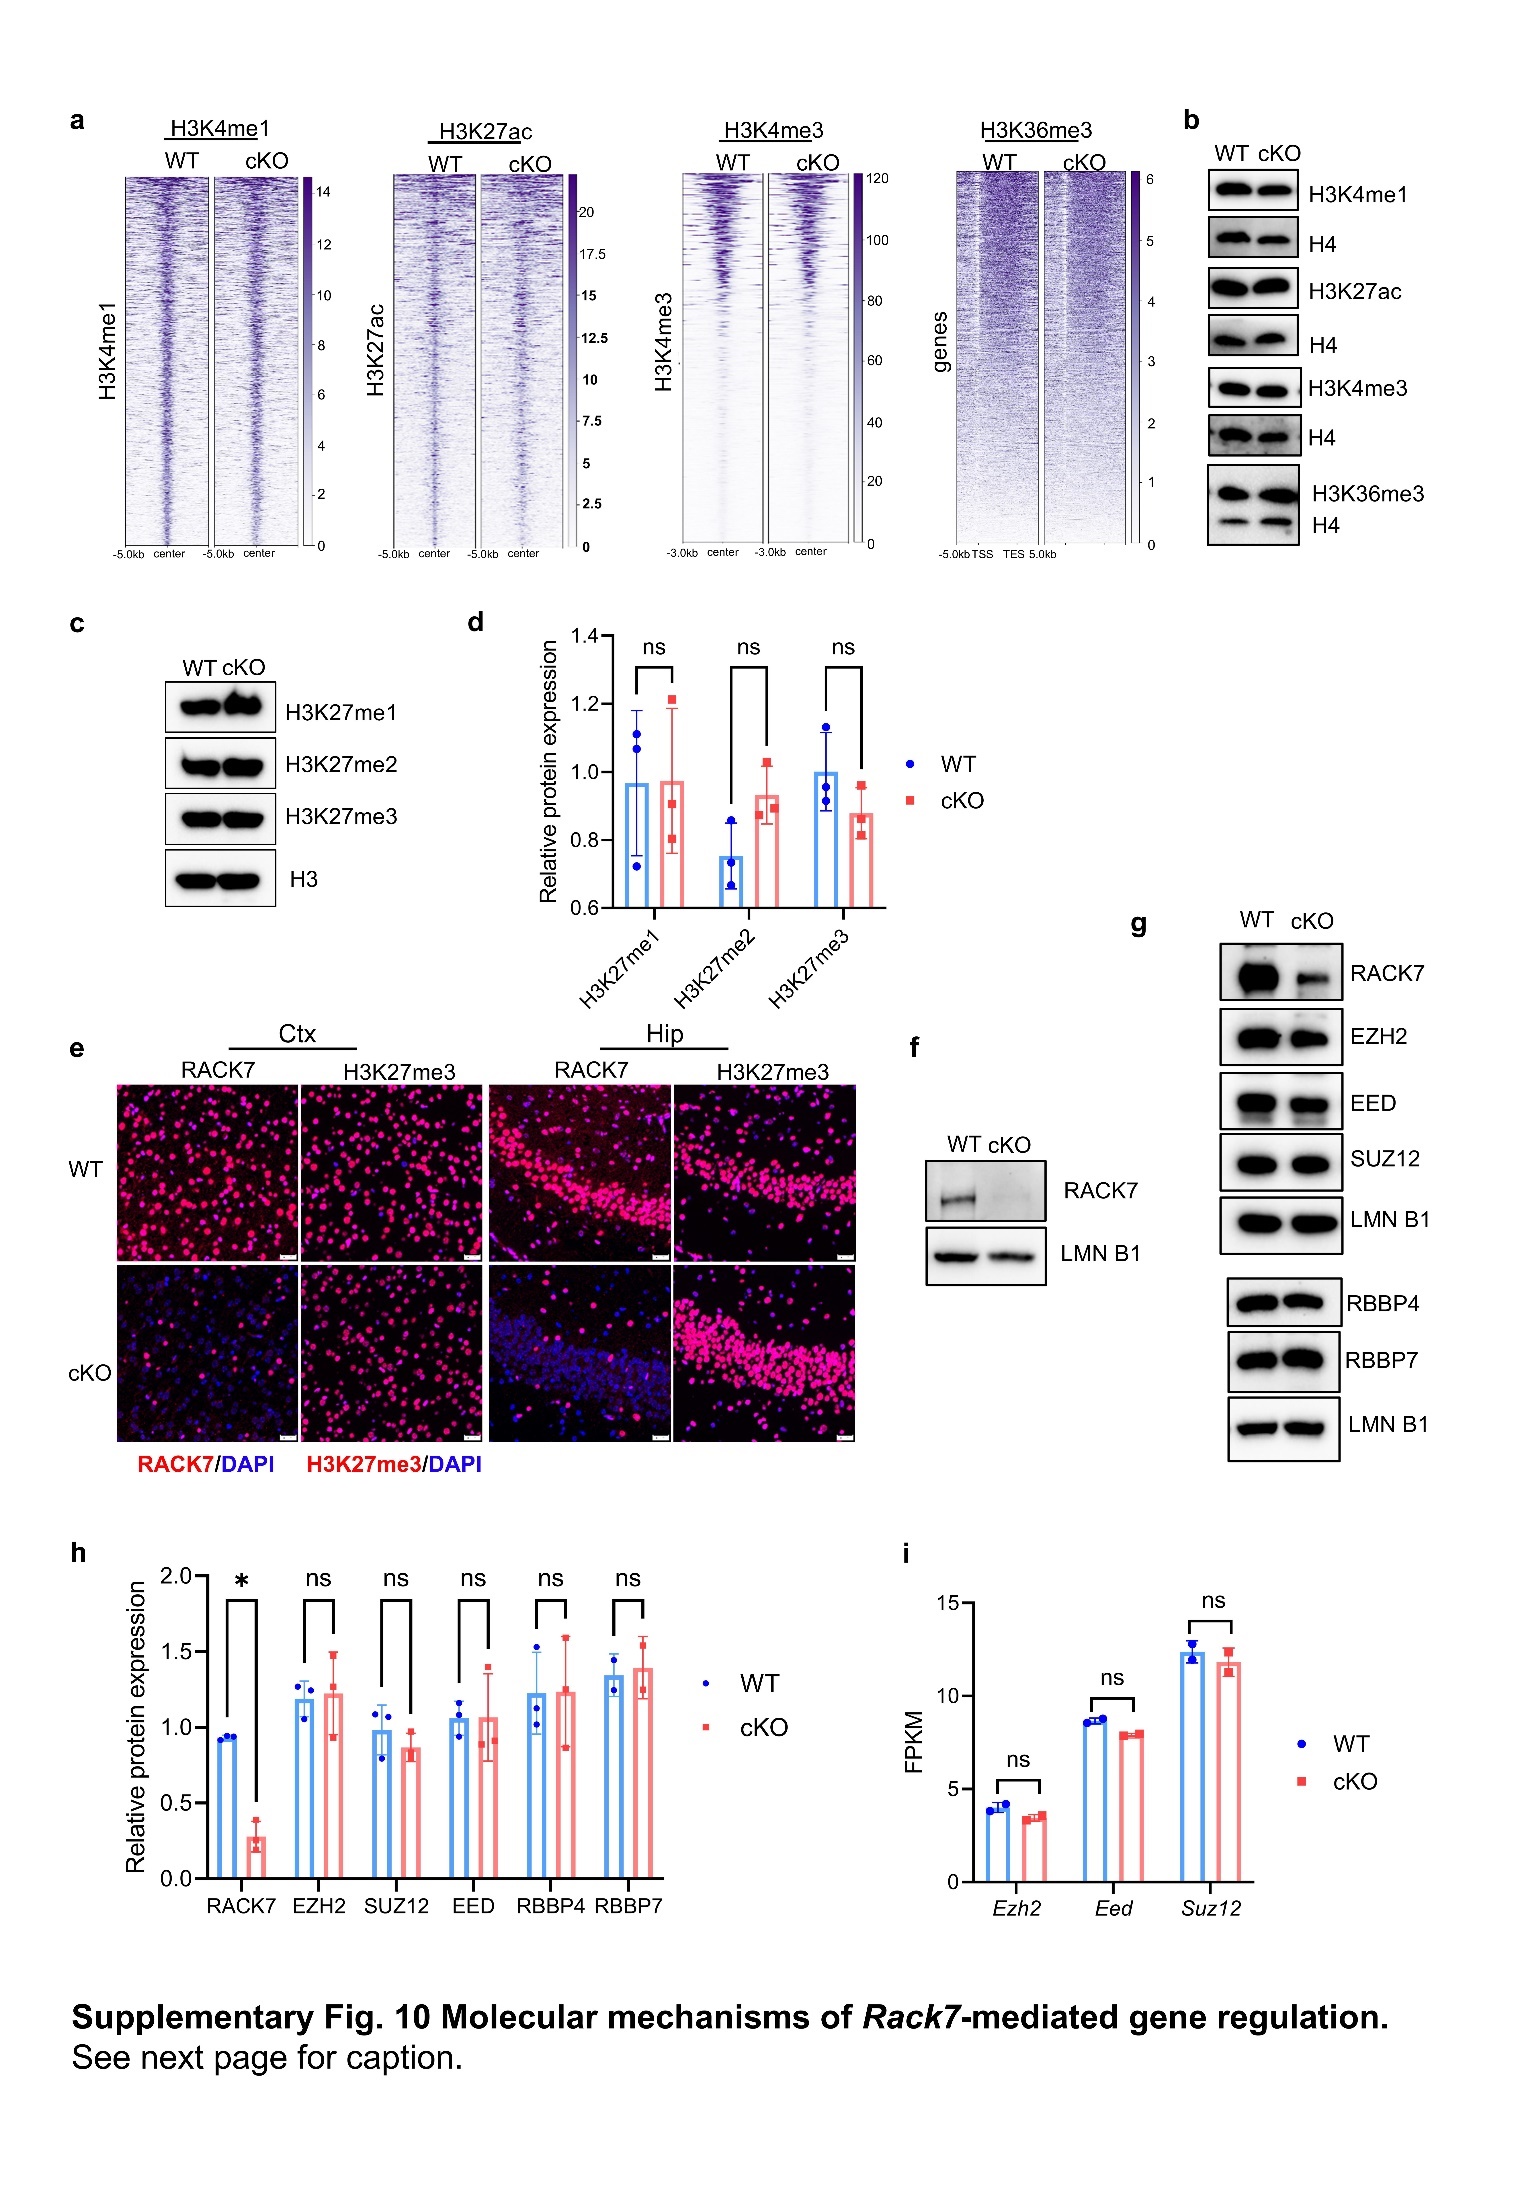

**Figure S10** **Molecular mechanisms of *Rack7*-mediated gene regulation.** **a)** Heatmap analysis of H3K4me1, H3K27ac, H3K4me3 and H3K36me3 ChIP-seq signals in WT and *Rack7*-cKO primary astrocytes. **b)** Immunoblots of histone H3K4me1, H3K27ac, H3K4me3 and H3K36me3 in WT and *Rack7*-cKO primary astrocytes. **c)** Immunoblots of histone H3K27me1, H3K27me2 and H3K27me3 in WT and *Rack7*-cKO primary astrocytes. **d)** Densitometric quantification of immunoblot results of H3K27me1, H3K27me2 and H3K27me3 from three biological repeats. **e)** IF staining of RACK7 and H3K27me3 in Ctx and Hip of WT and *Rack7*-cKO brain slides. Scale bars = 20µm. **f)** Immunoblots of RACK7 in WT and *Rack7*-cKO primary NSCs and NPCs. **g)** Immunoblots of protein level of RACK7 and PRC2 components. **h)** Densitometric quantification of immunoblot results of RACK7 and PRC2 components from three biological repeats. **i)** FPKM of PRC2 core components in RNA-seq data of P6 astrocytes. Data in **d**, **h**, **i** are presented as the mean ± SD, statistical significance was determined using two-way ANOVA, **p* represents *p*≤0.05, ns represents no significant.

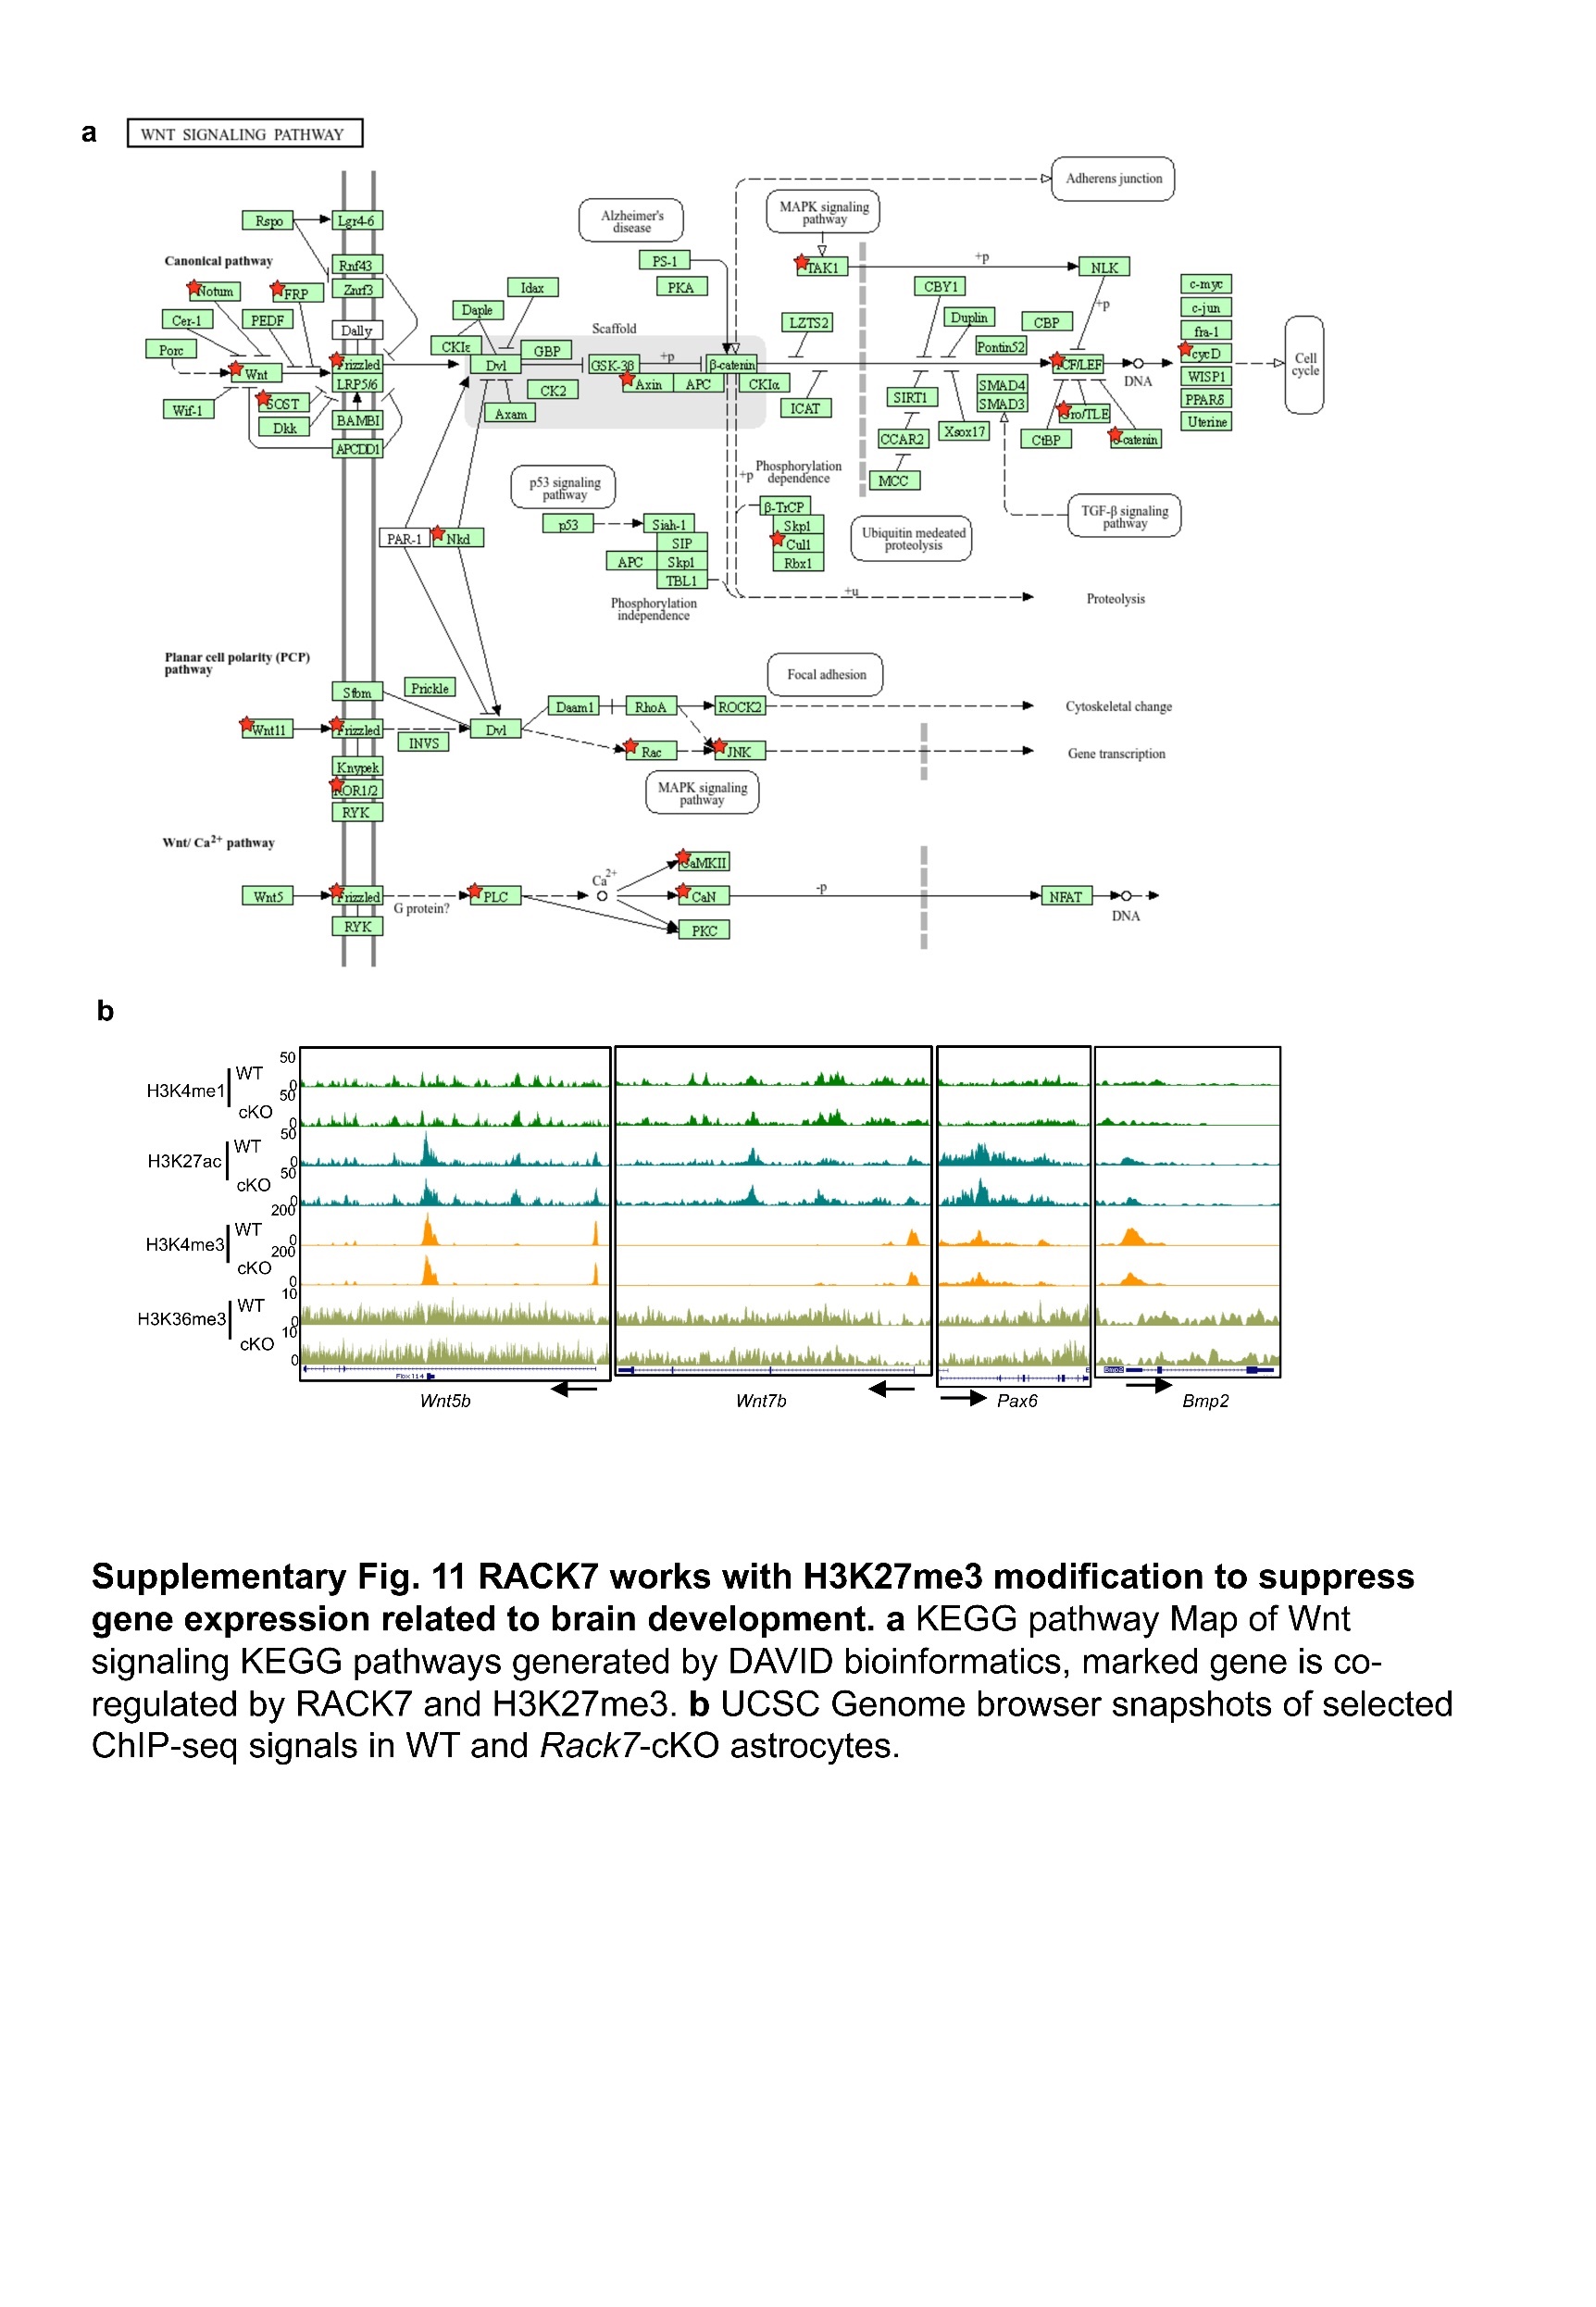

**Figure S11** **RACK7 works with H3K27me3 modification to suppress gene expression related to brain development.** **a)** KEGG pathway Map of Wnt signaling KEGG pathways generated by DAVID bioinformatics, marked gene is co-regulated by RACK7 and H3K27me3. **b)** UCSC Genome browser snapshots of selected ChIP-seq signals in WT and *Rack7*-cKO astrocytes.

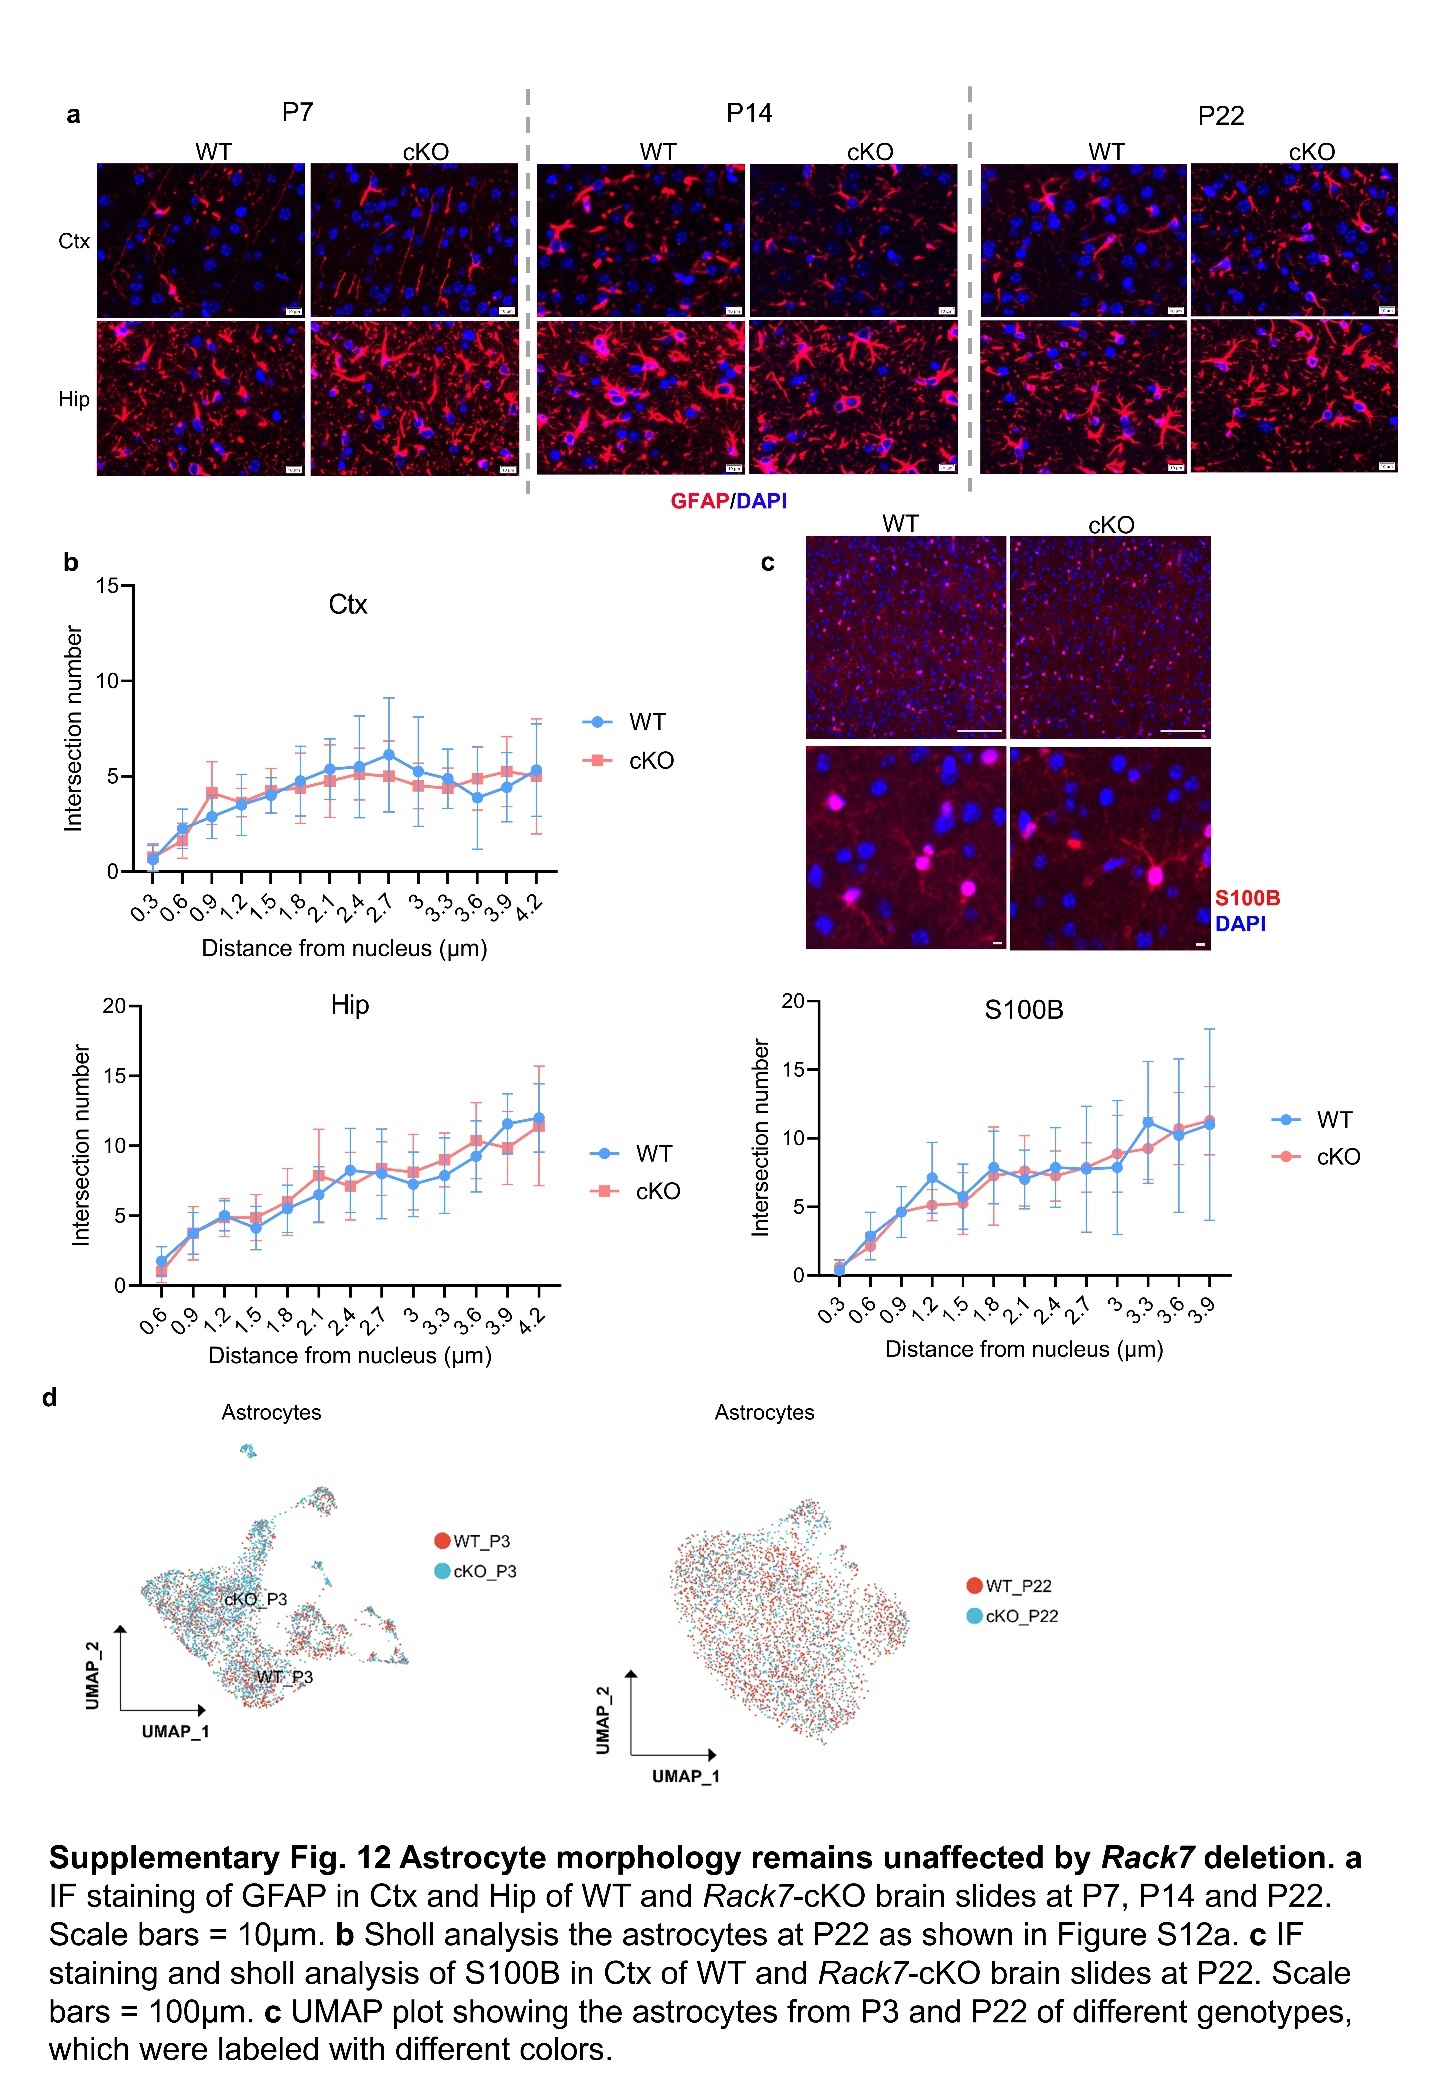

**Figure S12 Astrocyte morphology remains unaffected by *Rack7* deletion. a)** IF staining of GFAP in Ctx and Hip of WT and *Rack7*-cKO brain slides at P7, P14 and P22. Scale bars = 10µm. **b)** Sholl analysis of the IF staining images of GFAP at P22. Cell numbers: *n*=8. **c**) IF staining and sholl analysis of S100B in Ctx of WT and *Rack7*-cKO brain slides at P22. Scale bars = 100µm. Cell numbers: *n*=8. **d)** UMAP plot showing the astrocytes from P3 and P22 of different genotypes, which were labeled with different colors.

How the deposited data were processed for this re-analysis (not part of the article)

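The RNA-seq of primary astrocytes from WT and *Rack7*-cKO mice at P1, P6 and P8 was examined, with 12 libraries in 6 groups of 2. The ChIP-seq, ATAC-seq and single-cell or single-nucleus data, the GO and KEGG analyses, the qPCR, blots, imaging and behaviour were not used here. The values are counts that the authors deposited, whole numbers of reads per gene for 18903 genes and not normalized, in which 33 genes had no count in any library and 26 names were carried by more than 1 identifier. They were made from reads mapped with Hisat2 to GRCm38. The counting program is not given in the sources used here, so reads of genes that overlap or share sequence could have been given to either one. The methods name ballgown and DESeq2 for the differential tests with cut-offs on p and fold change, without saying which tool gave which result or whether p was adjusted.

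Gene positions, lengths and GC content came from the GENCODE vM21 annotation of GRCm38, which held 18861 of the identifiers. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Library totals lay between 54413504 and 89183250, with a median of 67180944.5, and TMM factors between 0.943 and 1.07. The 10 most abundant genes took between 6.14% and 8.29% of a library. Replicates differed by more than counting noise, with a chi-square per degree of freedom of 30.5 to 47.1 for genes with at least 200 counts in a group, and their Spearman correlation across genes was 0.991 to 0.993. The common biological coefficient of variation was 0.178. Where a group had no count, 3 counts over the group served as its floor.

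The model gave each group its own mean, and its contrasts were cKO minus WT at each time point, the steps between time points within a label, and the differences of genotype effects between time points. Genes were called at an unadjusted p below 0.05 and a fold change of at least 1.5, and separately at a Benjamini-Hochberg adjusted p below 0.05 with the same fold change. Interaction terms were called by adjusted p alone. Sets of genes were tested with limma's fry, adjusted over the time points or over lists and time points, and with camera with an estimated correlation. Of the genes tested, 99.8% had a known GC content.

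The genes named were those of the lists (genes the paper names or shows for the RNA-seq, the Wnt ligand family, the PRC2 subunits and *Zmynd8*), and at each time point the 3 largest rises and 3 largest falls past the adjusted cut-off with a mean of at least 1 CPM over all libraries and with both libraries labelled cKO on one side of both labelled WT. For each interaction contrast the 2 largest changes each way were named without the last condition, in groups A and I the 2 genes per step with the largest sum of absolute changes, and in each list of cell type markers the 3 members with the highest mean CPM. Of the genes this rule names, 1 is not reported here. The colours of the heatmaps in Figure 5g and the PRC2 levels in Figure S10i had been seen when the lists were written. The comparisons behind the passages with their tests, this rule, the first marker lists with fry, and the alternatives for the main results, other than the removal of GC content and length trends and those for *Zmynd8*, were chosen before the data were examined. The lists of canonical Wnt target genes and of Hox genes were added after that and before their own values were seen. The second fibroblast list, the microglia list without the second *Itgam* identifier, the bounds from single libraries, camera on the marker lists, set tests of interaction terms and the tests named at the top of the closing parts were added later.

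The marker lists were for microglia, oligodendrocyte lineage, neurons, endothelial cells, fibroblasts, mural cells, ependymal and choroid plexus cells, astrocytes, neural stem cells, proliferation, *Xist* and Y-linked genes. A second fibroblast list and lists of canonical Wnt target genes and of Hox genes were also tested. The alternatives were a fold change of at least 2, camera, DESeq2 size factors, no filter on low counts, the replicate number as a block, GC content and length trends removed, edgeR or DESeq2 on the libraries of the compared time points alone, DESeq2 on all libraries, and each library left out in turn. A group left with 1 library is assumed to vary like the others.

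The fits were tested on simulated data. Of 200 genes changed in simulated P8 libraries, 81.5% were recovered at an adjusted p below 0.05 in edgeR, with 7 false calls, and 382 genes were called falsely by the unadjusted cut-off. DESeq2 on 4 simulated libraries recovered 87.5% with 100 false calls at the adjusted and 376 at the unadjusted cut-off. For a planted set of changed genes fry gave 4.35e-09 and camera 6.91e-08 as unadjusted p, and for a random set 0.0615 and 0.220.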

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

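Of the tests in this part, those of the fibroblast share behind *Wnt2*, *Ror2*, *Wnt7b* and *Wnt9a*, of microglia behind *Wnt7b* and *Wnt9a*, of the microglia list without the second *Itgam* identifier, of exchanged labels and of GC content and length trends for *Zmynd8*, and of pup sex across time points were chosen only after the results were seen.

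*Zmynd8*, the gene of RACK7, is included because the paper does not report its RNA level. It was higher in the libraries labelled cKO, with log2 fold changes of 0.65 at P1, 1.04 at P6 and 0.70 at P8, while the label stands for a deletion. In every alternative the difference kept its direction and an adjusted p from edgeR or DESeq2 below 0.05, with 0.00196 as the highest, at P1. With GC content and length trends removed it was 1.04 at P6, which argues against such trends as the cause, while their removal moved 142 genes by more than 0.1 on the log2 scale at that time point. From the *Zmynd8* counts, labels exchanged at all 3 time points cannot be told apart from a deletion with a higher level of the remaining transcript. Only reads on exons 3 and 4, 2.60% of the transcript, could show it, and counts per gene do not separate them. The exons lie from 165852868 to 165852879 and from 165852000 to 165852148, and their joint length leaves 2 bases beyond whole codons. The RACK7 protein level in such cultures is shown by the paper's immunoblots in Figure 5c. The paper also reports that genes raised in *Rack7*-cKO astrocytes fell by qPCR after a *Rack7* transgene was added. Of the genes with primers, *Wnt9a* was higher here with the label cKO at all 3 time points and *Pax6* at P6 and P8. *Wnt2* and *Wnt2b* went both ways. The qPCR was not made on these libraries, so it does not settle their labels. Reads from *BC046401* or *Gm11465* on the same span were not tested. A direction given for any gene here rests on the labels.

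The genotype effect differed between time points, by interaction terms tested in edgeR, for 2746 genes between P6 and P1, for 3849 between P8 and P6 and for 4606 between P8 and P1. With each library left out in turn, the numbers were 2122 to 2541, 2914 to 3773 and 3642 to 4727. Pups of different sex at the time points are a candidate explanation. In the P6 libraries, *Xist* had at least 825 CPM (up to 1436) and the 4 Y-linked genes together at most 0.0622, and in the P1 and P8 libraries the Y-linked genes had at least 259 CPM (up to 344) and *Xist* at most 0.915. The libraries of P1 and P8 are thus of the same sex by these genes, which argues against sex as the source of the 4606 differences between them. For the contrasts with P6, sex and time point cannot be told apart, because all 4 P6 libraries are from one sex and all others from the other. A different mix of male and female pups between the genotypes is argued against at each time point, since no P1 or P8 library had more than 0.915 CPM of *Xist* against 825 in the P6 libraries. The level of *Xist* at P6 is itself included because the paper's text names both sexes for its experiments and does not give the sex behind each library. Age differs between the time points by design, and its effect was not tested apart from that of litter or culture. Shares of other cells were not tested as a source of these numbers either. Between P8 and P1 the genotype effect on the fibroblast list differed by a median of -4.29 (adjusted p = 2.76e-10 by limma's fry on the interaction terms). The 4606 differences can therefore not be taken as effects within astrocytes.

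*Wnt2*, *Ror2* and *Shh* had genotype effects that differed by the same test. The interaction terms between P6 and P1 were -8.43 for *Wnt2*, -5.82 for *Ror2* and 2.61 for *Shh* (adjusted p = 6.27e-06, 7.77e-08 and 1.03e-05 from edgeR). Between P8 and P1 they were -3.97, -3.04 and 4.33 (adjusted p = 2.69e-04, 2.49e-06 and 2.90e-07). *Ror2*, a Wnt receptor shown in Figure 5g for P1, had log2 fold changes of 1.86, -3.96 and -1.18. A candidate explanation for *Wnt2* and *Ror2* is a share of fibroblasts that was higher at P1 and lower at P6 and P8 in the libraries labelled cKO. A second list of 20 fibroblast genes, 19 of them tested and 12 found at 1 CPM or more in every library, had a median of 1.39 at P1, -1.05 at P6 and -1.50 at P8 (adjusted p = 1.02e-08, 2.15e-09 and 2.15e-09 by limma's fry), the signs that this explanation needs. Only the signs match, and the sizes are not accounted for. The median of this list fell further from P6 to P8, while the effects on *Wnt2* and *Ror2* were more positive at P8 by 4.46 and 2.77. The first fibroblast list differed by a median of 0.24 between these time points. Members of the second list ran from -8.26 to 4.13 at P6. A share of fibroblasts is argued against for *Wnt7b* and *Wnt9a*, which were higher at all 3 time points while the second list stood at -1.50 at P8. A larger share of microglia is argued against for these ligands as well, since the microglia list was at -0.21 at P1, where both were higher. Regulation of *Wnt2* and *Ror2* within astrocytes stays open, and for *Shh* neither a technical nor a biological explanation was tested beyond pup sex.

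Marker lists of other cells were higher or lower in the libraries labelled cKO, and are included because the paper reports no such comparison for these cultures. The fibroblast list (8 genes, 7 of them at 1 CPM or more in every library) had a median log2 fold change of 2.75 at P1, -1.10 at P6 and -1.46 at P8 (adjusted p = 5.76e-09, 5.76e-09 and 1.28e-08 by fry and 2.50e-04, 0.00219 and 0.00223 by camera, both in limma). *Col1a2* had 74.8 and 74.3 CPM with the label WT and 849 and 844 with the label cKO at P1, 2324 and 2384 CPM with the label WT and 930.2 and 878 with the label cKO at P6 and 9168 and 9307 CPM with the label WT and 2924 and 3055 with the label cKO at P8. *Col1a1* had log2 fold changes of 2.16, -0.82 and -1.30, and *Fn1* of 0.70, -0.25 and 0.081. The endothelial list (6 of 8 genes tested, 2 at 1 CPM or more in every library) had medians of 1.57, -3.22 and -0.56 (adjusted p = 2.00e-07, 2.89e-08 and 6.64e-06 by fry and 0.0147, 0.0168 and 0.471 by camera, both in limma). At P8, 3 of the 6 genes were positive and the fall does not hold by camera. *Cdh5* had 55.7 and 57.0 CPM with the label WT and 1.11 and 0.607 with the label cKO at P6, whereas *Flt1* had 39.8 and 33.9 CPM with the label WT and 51.8 and 54.7 with the label cKO. *Kdr* had log2 fold changes of 0.087, -0.90 and 0.17. Between P6 and P1 the effect on the fibroblast list differed by a median of -3.93 and that on the endothelial list by -5.04 (adjusted p = 2.76e-10 and 5.11e-09 by fry on the interaction terms). Cells carried over in different shares are consistent with the second fibroblast list at -1.05 for P6, but that list was written after the first was seen, and expression of these genes by astrocytes was not excluded.

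The microglia list (15 genes under 16 identifiers, all 15 at 1 CPM or more in every library) was higher at P8, with a median of 1.04 (adjusted p = 1.71e-07 by fry and 0.0168 by camera, both in limma). At P6 its median was 0.023, and fry gave a downward direction (adjusted p = 0.0339), opposite in sign to the median, and camera gave 0.760. The downward test rests on the second *Itgam* identifier. The list without it had a median of 0.059, and fry gave adjusted p = 0.476, upward. *Lyz2* had 4371 and 4315 CPM with the label WT and 8836 and 8847 with the label cKO at P8, and *C1qa* had 609 and 571 CPM with the label WT and 1403 and 1419.8 with the label cKO. Between P8 and P6 the effect on the list differed by 1.03 (adjusted p = 2.41e-07 by fry on the interaction terms). Figure 5g shows *Trem2*, *C1qa* and other immune genes at P8 among the astrocyte genes. Without the genes it shows, the list still had a median of 1.02 at P8, with 13 of 14 identifiers higher, so a larger share of microglia in the P8 libraries labelled cKO may contribute to these genes, and a stronger response of the same number of microglia would give the same values. At P6 a larger share of microglia is argued against for the immune genes of Figure 5g, since of the 10 most abundant other microglia genes, taken without *Itgam*, the highest log2 fold change was 0.18 (*Ctss*) and the lowest -0.37 (*Cd68*), against 1.58 for *Il1b*. *Itgam* was left out because its reads are listed under a pair of identifiers. The first rose by 1.63, more than *Il1b*, and the sum of both by 0.33. The call for *Il1b* at P6 was lost with edgeR or DESeq2 on the P6 libraries alone (0.0781 and 0.0701, in a range from 1.29e-05 to 0.0781 over its alternatives).

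At P6 a larger share of oligodendrocyte-lineage cells as a whole is argued against as the sole source of the glial genes of Figure 5g. A larger share of part of the lineage stays open, because 2 of its 10 tested genes were higher by adjusted p from edgeR. The list of these cells had a median of -0.45 at P6, with 3 of 10 genes positive in a range from -0.78 to 0.43. The lowest log2 fold change of the Figure 5g genes at P6 was 0.62. At P8 a larger share cannot be told apart from a change in other cells, because members of the list went both ways. The median at P8 was -0.20, with 4 positive in a range from -2.18 to 0.87. By the adjusted cut-off with its fold change of at least 1.5, 2 were lower and 0 higher at P6, and 4 lower and 1 higher at P8, which goes against a larger share. By adjusted p from edgeR at any fold change, 3 were lower and 2 higher at P6, and 4 lower and 3 higher at P8. Both tests by fry were downward (adjusted p = 0.0430 and 0.0152), and camera gave 0.608 at both, each in limma. At P1 the list was higher, with a median of 0.18 and 7 of 10 genes positive (adjusted p = 0.0109 by limma's fry), and these cells were not tested as a source there. *Cnp* had log2 fold changes of -0.075, 0.43 and 0.20, *Cspg4* of 0.99, -0.40 and -1.34 and *Tns3* of -0.051, 0.21 and 0.37.

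The proliferation list was lower at P1, with a median of -0.30 (adjusted p = 1.06e-04 by fry and 0.0320 by camera, both in limma), and all 10 genes were negative. *Mki67* had 235 and 235 CPM with the label WT and 175 and 169 with the label cKO, and *Top2a* and *Ccna2* had log2 fold changes of -0.35 and -0.31. At P6 the median was -0.47 (adjusted p = 1.93e-05 by fry) and at P8 -0.078 (adjusted p = 0.0152), while camera gave 0.0516 and 0.572. The fry call at P8 was lost with GC content and length trends removed (0.0848), and without P8 WT replicate 2 or P8 cKO replicate 1. The density of the cultures was not known, and no explanation was tested.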

How the results depend on the processing

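The removal of GC content and length trends, and the use of the other alternatives on *Zmynd8*, were chosen only after the results were seen. Of 765 values of 39 main results under the alternatives, 740 stayed the same within their limits, 3 were weaker, 22 counts moved by more than 1.5 times and 0 became stronger or reversed.

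A fold change of at least 2 lowered the counts, as a stricter threshold must. At P1 it left 763 genes up-regulated and 209 down-regulated by the unadjusted p, and 72 down-regulated by the adjusted p. At P6 the unadjusted numbers were 976 and 865 and the adjusted ones 784 and 714. At P8 they were 1267 and 1040, and 1102 and 925. Up-regulated at any time point were 2204. Group A held 14 genes for P6 against P1 and 48 for P8 against P6, and for the second step group I held 26 and group F 455. Of the Wnt ligands, 2 stayed up-regulated at P1, and of the genes of Figure 5g, 8 at P6 and 13 at P8.

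Of the genes down-regulated at P1 by the adjusted p, 160 before any change, there were 264 with DESeq2 on all libraries and 98 with the replicate number as a block. With each library left out in turn they numbered 101 (without P1 WT replicate 1) to 163. The cause was not tested. The replicate numbers do not pair the libraries, since the difference between replicates 1 and 2 correlated between the labels by 0.00506, 0.0183 and -0.0512 at P1, P6 and P8 across 12370 genes, so a call lost under the block is no measure of a weaker effect.

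The Wnt ligand set gave adjusted p = 0.0727 at P1 and 0.535 at P8 by camera with an estimated correlation in limma. At P8, fry gave between 0.00445 and 0.0772 with each library left out in turn, the highest without P8 WT replicate 2. For the number of Wnt ligands up-regulated at P1, leaving out libraries gave 3 to 6, with 6 without P1 WT replicate 2, and at P6 4 to 6, with 4 without P6 WT replicate 1 or P6 cKO replicate 1.

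For single genes, 4063 values of 214 results were computed, of which 3872 stayed the same, 160 lost their call, 31 gained one and 0 reversed. For the marker lists, 611 values of 36 results gave 533 that stayed the same, 62 weaker, 15 stronger and 1 reversed. The last was the neural stem cell list at P6, which without P6 WT replicate 1 was directed downward (adjusted p = 0.985 by fry in limma). With each library left out in turn, its adjusted p ran from 0.00595 to 0.985. The Y-linked list at P6 gave no value with edgeR on one time point alone, since too few of its genes passed the filter, and a few Wnt ligands lack a value where they did not pass it. The share of up-regulated genes at P1 stayed between 66.8% and 74.5% with each library left out, and was 72.1% with DESeq2 size factors. Removing GC content and length trends moved log2 fold changes by a median of 0.0126 at P1, 0.0121 at P6 and 0.0447 at P8.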

Differences from the paper's values

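No value differed from the paper's by more than 1.5 times. The largest ratio was 1.14, for 444 genes down-regulated at P1 against the paper's 391. Under DESeq2 on one time point alone, an alternative set before the data were examined, the numbers of up-regulated and down-regulated genes were 1027 and 391 at P1, 1596 and 1358 at P6 and 2220 and 1893 at P8, against the paper's 1892 for the last and equal to the paper's for all others. Up-regulated genes at any time point numbered 3669, and 3575 under that setting, against about 3600 in Fig. 7c, read by eye. The numbers of up-regulated Wnt ligands match the paper's.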

Other observations

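Of the tests in this part, those of the summed *Itgam* identifiers, of GC content and length trends at P1, of the astrocyte share at P8 and of a single animal per group were chosen only after the results were seen.

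Canonical Wnt target genes were tested for a rise in the same cultures as the Wnt ligands. At P1 the list (9 of 12 genes tested) had a median log2 fold change of 0.56, 7 of 9 genes higher, and adjusted p = 3.16e-04 by fry and 0.0898 by camera, both in limma, which is consistent with a higher response to Wnt ligands. At P6 fry gave adjusted p = 0.0151 with a median of 0.14, but 3 genes were higher and 3 lower by the adjusted cut-off, and at P8 fry gave 3.16e-04 downward with a median of 0.13, 2 higher and 3 lower. The rise looked for was thus not found at P8. The fall by fry was opposite in sign to the median and did not hold by camera (adjusted p = 0.290 in limma). At P6 a response to the ligands cannot be told apart from other causes, because members of the list went both ways.

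Hox genes, often repressed by PRC2, were tested as a sign of lower repression. At P8 the 12 tested had a median of 1.30, 11 of 12 higher and 5 past the adjusted cut-off, with adjusted p = 2.17e-04 by fry and 0.165 by camera, both in limma, which is consistent with lower repression at that time point. At P1 and P6, fry gave adjusted p = 0.110 at both, with medians of -0.48 and -0.26, and lower repression cannot be told apart from none, because the members went both ways, from -8.12 to 6.07 at P6 in fitted values.

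A pair of identifiers carries the name *Itgam* in the authors' table, the second of which the GENCODE vM21 annotation names *Gm49368*. At P6 the second fell to 1 count in the libraries labelled cKO while the first rose by 1.63, and the log2 ratio of their summed CPM was 0.33. Reads given to one identifier or the other are a candidate explanation of the fall, which would then say nothing of the gene. No biological explanation was tested.

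More genes were higher than lower at P1. With GC content and length trends removed, the up-regulated genes still outnumbered the down-regulated ones 2.55 times, which argues against these trends as the cause.

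The astrocyte list (11 of 12 genes tested, 10 of them at 1 CPM or more in every library) had medians of -0.041, -0.14 and -0.96 at P1, P6 and P8 (adjusted p = 0.751, 0.0602 and 3.47e-05 by fry, and 0.0731 by camera at P8, both in limma). At P6 it passed 0.05 without P6 WT replicate 1 (0.0407) or P6 cKO replicate 2 (0.0355). *Aqp4* had 443 and 451 CPM with the label WT and 113 and 109 with the label cKO at P8, and *Gfap* had 372 and 384 CPM with the label WT and 184 and 176 with the label cKO. *Apoe* had log2 fold changes of -0.041, 0.23 and 0.58. A lower share of astrocytes at P8 would raise the lists of all other cells alike, and is argued against as the sole cause by the fibroblast list at -1.46, which moved apart from the microglia list. Lower expression of these genes in astrocytes stays open.

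The neural stem cell list (5 of 7 genes tested, with *Pax6* also shown by the study) had medians of 0.051, 0.77 and 1.35 (adjusted p = 0.0252, 0.0288 and 6.14e-04 by fry and 0.504, 0.513 and 0.222 by camera, both in limma). *Nes* had log2 fold changes of 0.24, 1.23 and 1.76, *Sox2* of -0.15, 0.86 and 1.35 and *Egfr* of 0.34, -1.85 and -3.07. At P1 the call was lost without P1 WT replicate 1 (0.0930) or 2 (0.0719), P1 cKO replicate 2 (0.107) and P8 cKO replicate 1 (0.0513) or 2 (0.0501). At P6 it was lost without each P1 library (0.0617 to 0.0682), P6 WT replicate 1 (0.985) or 2 (0.283), P6 cKO replicate 2 (0.0801) and P8 cKO replicate 1 (0.0513) or 2 (0.0501).

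The neuron list (4 of 12 genes tested) had medians of 0.031, 1.06 and 0.62 (adjusted p = 0.0152, 7.13e-05 and 4.56e-05 by fry). At P1 its call was lost without P1 WT replicate 1 (0.0743) or 2 (0.0543) or P1 cKO replicate 1 (0.116). *Stmn2* had log2 fold changes of -0.19, 1.11 and 1.61, *Tubb3* of 0.13, -0.049 and 0.55 and *Map2* of -0.067, 1.00 and 0.55. The oligodendrocyte lineage list (10 of 13 tested) had 0.18 at P1 and -0.20 at P8 (adjusted p = 0.0109 and 0.0152), and 0.0430 at P6, where all but P6 cKO replicate 2 and the P1 libraries labelled WT cost the call when left out (0.0507 to 0.235). At P1 it was lost without P1 cKO replicate 1 (0.0520) and at P8 without P8 cKO replicate 1 (0.0697) or 2 (0.0501). The mural list (5 of 7 tested) had 0.57, 0.34 and 0.37 (adjusted p = 6.14e-04, 0.219 and 3.64e-04), and at P6 passed 0.05 without P8 WT replicate 1 (0.0384) or 2 (0.0362). *Acta2* had 0.57, 0.34 and 0.37, *Tagln* 0.50, 0.41 and 0.41 and *Myh11* 0.82, 1.97 and 4.18. The ependymal and choroid plexus list (5 of 7 tested) had 0.49, 0.68 and -0.65 (adjusted p = 0.0918, 0.0338 and 0.0757), with an upward test at P8 against its median. Its call at P6 was lost with each library but P6 WT replicate 2 and P6 cKO replicate 1 left out (0.0506 to 0.484), and at P8 it passed 0.05 without P6 WT replicate 1 (0.0352) or 2 (0.0367). *Ttr* had 0.49, -2.14 and -0.65, *Foxj1* -0.024, 0.68 and 0.72 and *Folr1* 1.60, 1.74 and 1.87. The microglia list at P1 had adjusted p = 6.14e-04, downward, and at P6 its call was lost without P1 cKO replicate 1 (0.0525) or 2 (0.0507), P6 WT replicate 2 (0.0814), P6 cKO replicate 1 (0.0872) or 2 (0.156) and P8 cKO replicate 1 (0.0635) or 2 (0.0611). By camera, the adjusted p of these lists ran from 0.0731 to 0.760, so none of their calls holds by that test. No gene was in more than 1 list, and no explanation of these values was tested.

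*Xist* differed between the labels by -0.25, -0.54 and 1.74 (adjusted p = 0.751, 0.439 and 0.173 by fry), and at P8 passed 0.05 without P8 cKO replicate 1 (0.00467), at a level near the floor. The Y-linked list had -0.028, 0 and -0.16 (adjusted p = 0.755, 0.382 and 0.153), and at P8 passed 0.05 without P1 cKO replicate 1 (0.0412) or 2 (0.0372). *Ddx3y*, *Eif2s3y* and *Kdm5d* were its most abundant genes.

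In all 6 groups both libraries were of one sex. Whether the libraries of a group came from the cells of 1 animal cannot be told apart from animals of the same sex, because counts per gene do not identify animals and the paper's text names them only as biological repeats.

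*Rpl19*, the reference gene of the qPCR, had log2 fold changes of -0.066, -0.39 and -0.071 (adjusted p = 6.00e-04 at P6 from edgeR). *Vim*, shown among the Wnt genes of Figure 5f, had 0.18, 0.66 and 0.95. Its call at P1 (adjusted p = 0.0376 from edgeR) was lost without each P1 library but cKO replicate 1 (0.130 to 0.162) and without each P8 library (0.0577 to 0.0647).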
